# INHBA(+) cancer-associated fibroblasts generate an immunosuppressive tumor microenvironment in ovarian cancer

**DOI:** 10.1038/s41698-024-00523-y

**Published:** 2024-02-15

**Authors:** Ye Hu, Maria Sol Recouvreux, Marcela Haro, Enes Taylan, Barbie Taylor-Harding, Ann E. Walts, Beth Y. Karlan, Sandra Orsulic

**Keywords:** Gynaecological cancer, Cell biology

## Abstract

Effective targeting of cancer-associated fibroblasts (CAFs) is hindered by the lack of specific biomarkers and a poor understanding of the mechanisms by which different populations of CAFs contribute to cancer progression. While the role of TGFβ in CAFs is well-studied, less attention has been focused on a structurally and functionally similar protein, Activin A (encoded by INHBA). Here, we identified INHBA(+) CAFs as key players in tumor promotion and immunosuppression. Spatiotemporal analyses of patient-matched primary, metastatic, and recurrent ovarian carcinomas revealed that aggressive metastatic tumors enriched in INHBA(+) CAFs were also enriched in regulatory T cells (Tregs). In ovarian cancer mouse models, intraperitoneal injection of the Activin A neutralizing antibody attenuated tumor progression and infiltration with pro-tumorigenic subsets of myofibroblasts and macrophages. Downregulation of INHBA in human ovarian CAFs inhibited pro-tumorigenic CAF functions. Co-culture of human ovarian CAFs and T cells revealed the dependence of Treg differentiation on direct contact with INHBA(+) CAFs. Mechanistically, INHBA/recombinant Activin A in CAFs induced the autocrine expression of PD-L1 through SMAD2-dependent signaling, which promoted Treg differentiation. Collectively, our study identified an INHBA(+) subset of immunomodulatory pro-tumoral CAFs as a potential therapeutic target in advanced ovarian cancers which typically show a poor response to immunotherapy.

## Introduction

In solid malignancies, the predominant cell types contributing to the tumor mass are cancer cells, immune cells, and CAFs with their associated extracellular matrix (ECM). Typically, a high content of immune cells is associated with a good prognosis while a high content of CAFs is associated with a poor prognosis. However, tumors enriched for CAFs are often also enriched for immune cells that reside within the ECM. In such cases, clinical outcomes are influenced by the proportions of immune cells vs. CAFs and the spatial distribution and functional properties of these cell types^1–3^. CAFs can influence the behavior of cancer cells and immune cells through biochemical and biomechanical signals^1–3^. CAF activation is associated with secretion of ECM, chemokines, cytokines, and growth factors^1–3^. CAF-secreted ECM contributes to therapeutic resistance by blocking access to chemotherapies and immunotherapies and hindering the trafficking of functional immune cells to the tumor bed^4–6^. ECM is also a rich source of biologically active molecules that attract or repel certain immune cell types and modify immune cell function^7^.

Among the biologically active molecules, TGFβ stands out as a key inducer of genes and proteins involved in ECM remodeling^4–6^. Beyond its role in ECM dynamics, TGFβ exerts a potent influence on the function of immune cells^4–6^. Studies in several cancer types have shown that the expression of TGFβ-associated ECM genes in CAFs was the strongest predictor of failure in immunotherapeutic interventions^8^. Consequently, many preclinical and clinical studies have focused on blocking TGFβ signaling in cancer^9^. In mouse models of breast and colon cancers, various methods of TGFβ inhibition increased the efficacy of PD-1/PD-L1 immunotherapies by reducing TGFβ signaling in stromal cells thereby facilitating CD8(+) T-cell penetration into the tumor and provoking robust anti-tumor immunity, ultimately leading to tumor regression^4–6^. However, targeting TGFβ has been associated with cardiovascular toxicity and the development of benign tumors, possibly because TGFβ is a pleiotropic cytokine expressed by multiple stromal cell types, some of which are required for normal tissue homeostasis^9^. Variable success in enhancing immunotherapeutic efficacy by targeting TGFβ underscores the need to better understand the complexity of TGFβ signaling in order to develop more precise and less toxic therapies for targeting the tumor stroma.

Activin A, a member of the TGFβ superfamily, has received comparatively less attention despite its structural resemblance to TGFβ and the shared canonical SMAD2/3 pathway. This structural similarity implies overlapping functions between Activin A and TGFβ. In instances where TGFβ signaling is compromised, Activin A has the capacity to step in and compensate for the deficiency in SMAD2/3 phosphorylation. This compensatory mechanism enables Activin A to play a crucial role in sustaining cellular homeostasis and fundamental cellular functions^10^. Importantly, like TGFβ, Activin A was shown to inhibit the function of dendritic cells (DC)^11^ and promote T regulatory cell (Treg)-mediated immunosuppression in allergic disorders^12–14^ and cancer^15^. A study of the effect of CTLA-4 immunotherapy in a mouse model of breast cancer showed that the TGFβ blockade induced Foxp3 expression and generation of Tregs through a compensatory increase in Activin A signaling^15^. A concomitant blockade of both TGFβ and Activin A was necessary to achieve a durable immune response with CTLA-4 immunotherapy in this model^15^.

## Results

### INHBA is expressed in a subset of α-SMA(+) CAFs that are enriched during ovarian cancer progression

INHBA mRNA is upregulated in multiple cancer types in comparison to normal tissues (Supplementary Fig. 1). INHBA gene encodes the Inhibin βA homodimer of Activin A. Genes encoding related protein subunits, such as INHBB, INHBC, INHBE, and INHA, are not overexpressed in cancers (Supplementary Fig. 1), suggesting that upregulation of INHBA in cancer leads to increased production of Activin A (a homodimer of two Inhibin βA subunits) but not of Inhibin A (a heterodimer of Inhibin βA and Inhibin α subunits) or of other heterodimeric proteins containing the Inhibin βA subunit (Supplementary Fig. 1). Consistent with these data, only INHBA expression is associated with poor overall and disease-free survival in ovarian cancer patients (Supplementary Fig. 2a) while genes encoding other subunits are not associated with survival.

Although INHBA is seldomly expressed in epithelial cancer cell lines, the majority of cancer-related research on INHBA has utilized rare epithelial cancer cell lines that express INHBA or cancer cell lines in which INHBA was ectopically overexpressed^15–25^. Additionally, uncertainty regarding the origin of INHBA overexpression in solid tumors has arisen due to the use of poorly-validated INHBA antibodies in the analysis of cancer tissues. These antibodies have led to ambiguous results, suggesting the presence of Inhibin βA protein in both epithelial cancer cells and fibroblasts^16,24,26–28^. Notably, studies in colorectal cancer revealed a tenfold higher expression of Activin A in cancer-associated fibroblasts (CAFs) compared to epithelial cancer cells^29,30^. In pancreatic cancer, only stromal Activin A expression correlated with poor survival while epithelial expression had no correlation with disease outcome^27^. Such observations raise concerns about the specificity of the Activin A antibodies. To accurately identify cell types that express INHBA in human and mouse ovarian tumors, we used in situ hybridization (ISH) with human and mouse INHBA probes, respectively. We found that INHBA mRNA was expressed exclusively in CAFs in human HGSOC (Supplementary Fig. 3a) and the BR-luc syngeneic mouse ovarian cancer model (Supplementary Fig. 3b). Consistent with the ISH data, INHBA levels in the microarray dataset of laser-capture-microdissected epithelial cells and fibroblasts from normal ovaries and HGSOC^31^ confirmed high levels of INHBA in CAFs with only negligible levels in epithelial cancer cells, normal ovarian surface epithelial cells, and normal ovarian fibroblasts (Supplementary Fig. 3c).

Studies in different cancer types have identified several transcriptionally distinct CAF subtypes^3^. Using a pan-cancer single-cell RNA sequencing profile of the tumor microenvironment^32^, we show that INHBA is expressed in a small subset of ACTA2 (gene encoding for α-SMA)-expressing fibroblasts in HGSOC (Supplementary Fig. 4). In contrast to INHBA, ACTA2 was not associated with survival in ovarian cancer (Supplementary Fig. 2b) and exhibited broad expression in most CAFs (Supplementary Fig. 4). In fibroblasts derived from ovarian, lung, and colorectal cancers and their respective normal tissues, INHBA was specifically expressed in fibroblasts derived from cancer tissues, while ACTA2 was expressed in fibroblasts derived from both cancer and normal tissues (Supplementary Fig. 4) and was largely absent from fibroblasts derived from ascites from ovarian cancer patients (Supplementary Fig. 5). Together, these data show that INHBA is expressed in a subset of ACTA2 (+) CAFs and is only rarely expressed in normal tissue fibroblasts and normal and malignant epithelial cells.

To comprehensively quantify INHBA(+) CAFs during HGSOC progression, we performed INHBA ISH, α-SMA immunohistochemistry (IHC), and multiplex immunofluorescence (mIF; α-SMA, cytokeratin 8/18, CD3, CD4, CD8, and FOXP3) staining in a tissue microarray (TMA) consisting of matched primary, synchronous metastatic, and metachronous recurrent cancer samples from 42 HGSOC patients (Fig. 1a, Supplementary Fig. 6 and Supplementary Fig. 7). Quantitative Pathology & Bioimage Analysis (QuPath) machine learning software was used to identify fibroblasts and epithelial cancer cells by morphologic features (Fig. 1a). The correlation coefficient between α-SMA(+) cells and cells classified by morphology as fibroblasts was 0.98 (Fig. 1b) confirming that the QuPath learning algorithm can accurately identify fibroblasts by morphology in H&E sections. There were no significant differences between primary, metastatic, and recurrent samples in the ratio of fibroblasts (number of fibroblasts / number of fibroblasts + cancer cells + immunocytes) (Fig. 1c) and the ratio of α-SMA(+) fibroblasts (number of α-SMA(+) cells / number of fibroblasts) (Fig. 1d). However, the ratio of INHBA(+) fibroblasts (number of INHBA(+) cells / number of fibroblasts) was significantly higher in metastatic and recurrent samples compared to primary tumor samples (Fig. 1e).

**Fig. 1:**
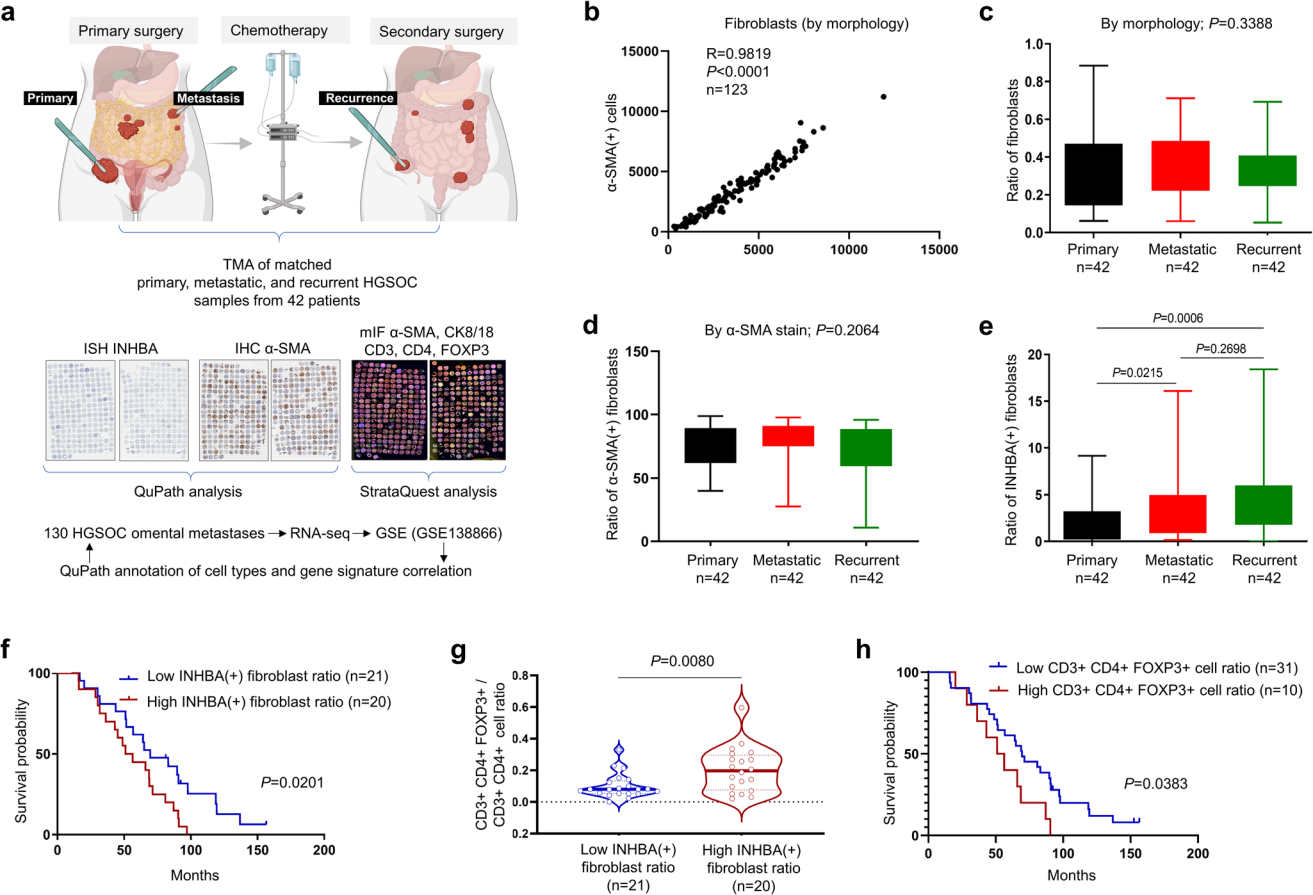
INHBA(+) fibroblasts are enriched in cancer metastases and are associated with Tregs. **a** A schematic of the process of image analysis in the TMA of patient-matched primary, synchronous metastatic, and metachronous recurrent HGSOC samples from 42 patients. The image was generated using BioRender.com. Each primary, metastatic, and recurrent HGSOC sample is represented by 3 cores that were punched at different locations in the corresponding original FFPE tumor block. The 378 cores were distributed on two slides. INHBA was detected by ISH while α-SMA and immune markers were detected by IHC. **b** Correlation between the number of fibroblasts (defined by morphology-based classification) and α-SMA(+) cells in the TMA (*P* < 0.0001, Pearson correlation, *n* = 123; 3 cores were excluded because of insufficient material for analysis). **c** Statisti**c**al analysis of the ratio of fibroblasts (defined by morphology-based classification) in primary, metastatic, and recurrent tumors (ANOVA test, *P* = 0.3388). **d** Statistical analysis of the ratio of α-SMA(+) fibroblasts in primary, metastatic, and recurrent tumors (ANOVA test, *P* = 0.1064). **e** Statistical analysis of the proportion of INHBA(+) fibroblasts (paired *t* test). In all box-and-whisker plots, boxes indicate the 25th to 75th percentiles, and whiskers indicate the minimum and maximum values. **f** Kaplan-Meier survival plot comparison between patients with a low vs high ratio of INHBA(+) fibroblasts (log-rank test). **g** Treg cell ratio (CD3( + ) CD4( + ) FOXP3(+) cells / CD3(+) CD4(+) cells) in the fibroblast area of HGSOC omental metastasis samples with a low vs high ratio of INHBA(+) fibroblasts (Mann-Whitney U test). **h** Kaplan-Meier survival plot comparison between patients with a low vs. high Treg ratio in samples of HGSOC metastases (log-rank test). In (B-E), data from 1-3 available cores for each sample were averaged. TMA, tissue microarray; ISH, in situ hybridization; IHC, immunohistochemistry; mIF, multiplex immunofluorescence.

To better understand the relationship between INHBA(+) fibroblasts and other cell types in HGSOC metastases, we chose to focus on omental metastases since the omentum is the most common site of HGSOC metastases. We generated RNA-seq transcriptome data (GSE138866) from formalin-fixed paraffin-embedded (FFPE) sections of omental metastases from 130 HGSOC patients^33^ and used QuPath analysis of H&E slides from the same samples to classify different cell types as immunocytes, fibroblasts, epithelial cancer cells and others. We observed no correlation between the ratio of immunocytes and fibroblasts and a slightly negative correlation of immunocytes and epithelial cancer cells (Supplementary Fig. 8a). As an independent confirmation that INHBA is expressed in fibroblasts in human HGSOC, the expression of INHBA was positively correlated with the ratio of fibroblasts, negatively correlated with the ratio of epithelial cancer cells, and not correlated with the ratio of immunocytes (Supplementary Fig. 8b). We then tested if there was a correlation between INHBA expression and specific pro- and anti-tumorigenic subtypes of immunocytes. By applying immune cell metagenes derived from colorectal cancers^34^ and pan-cancer immune cell metagenes^35^ to the transcriptome data of 130 omental HGSOC metastases, we found that INHBA expression positively correlated with metagenes of Tregs but not with metagenes of activated CD4 T cells or activated CD8 T cells (Supplementary Fig. 8c).

Given the enrichment of INHBA(+) fibroblasts in metastatic and recurrent HGSOC in comparison to patient matched primary HGSOC (Fig. 1) and the positive correlation of INHBA expression with metagenes of Tregs in omental metastases (Supplementary Fig. 8c), we tested in a TMA of HGSOC metastases whether stroma with a high content of INHBA(+) fibroblasts also had a high content of Tregs. We used mIF α-SMA staining to generate a fibroblast-positive mask and detect CD3(+), CD4(+), and FOXP3(+) immune cells within the fibroblast-positive mask. Data from FFPE cores of 41 HGSOC metastases were analyzed using the StrataQuest software. Since these samples were not labeled with INHBA, we used INHBA ISH data from the same cores (Fig. 1a) and divided the samples by the average ratio of INHBA(+) fibroblasts into low INHBA(+) fibroblast ratio (*n* = 21) and high INHBA(+) fibroblast ratio (*n* = 20). This division was clinically relevant as patients with a high ratio of INHBA(+) fibroblasts had shorter overall survival (Fig. 1f). The analysis showed that the ratio of Tregs [(CD3(+) CD4(+) FOXP3(+) cells/CD3(+) CD4(+) cells] in the fibroblast-positive mask was significantly higher in samples with a high ratio of INHBA(+) fibroblasts (Fig. 1g). In addition, the high ratio of Tregs was associated with shorter OS of patients in this cohort (Fig. 1h). Together, these data suggest a possible immunoregulatory function of INHBA(+) fibroblasts in human ovarian cancer.

### Interference with INHBA signaling attenuates syngeneic ovarian cancer growth and recruitment of pro-tumorigenic fibroblasts and macrophages

To determine the impact of INHBA(+) CAFs on ovarian cancer progression in vivo, we used two syngeneic ovarian cancer models: the FVB BR-luc (genotype p53^−/−^; Brca1^−/−^; Myc; Akt)^36,37^ and the peritoneal abrasion-facilitated C57BL/6 syngeneic SO model (genotype p53^−/−^; Myc; Hras)^38^. In the BR-luc model^36,37^, FVB mice were implanted intraperitoneally (i.p.) with BR-luc cancer cells. After six days, initial tumor growth was confirmed by intravital luciferase imaging (IVIS) and the mice were randomized into two treatment groups to receive control shRNAs or Inhba shRNAs i.p. three times per week. Thirty days after the implantation of cancer cells, the tumor burden was quantitated by IVIS. Mice that had been injected i.p. with Inhba shRNAs had a significantly decreased luciferase signal in the peritoneal cavity compared to mice injected with control shRNAs (Supplementary Fig. 9a), suggesting that the reduction of Inhba expression in the host fibroblasts reduces the rate of tumor growth. Meaningful quantification of Inhba(+) fibroblasts by Inhba ISH was hampered by sparse and highly focal fibroblast infiltration (Supplementary Fig. 9b). To facilitate uniform recruitment of host fibroblasts to the tumor at a predefined metastatic site, we used the peritoneal wall abrasion-facilitated ovarian cancer model in which peritoneal wound healing facilitates the recruitment of cancer cells and fibroblasts into the abraded wall. C57BL/6 mice with peritoneal wall abrasion were injected i.p. with syngeneic SO ovarian cancer cells^38^. One day after cancer cell injection, the mice received daily i.p. injections of the Activin A neutralizing antibody (*n* = 8) or control IgG (*n* = 7) (Fig. 2a). After 9 days of treatment, mice were euthanized to assess cancer cell implantation to the wound site (Fig. 2a). Visible tumor nodules on the peritoneal walls were present in 7/8 of IgG-treated mice and 4/7 of Activin A neutralizing antibody-treated mice. Histological examinations revealed that tumors in mice treated with the Activin A neutralizing antibody displayed notable reductions in tumor size (Fig. 2b), collagen accumulation (Fig. 2c, d), and the presence of INHBA(+) fibroblasts (Fig. 2e, f).

**Fig. 2:**
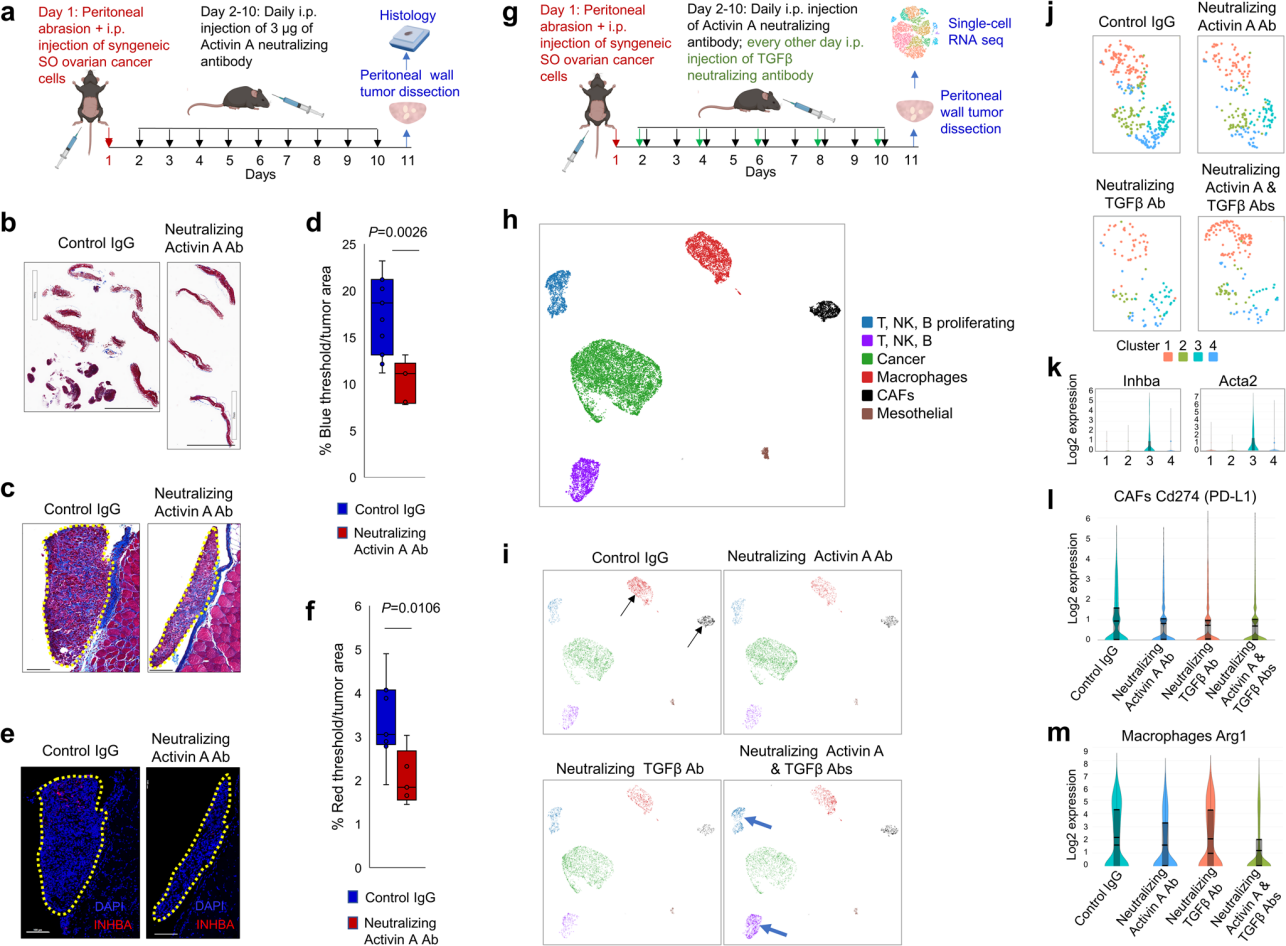
Activin A neutralizing antibody attenuates ovarian cancer growth and intratumoral recruitment of pro-tumorigenic fibroblasts and macrophages. **a** Study schematic of treatment of mice with control IgG or Activin A inhibitory antibodies. **b** Trichrome-stained sections of peritoneal walls and associated tumor nodules. Scale bars: 7 mm. **c**, **d** Representative images of tumor nodules (yellow dotted line) attached to the peritoneal mesothelium covering the abdominal wall muscle and connective tissue in sections stained by **(c)** trichrome and **d** Inhba ISH. Scale bars: 100 µm. **e**, **f** Quantification (ImageJ software, unpaired *t* test) of **e** blue pixels representing fibroblasts and **f** red pixels representing INHBA(+) cells. Y axes represent percent positive pixels per tumor area. Boxes indicate the 25th to 75th percentiles, whiskers indicate the minimum and maximum values, and vertical lines indicate the mean values. **g** Study schematic of treatment of mice with control IgG or neutralizing antibodies for Activin A and TGFβ individually or in combination. **h** Single-cell RNA sequencing analysis of peritoneal walls represented by a UMAP plot of single cells color-coded for their assigned major cell types based on canonical markers. **i** UMAP plots of main cell types in mice with different antibody treatments. **j** UMAP representation of four distinct clusters in CAFs and the distribution of clusters in mice with different treatments. Black arrows indicate CAFs and macrophages while blue arrows indicate immune cells. **k** Violin plot expression of the pro-tumorigenic myofibroblast markers Inhba and Acta2 in the four distinct clusters of CAFs. **l** Violin plot expression of PD-L1 in CAFs in different treatment groups. **m** Violin plot expression of the immunosuppressive macrophage marker Arg1 in different treatment groups.

In the second set of experiments (Fig. 2g), C57BL/6 mice with peritoneal wall abrasion were injected i.p. with syngeneic SO ovarian cancer cells^38^. One day after cancer cell injection, the mice received i.p. injections of control IgG, Activin A neutralizing antibody, TGFβ neutralizing antibody, and a combination of Activin A and TGFβ neutralizing antibodies (n = 5 mice per group). 

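Single-cell RNA sequencing counts of the control IgG group and the Activin A neutralizing antibody group were analysed, with 1 library per group made from tissue pooled over mice. The groups that received the TGFβ neutralizing antibody were not analysed here. The paper gives 5 mice per group and 9 days of treatment, while the sample labels give 7 mice for control IgG, 8 mice for the Activin A neutralizing antibody and 10 days. The labels' numbers of mice are those given for the experiment in Fig. 2a, and whether the libraries are those of Fig. 2g was not settled. Samples were assigned to the groups by their labels. The values are raw UMI counts per gene and droplet barcode as written by Cell Ranger, without normalization or a filter on cells. The control IgG library held 98174850 UMIs over 1484815 barcodes and the antibody library 74117462 UMIs over 1316737 barcodes. With the paper's limits on genes, UMIs and mitochondrial share per cell, 8770 cells of the control IgG library and 6386 cells of the antibody library were kept. Their median was 5719 UMIs and 2275 genes per cell with control IgG, and 4660 UMIs and 2018 genes with the antibody. Doublets were not removed in the values given here. Cells of both libraries were clustered together without integration (counts per 10000, log-transformed, 2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 0.5). Expression is given as CPM, from the UMIs of a gene summed over the cells of a class in a library and all UMIs of those cells. Because each group is a single library, no test between groups was possible. The 95% intervals are exact (Poisson for CPM, Clopper-Pearson for shares), cover counting error only, and leave out differences between mice and between libraries. Log2 ratios are of the antibody over control IgG.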

After 9 days of treatment, mice were euthanized and peritoneal walls with tumors were subjected to single cell RNA sequencing to identify individual cell types recruited to the site of cancer cell attachment in each group of mice. Cell clusters were identified using the 10X Genomics Loupe browser. Cell phenotypes were assigned based on the canonical cell-specific genes differentially expressed in each cluster (Fig. 2h)^39,40^. 

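The cells of both libraries formed 16 clusters, which were named from marker genes chosen before the data were examined, by a rule that was set after the clusters were seen. A cluster took a name only if at least 3 markers of that type were each detected in at least 20% of its cells and no other type had more markers among its 10 leading genes by fold. These names were rebuilt here, and a difference from the study may come from that. CAF-like cells were clusters 12 and 13. Cluster 12 (350 cells) was led by Clec3b, Gsn, Postn, Tnxb and Dpt, and cluster 13 (210 cells) by Acta2, Tagln, Slpi, Timp3 and Ptgis. Macrophage-like cells were cluster 4 (1495 cells), led by Arg1, Cd14, Saa3, C1qa and C1qc. Cluster 6 (1056 cells) was myeloid and stayed unnamed, because its leading genes S100a9, S100a8, Camp, Ngp, Retnla and Lyz2 hold 2 neutrophil markers and 1 macrophage marker. Cancer-like cells were cluster 8 (768 cells), led by Dlk1, Cdkn2a, Lgals7, Mid1, Hmga2 and Krt18, with 4 of the cancer markers detected. T, NK and B-like cells made up 8 clusters, dendritic-like cells 2 clusters, and skeletal muscle-like cells 1 cluster of 15 cells.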

Uniform Manifold Approximation and Projection (UMAP) clustering analysis revealed that tumors from mice treated with the Activin A neutralizing antibody, TGFβ neutralizing antibody and a combination of both Activin A and TGFβ neutralizing antibodies had a reduced number of CAFs and macrophages compared to mice treated with control IgG antibody (Fig. 2i, black arrows). Additionally, mice treated with both Activin A and TGFβ neutralizing antibodies had an increased number of immune T, NK, and B cells compared to mice treated with IgG or individual neutralizing antibodies (Fig. 2i, blue arrows). 

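The CAF-like class held 290 of 8770 cells with control IgG (3.31%, interval 2.94% to 3.70%) and 270 of 6386 cells with the Activin A neutralizing antibody (4.23%, 3.75% to 4.75%). The log2 ratio of these shares was 0.35 (0.11 to 0.60). The 2 CAF-like clusters went in different directions. Cluster 12 rose from 1.77% (155 cells) to 3.05% (195 cells), and cluster 13 went from 1.54% (135 cells) to 1.17% (75 cells), a log2 ratio of -0.39 whose interval, -0.82 to 0.03, includes 0. Acta2 leads cluster 13 and differs between the libraries, but a clustering without Inhba, Acta2, Cd274 and Arg1 gave the same 560 CAF-like cells. Clustering each library on its own moved the CAF share most, to a log2 ratio of -0.14 (-0.42 to 0.12), since a cluster of 73 cells of the antibody library then took a mesothelial name. Macrophage-like cells made up 12.9% (1130 cells, 12.2% to 13.6%) with control IgG and 5.72% (365 cells, 5.16% to 6.31%) with the antibody, a log2 ratio of -1.17 whose interval lies below 0. The clustering without the 4 genes gave 19.9% and 9.04%. The unnamed myeloid cluster made up 8.26% (724 cells) and 5.20% (332 cells). In the title of Fig. 2, the paper states that the antibody attenuates the recruitment into the tumor of fibroblasts and macrophages that are pro-tumorigenic.

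**Figure D1:**
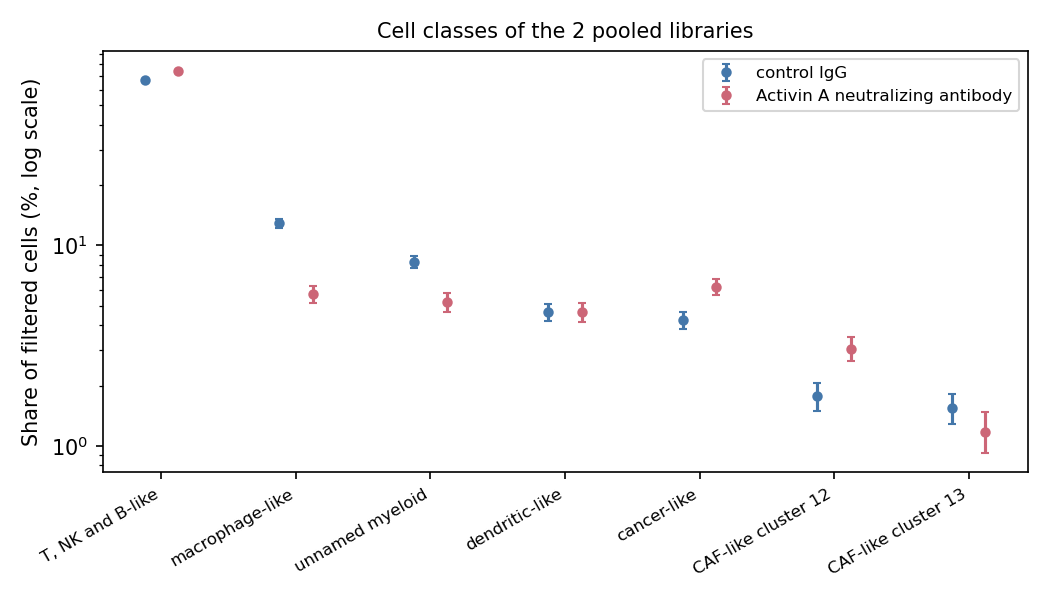
Share of filtered cells (%, log scale) in each class or cluster, for the control IgG library (blue) and the Activin A neutralizing antibody library (red). Points are shares and bars are exact 95% intervals for counting error only, with macrophage-like cells at 12.9% and 5.72% and CAF-like cluster 12 at 1.77% and 3.05%.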

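The 560 CAF-like cells were clustered again with Inhba and Acta2 left out of the genes used, and the lowest Leiden resolution that gave 4 clusters was 0.2. Inhba (ENSMUSG00000041324) lies on chromosome 13 from 16011851 to 16031621, and Acta2 (ENSMUSG00000035783) on chromosome 19 from 34241090 to 34255590. These positions are those of GRCm38 (GENCODE M21), and the count files name no build. Over both libraries, cluster 0 (211 cells) had the highest Inhba level, 34.9 CPM (30.4 to 39.8) from 221 UMIs. Cluster 1 (172 cells), the next highest, had 4.93 CPM (1.81 to 10.7) from 6 UMIs, and the log2 ratio between them was 2.82 (1.68 to 4.29). Clusters 2 (152 cells) and 3 (25 cells) had 1 Inhba UMI each. Acta2 was also highest in cluster 0, at 866 CPM (843 to 889), against 190 CPM (138 to 255) in cluster 3, a log2 ratio of 2.19. Cluster 3 was endothelial-like, led by Ccl21a, Lyve1, Mmrn1 and Reln. Cluster 0 takes the mesothelial name by the naming rule and is given by number, since a finer split divides it. Its leading genes were Slpi, Wnt4, Krt8, Tmem108, Acta2, Krt19, Tagln, Nkain4, Krt7 and Msln. A split into 6 clusters separated 72 mesothelial-like cells, with 5.59 CPM of Inhba and 105 CPM of Acta2, from 139 cells led by Tagln and Acta2, with 49.9 CPM of Inhba and 1256 CPM of Acta2. With 3 clusters, the log2 ratio of Acta2 over the highest other cluster was 0.28 (-0.16 to 0.76).

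**Figure D2:**
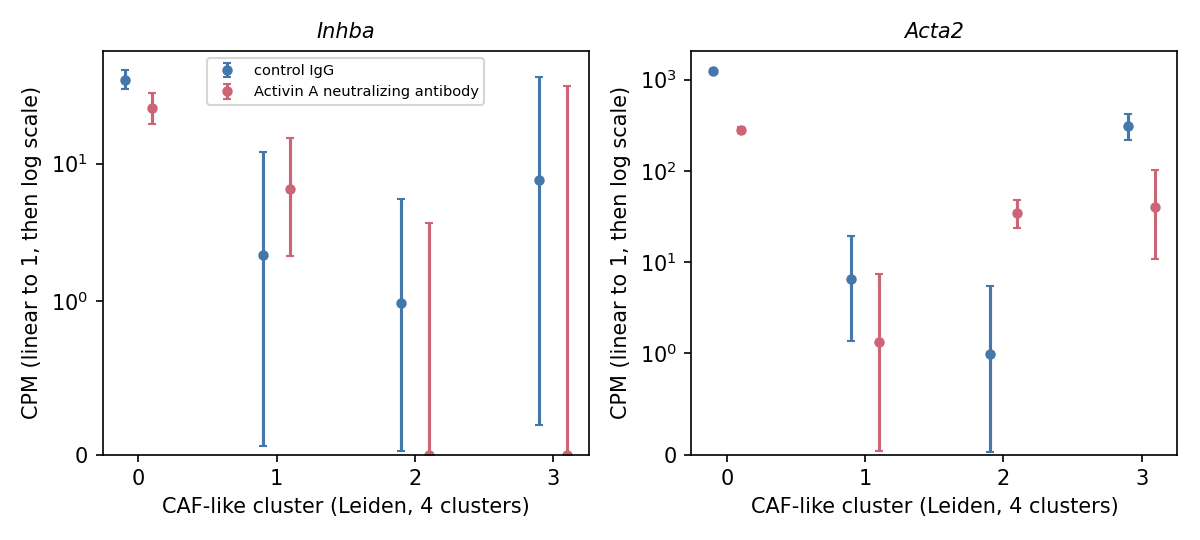
Inhba and Acta2 levels (CPM, linear to 1 and log scale above) in the 4 CAF-like clusters, for the control IgG library (blue) and the Activin A neutralizing antibody library (red). Points are CPM of summed UMIs and bars are exact Poisson 95% intervals, and cluster 0 is highest for Inhba in both libraries, with 40.8 and 25.5 CPM.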

Re-clustering of fibroblasts revealed four distinct clusters, of which cluster 3 expressed the highest levels of the pro-tumorigenic myofibroblast markers Inhba and Acta2 (Fig. 2j, k). This cluster of fibroblasts was moderately reduced in mice treated with Activin A inhibitory antibody and strongly reduced in mice treated with TGFβ inhibitory antibody and a combination of both antibodies (Fig. 2k). 

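Cluster 0, the CAF-like cluster with the highest Inhba level and mesothelial-like by its markers, held 135 of 290 CAF-like cells with control IgG (46.6%, interval 40.7% to 52.5%) and 76 of 270 with the Activin A neutralizing antibody (28.1%, 22.9% to 33.9%), a log2 ratio of -0.73 (-1.15 to -0.31). By its counts, it is nearly cluster 13 of the joint clustering, which held 135 and 75 cells and the same 221 Inhba UMIs. As a share of all filtered cells, cluster 13 had a log2 ratio of -0.39 (-0.82 to 0.03), which includes 0. Cluster 12 rose, which lowers the share of cluster 0 among CAF-like cells. In the split into 6 clusters, the cells led by Tagln and Acta2 went from 31.4% (91 cells) to 17.8% (48 cells). Over all CAF-like cells, Inhba was 29.5 CPM (162 UMIs, 25.1 to 34.4) with control IgG and 15.6 CPM (67 UMIs, 12.1 to 19.8) with the antibody, and fell by 0.92 on the log2 scale. The alternative that moved this value most was clustering each library on its own, with a log2 ratio of -3.12. Assigning each cell by its own markers turned the direction to 0.52, with 520 cancer-like cells then counted as CAF-like. Acta2 was 882 CPM (857 to 907) and 167 CPM (155 to 179), a log2 ratio of -2.40. Within the cluster highest in Inhba, Acta2 was 1233 CPM and 278 CPM. An Inhba UMI was seen in 17.6% and 10.4% of CAF-like cells, whose median depth was 16659 and 10547 UMIs. After every cell was thinned to 2000 UMIs, which left out 3 CAF-like cells of each library, the shares were 4.88% (14 of 287 cells) and 2.25% (6 of 267 cells), with overlapping intervals of 2.69% to 8.05% and 0.829% to 4.83%. CAF-like cells were not the class highest in Inhba. Cancer-like cells had 77.0 CPM with control IgG and 107 CPM with the antibody, and macrophage-like cells 8.83 and 41.0 CPM. Free RNA held 12.6 and 35.1 CPM. T, NK and B-like cells, with median depths of 4621 and 4057 UMIs, had an Inhba UMI in 0.188% and 0.170% of cells. After thinning, which left out 154 and 218 of these cells, the shares were 0.158% and 0.0889%. Thinned shares come from 1 draw. The shares expected over draws were 0.0801% and 0.0974% in these cells, and 3.85% and 2.15% in CAF-like cells.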

Programmed cell death ligand 1, PD-L1 (Cd274), was reduced in CAFs in all three treatment groups compared to control IgG mice (Fig. 2l). 

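Cd274 (ENSMUSG00000016496, chromosome 19 from 29367455 to 29388095) was 22.2 CPM in CAF-like cells with control IgG (122 UMIs, interval 18.4 to 26.5) and 15.6 CPM with the Activin A neutralizing antibody (67 UMIs, 12.1 to 19.8). The log2 ratio was -0.51 (-0.96 to -0.07). By cluster, it was 32.5 and 15.6 CPM in cluster 12, and 17.9 and 15.6 CPM in cluster 13, where the interval of the log2 ratio, -0.81 to 0.39, includes 0. In the split into 6 clusters, the cells led by Tagln and Acta2 held 209 of the 229 Inhba UMIs of CAF-like cells. Their Cd274 was 13.2 and 14.4 CPM (36 and 21 UMIs). That log2 ratio was 0.12 (-0.73 to 0.94), so no fall was shown in them. These levels are low beside those of macrophage-like cells (342 and 438 CPM), dendritic-like cells (371 and 395 CPM) and the free RNA in barcodes with under 100 UMIs (48.6 and 63.1 CPM). After subtraction of the expected free RNA, the log2 ratio was -0.78. A Cd274 UMI was seen in 22.8% and 15.2% of CAF-like cells. Thinned in the same way, the shares were 4.88% (14 of 287 cells, 2.69% to 8.05%) and 2.25% (6 of 267 cells, 0.829% to 4.83%). No class can be taken to lack Cd274. Cancer-like cells, the class with cells in number and the lowest level, had a UMI in 28.6% and 29.5% of cells. Their median depths were 55120 and 54086 UMIs. After thinning, which left out 3 and 4 of them, the shares were 3.26% (1.70% to 5.63%) and 2.04% (0.883% to 3.97%). The shares expected over draws were 2.29% and 2.36% in cancer-like cells, and 4.27% and 2.56% in CAF-like cells. At this depth the thinned shares of CAF-like cells could not be distinguished from those of cancer-like cells. From all UMIs, cancer-like cells had 10.1 CPM (8.75 to 11.6) with control IgG, an interval below that of CAF-like cells. With the antibody they had 12.3 CPM (10.9 to 13.9), an interval that overlaps that of CAF-like cells.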

In re-clustered macrophages, levels of the pro-tumorigenic M2 macrophage marker arginase 1 (Arg1) was moderately reduced in mice treated with Activin A inhibitory antibody and drastically reduced in mice treated with the combination of the inhibitory antibodies (Fig. 2m).

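Arg1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484) was 4553 CPM in macrophage-like cells with control IgG (42785 UMIs, interval 4510 to 4597) and 3726 CPM with the Activin A neutralizing antibody (8623 UMIs, 3648 to 3806), a log2 ratio of -0.29 (-0.32 to -0.26). With the mix of sub-clusters of this class held at that of control IgG, the ratio was -0.17, and it was above 0 in 1 of the 6 sub-clusters. Arg1 is the leading gene of this cluster, so its level was also taken from the clustering without Inhba, Acta2, Cd274 and Arg1. There it was 3206 CPM (3177 to 3237) in 1741 macrophage-like cells with control IgG and 2310 CPM (2262 to 2359) in 577 cells with the antibody, a log2 ratio of -0.47. Of all alternatives, clustering each library on its own moved the ratio most, to -0.79. In the unnamed myeloid cluster, Arg1 was 293 CPM and 124 CPM. After thinning, which left out 28 and 10 macrophage-like cells, an Arg1 UMI was seen in 94.7% (93.2% to 96.0%) and 83.4% (79.1% to 87.1%) of macrophage-like cells, and in 1.76% and 1.07% of T, NK and B-like cells. Without thinning these shares were 97.3% and 87.1% of macrophage-like cells, at median depths of 7816 and 5907 UMIs, and 4.78% and 1.93% of T, NK and B-like cells.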

### INHBA is required for CAF function in vitro

Compared to fibroblasts in normal tissues, CAFs have increased contractile, proliferative, and migratory abilities^1–3^. These properties are thought to be driven primarily by TGFβ^31,41,42^; however INHBA is typically co-expressed with TGFβ in CAFs. To study the functional properties of INHBA(+) CAFs in vitro, we used the immortalized HGSOC CAF cell line, 781T, and the primary ovarian CAF, PCAF. qRT-PCR confirmed a higher expression of INHBA in 781T CAFs and PCAFs compared to the epithelial ovarian cancer cell lines OVCAR3 and Kuramochi and peripheral blood mononuclear cells (PBMCs) (Fig. 3a). The primary CAFs expressed higher levels of INHBA than the immortalized CAFs (Fig. 3a). To study the function of INHBA in vitro, 781T CAFs and PCAFs were transduced with control SMARTpool siRNAs (control siRNAs) or INHBA SMARTpool siRNAs (INHBA siRNAs). Downregulation of INHBA expression in 781 T CAFs and PCAFs was confirmed by qRT-PCR 48 hours after treatment (Fig. 3b). Downregulation of INHBA in both 781T CAFs and PCAFs resulted in a significant reduction of collagen gel contraction (Fig. 3c), cell proliferation (Fig. 3d), and cell invasion (Fig. 3e), indicating functional involvement of INHBA in these processes.

**Fig. 3:**
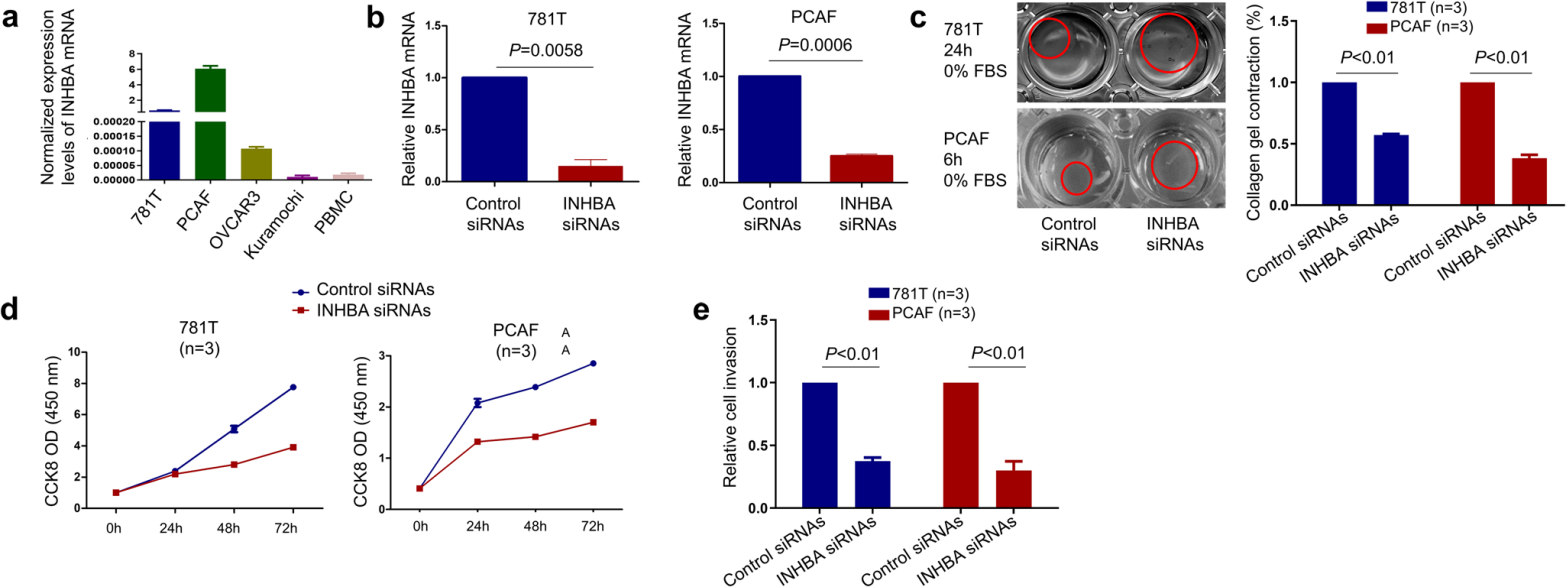
INHBA regulates CAF function in vitro. **a** INHBA levels measured by qRT-PCR in immortalized ovarian CAFs (781T), primary ovarian CAFs (PCAF), human ovarian cancer cell lines (OVCAR3 and Kuramochi), and PBMCs from a healthy donor. RPL32 was used for normalization. **b** qRT-PCR quantification of INHBA levels in two types of ovarian CAFs (immortalized 781T and primary PCAF) transduced with control SMARTpool siRNAs (control siRNAs) or INHBA SMARTpool siRNAs (INHBA siRNAs). INHBA levels were quantified 48 hours after treatment with siRNAs. RPL32 was used for normalization. **c** Representative image (left) and quantification (right) of collagen gel contraction assay with 781T CAFs and PCAFs transduced with control siRNAs or INHBA siRNAs. Red circles outline the perimeter of the collagen plug. The quantification was conducted 24 hours after plating 781T CAFs and 6 hours after plating PCAFs. **d** Proliferation of 781T CAFs and PCAFs transduced with control siRNAs or INHBA siRNAs. Cell growth rates were determined by the CCK-8 viability assay. The x-axis shows the time after transfection. The y-axis shows the readout of the CCK-8 assay (absorbance at 450 nm). **e** Transwell invasion assay with 781T CAFs and PCAFs transduced with control siRNAs or INHBA siRNAs. Cells that invaded the membrane were quantified in 5 high-power fields. All in vitro quantification data in this figure are presented as the mean ± SEM in 3 or more replicates.

### INHBA(+) CAFs attract T cells and promote their differentiation into Tregs

Multiple studies have demonstrated that CAFs are important regulators of anti-tumor immune responses^43–45^. To test whether expression of INHBA in CAFs is important for T cell attraction, we downregulated INHBA in 781T CAFs using INHBA siRNAs. 781T CAFs treated with INHBA siRNAs showed an impaired ability to attract T cells through the transwell membrane compared to 781T CAFs treated with control siRNAs (Fig. 4a). To determine the effect of CAFs on T cell proliferation and differentiation, we co-cultured 781T CAFs and human CD3(+) pan T cells in direct contact or indirect contact (cells separated by a transwell membrane). With direct contact, fewer CD4(+) CD25(+) FOXP3(+) Tregs were observed in the 781T CAFs with downregulated INHBA compared to the control while no difference in CD4(+) CD25(+) FOXP3(+) Tregs was observed with indirect contact (Fig. 4b, c). Based on these observations we conclude that INHBA(+) fibroblasts play a role in shaping the tumor immunosuppressive microenvironment by inducing expansion of the pro-tumorigenic CD4( +) CD25(+) FOXP3(+) Tregs.

**Fig. 4:**
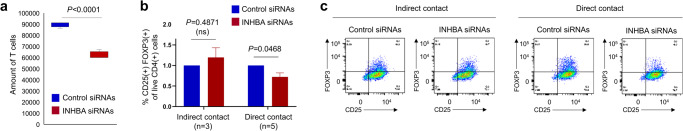
INHBA(+) CAFs attract T cells and facilitate their differentiation into Tregs via a contact-directed mechanism. **a** A Transwell migration assay of T cells toward 781T CAFs with or without downregulated INHBA expression. 781T CAFs treated with control siRNAs or INHBA siRNAs were plated in the bottom chamber of the Transwell plate (3.5 × 10^4^ cells/well). The following day, human CD3(+) pan T cells (5 × 10^6^) were plated in the upper chamber. After 36 hours of co-culture, T cells that migrated to the bottom chamber were collected and counted with a hemocytometer. The *P* value denotes student *t* test in triplicates. **c** Representative flow cytometry graphs of live CD4(+) T cells showing the frequency of CD25(+) FOXP3(+) Tregs after human pan T cells were activated with CD3/CD28 antibodies and co-cultured in direct contact (5 independent experiments) or indirect contact (Transwell membrane; 3 independent experiments) with 781T CAFs treated for 24 hours with control siRNAs or INHBA siRNAs. **b** Quantification of Tregs in co-cultures of activated human pan-T cells and 781T CAFs in direct and indirect contact (unpaired *t* test).

### INHBA(+) CAFs induce an immunosuppressive tumor microenvironment by regulating PD-L1

In patients with metastatic urothelial bladder cancer treated with the anti-PD-L1 agent atezolizumab^4^, INHBA mRNA levels were higher in non-responders than in responders (Supplementary Fig. 10), suggesting that INHBA might be associated with immunosuppression. PD-L1 plays a key role in the differentiation of CD4(+) T cells into FOXP3-expressing Tregs^46,47^. CAFs have been shown to express PD-L1 and suppress proliferation of CD4(+) effector T cells via a contact-mediated mechanism^47–50^. Our analysis of the single-cell RNA-seq dataset in metastatic melanoma^51^ confirmed that CD274 (PD-L1) is expressed in CAFs (Supplementary Fig. 11a). Additionally, our analysis of a single-cell RNA-seq dataset of stromal cell diversity associated with immune evasion in human triple‐negative breast cancer^52^ in which CAFs that were separated into inflammatory CAFs (iCAFs) and myofibroblast-like CAFs (myCAFs) showed higher levels of both INHBA and CD274 in myCAFs than in iCAFs (Supplementary Fig. 11b).

781T CAFs expressed a moderate level of PD-L1 protein when grown in cell culture (Fig. 5a). Downregulation of INHBA by pooled siRNAs decreased the PD-L1 protein level, whereas ectopic expression of INHBA cDNA or addition of recombinant Activin A (Supplementary Fig. 12) increased PD-L1 protein levels (Fig. 5a). SMAD2 and SMAD3 are transcription factors associated with Activin A signaling^53^. Ectopic expression of INHBA cDNA and the addition of recombinant Activin A increased the expression of phosphorylated SMAD2 (pSMAD2) and, to a lesser extent, phosphorylated pSMAD3 (pSMAD3) (Fig. 5a and Supplementary Fig. 12). To explore the mechanism by which Activin A might regulate PD-L1 expression, we downregulated SMAD2 in 781T CAFs with a SMAD2-specific siRNA pool and measured the ability of recombinant Activin A to increase the levels of PD-L1. Recombinant Activin A increased levels of PD-L1 and pSMAD2 in 781 T CAFs treated with control siRNAs but this effect was abrogated by treatment with SMAD2 siRNAs (Fig. 5b and Supplementary Fig. 12), suggesting that Activin A increases PD-L1 levels through SMAD2 phosphorylation. The PD-L1 promoter region has several SMAD binding elements (CAGA box) (Supplementary Fig. 13). We tested whether Activin A can modulate the transactivation of PD-L1 mRNA. The promoter sequence of PD-L1 was cloned upstream of a luciferase reporter gene and the resultant construct was co-transfected with SMAD2 siRNAs or control siRNAs in 781T CAFs. Recombinant Activin A increased the transactivation of the PD-L1 promoter but this effect was abrogated by SMAD2 siRNAs (Fig. 5c), suggesting that Activin A promotes PD-L1 expression through SMAD2 dependent transactivation of the PD-L1 promoter. INHBA downregulation in 781T CAFs suppressed Treg expansion in a co-culture system, which was rescued by ectopic expression of PD-L1 (Fig. 5d, e), suggesting that INHBA confers PD-L1-dependent effects on CD4(+) Treg expansion.

**Fig. 5:**
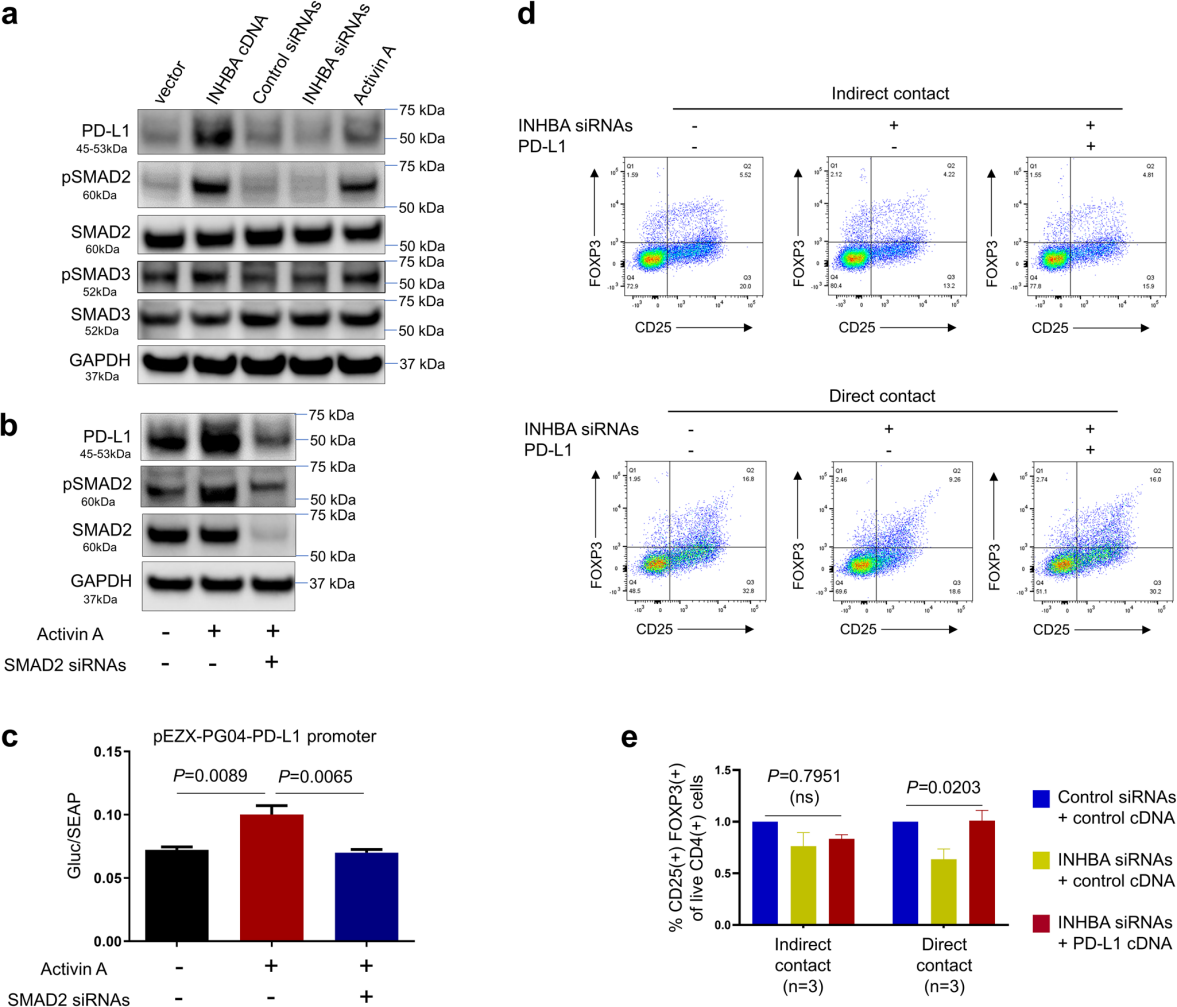
INHBA(+) CAFs create an immunosuppressive tumor microenvironment through the upregulation of PD-L1. **a** Western blot of PD-L1, phosphorylated SMAD2 (pSMAD2), SMAD2, pSMAD3, and SMAD3 in 781T CAFs were stably transfected with either INHBA cDNA/control cDNA, or transiently transfected with INHBA siRNAs/control siRNAs, or treated with recombinant Activin A. GAPDH was used as a loading control. INHBA mRNA levels measured by qRT-PCR in cell cultures grown in parallel with the cell cultures used for Western blotting are plotted in Supplementary Fig. 12. **b** Western blot detection of PD-L1, pSMAD2, SMAD2 in 781T CAFs were treated with negative controls, or Activin A and control siRNAs, or Activin A and SMAD2 siRNAs, followed by INHBA mRNA levels measured by qRT-PCR in cell cultures grown in parallel with the cell cultures used for Western blotting are plotted in Supplementary Fig. 12. **c** Measurements of GLuc and SEAP activities in the media using a GloMax microplate reader in 781T CAFs treated as described in **b**. Normalized promoter activity was calculated as the ratio of GLuc and SEAP activities (paired *t* test). **d** Representative flow cytometry graphs of live CD4(+) T cells showing the frequency of CD25(+) FOXP3(+) Tregs after human pan T cells were activated with CD3/CD28 antibodies and co-cultured in direct contact (3 independent experiments) or indirect contact (Transwell membrane; 3 independent experiments) with 781T CAFs treated for 24 hours with negative controls, or INHBA siRNAs and control cDNA, or INHBA siRNAs and PD-L1 cDNA. **e** Quantification of Tregs in co-cultures of activated human pan-T cells and 781T CAFs in direct and indirect contact (one-way ANOVA test).

## Discussion

Consistent with reports that INHBA is upregulated in multiple cancers including ovarian cancer^54^, we showed that INHBA expression in HGSOC is associated with poor patient survival. However, our study shows that the mechanism by which INHBA/Activin A contribute to ovarian cancer progression is different than previously thought. The main mechanism by which INHBA/Activin A contribute to ovarian cancer progression was thought to be the induction of epithelial-mesenchymal transition^18^. More recently, a new mechanism was proposed wherein INHBA-expressing cancer cells activate CAFs, which in turn promotes cancer progression^22,55^. Our ISH studies of primary, metastatic and recurrent human HGSOC samples demonstrated that CAFs, rather than epithelial cancer cells, are the main cell type expressing INHBA. It is likely that cancer cells are responsible for the induction of INHBA expression in CAFs as INHBA(+) CAFs were observed only in proximity to cancer cells. Additionally, our ISH analysis of tumor sections from syngeneic mouse models showed that INHBA is expressed in the host CAFs only if they are in proximity of cancer cells. The ratio of INHBA(+) CAFs in patients was higher in metastatic HGSOC tumors (synchronous and metachronous) compared to patient-matched primary tumors, implying either a phenotypic switch in fibroblasts imparted by the cancer cells during disease progression or recruitment of a distinct population of CAFs at the metastatic site compared to primary site.

Immunotherapies targeting CTLA-4, PD-1, and PD-L1 have demonstrated variable efficacy in solid malignancies^56^. Expression levels of the target genes and the presence of immune cells are not reliable predictors of response to immunotherapy^56^. Co-evolution of cancer cells and their microenvironment ultimately leads to immune tolerance and evasion, suggesting that targeting the tumor microenvironment could increase immunotherapeutic efficacy^57^. Studies in several cancer types have shown that the signature of TGFβ-mediated ECM remodeling is the best predictor of immunotherapy failure^8^ and that immunotherapeutic efficacy can be markedly improved by targeting CAFs^57^.

Nevertheless, indiscriminate targeting of tissue resident fibroblasts along with CAF populations has been counterproductive and, in some cases even induced cancer progression and caused significant toxicity due to the loss of normal fibroblasts that restrict tumor growth. For example, ablation or inactivation of CAFs using general myofibroblast markers, such as αSMA, FAP, and type-I collagen, induced severe toxicity and promoted cancer aggressiveness in mouse models^57^. Similarly, the success of combining TGFβ inhibitors with immunotherapy in animal cancer models could not be replicated in human clinical trials probably reflecting the pleiotropic functions of TGFβ in normal fibroblasts^9,58–60^ or a compensatory increase in Activin A signaling upon inhibition of TGFβ^15^. Thus, therapeutic targeting of the CAF/ECM/immune cell interface requires a better understanding of CAF diversity to develop more effective and less toxic therapies that selectively deplete only the tumor-promoting stromal components.

In this study, we showed that only a subset of αSMA(+) CAFs express INHBA. Unlike αSMA(+) CAFs, INHBA(+) CAFs were enriched in HGSOC metastases and their proportion correlated with poor patient survival, suggesting that INHBA(+) CAFs might be active participants in cancer progression. A feature that makes INHBA(+) CAFs a suitable therapeutic target is the low expression of INHBA in normal fibroblasts. As a TGFβ superfamily member, Activin A shares the canonical SMAD2/3 pathway with TGFβ and signals through its own set of receptors which are not utilized by TGFβ. Unlike TGF-β1, -β2, and -β3 homodimers which are secreted into ECM as inactive precursors and require proteolytic activation to exert their biological functions^42^, Activin A is secreted as an active dimer. As such, the mechanism for controlling Activin A signaling is different from the mechanisms that control the activation of TGFβ.

Considering the overlapping functions of Activin A and TGFβ, targeting Activin A might be an effective method to inhibit tumor progression without significant toxicity to normal tissues. A natural inhibitor of Activin A is Follistatin (FST)^21,61,62^. Activin A and FST are usually co-expressed in tissues, suggesting that FST is required for fine-tuning of Activin A signaling^53^. FST neutralizes Activin A by forming a non-signaling complex that prevents interaction with TGFβ receptors^62–64^. Overexpression of FST in a xenograft breast cancer model was shown to inhibit tumor growth^65^. Transgenic expression of FST in the autochthonous mouse HER2/Neu breast cancer model had no impact on tumor initiation or growth but it completely blocked the formation of lung metastases^66^. Similarly, in a mouse model of pancreatic cancer, treating mice with an Activin A neutralizing antibody did not reduce primary tumor size but it decreased tumor metastases^27^. Therefore, the treatment of patients with an Activin A neutralizing antibody or FST might be effective in metastasis suppression. However, producing large quantities of engineered recombinant human FST as anti-cancer therapy has proven difficult^67,68^. Garetosmab, a fully human monoclonal antibody that inhibits Activin A is under investigation for the treatment of fibrodysplasia ossificans progressiva (FOP) (NCT03188666)^69^ but has not been investigated in cancer patients. Although no Activin A inhibitor is currently available for clinical use in cancer patients, STM 434, a soluble receptor ligand trap targeting Activin A, is under clinical investigation for the treatment of refractory ovarian cancer (NCT02262455). Aside from the reduction in cachexia in some patients, data from this first-in-human phase I trial did not show clinical response^70^. Our study suggests that an Activin A blockade might be more effective as a component of a multipronged approach that includes immunotherapy. However, we acknowledge the nascent stage and the existing barriers in the clinical applications of Activin A targeting drugs.

PD-L1 levels are not always consistent with patient response rates to the PD-L1 checkpoint blockade, underscoring the need to better understand the underlying mechanism by which PD-L1 is regulated in different cell types in the tumor microenvironment. Our study showed that one of the mechanisms by which INHBA(+) CAFs can promote cancer progression is autocrine upregulation of PD-L1. We showed in human CAFs that INHBA transactivates PD-L1 promoter activity through pSMAD2. In co-culture studies, we showed that INHBA(+) CAFs are able to recruit CD3(+) T cells and promote their differentiation into Tregs. Consistent with in vitro co-culture data, a high Treg cell ratio was observed in the tumor microenvironment of patients with a high INHBA(+) CAF ratio, which was associated with shorter overall survival. The induction of Tregs by Activin A has been described in asthma^12,13^ and the 4T1 syngeneic mouse model of breast cancer^15^ but the mechanism by which Activin A induces Treg differentiation was unknown. In this study, we showed in human ovarian CAFs that Treg differentiation is dependent on direct contact with INHBA(+) CAFs in which Activin A induces phosphorylation of SMAD2.

## Methods

### Patient samples, TMA, and gene expression analyses by RNA sequencing

The studies using human samples complied with all relevant ethical regulations including the Declaration of Helsinki. Collection of archival human samples and procedures using the human samples were approved by the Cedars-Sinai Medical Center Institutional Review Board (IRB) or the University of California Los Angeles IRB. All patients provided written consent for use of their tissues for research aimed at advancing the understanding of ovarian cancer. This includes the dissemination of research results through publications. Formalin-fixed paraffin-embedded blocks were retrieved from the pathology archives at Cedars-Sinai Medical Center. The TMA of patient-matched primary ovarian cancer, synchronous pre-treatment metastasis, and metachronous post-treatment recurrence samples from 42 patients with HGSOC was generated. Each primary, metastatic, and recurrent HGSOC sample was represented by triplicate 1 mm cores that were punched at different locations in the corresponding original FFPE tumor block. The 378 cores were distributed on two slides. All of the patients had primary debulking surgery followed by 3-6 cycles of platinum/taxane-based chemotherapy. For the GSE138866 data set, samples of omental metastases collected from 130 HGSOC patients at the time of primary debulking surgery were analyzed for RNA expression by RNA sequencing using the SMARTer Stranded Total RNA-Seq Kit v2 on the Illumina HiSeqX platform (MedGenome). Unwanted sequences (non-polyA tailed RNAs from the sample, mitochondrial genome sequences, ribosomal RNAs, transfer RNAs, adapter sequences and others) were removed using Bowtie2 (version 2.2.4). The paired-end reads were aligned to the reference human genome downloaded from the UCSC database (GRCh37/hg19). STAR (2.4.1) aligner was used for read alignment. Reads mapping to ribosomal and mitochondrial genomes were removed before alignment was performed. The raw read counts were estimated using HTSeq-0.6.1. Read count data were normalized using DESeq2.

### ShRNA-mediated INHBA downregulation in a syngeneic mouse ovarian cancer model

All procedures in mice in this experiment were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee (IACUC) of Cedars-Sinai Medical Center. Six to eight week-old female FVB mice (The Jackson Laboratory, Sacramento, CA, USA) were implanted with 1 × 10^6^ of syngeneic BR-Luc mouse ovarian cancer cells (genotype: p53^−/−^, Brca1^−/−^, myc, Akt)^36,37^. Six days after cancer cell implantation, the mice were imaged using the IVIS Spectrum CT In Vivo Imaging System (Perkin Elmer Inc., Waltham, MA, USA) to confirm tumor growth. On the same day, either control shRNA scrambled for psi-U6 (CSHCTR001-CU6, GeneCopoeia) or INHBA shRNA (MSH093015-CU6, GeneCopoeia) was injected i.p. (100 µg shRNA per mouse) and continued to be injected three times per week for 30 days. The shRNA was prepared for injection by mixing with 16 µl of the lipophilic transfection reagent (in vivo-jetPEI; Polyplus-transfection, New York, USA) in 5% glucose solution according to the reagent protocol. Thirty days after cancer cell implantation, the mice were subjected to IVIS imaging to quantify tumor burden. Mice were euthanized by CO_2_ asphyxiation followed by cervical dislocation. Tumor tissue was harvested and fixed in 10% formalin and processed for paraffin embedding.

### Activin A and TGFβ neutralizing antibody-mediated inhibition of Activin A and TGFβ signaling, individually and in combination, in a syngeneic mouse model of peritoneal abrasion-facilitated ovarian cancer

All procedures in mice in this experiment were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the Animal Research Committee (ARC) of the University of California Los Angeles. Six- to eight-week-old female C57BL/6 mice (Charles River Laboratories) were subjected to minimally-invasive surgical abrasion of the abdominal peritoneal wall. The surgery was performed by inserting a dental microblade through the skin on the ventral side and performing an abrasion of the peritoneal wall. After surgery, mice were intraperitoneally injected with 0.5×10^6^ of syngeneic SO mouse ovarian cancer cells^38^. The following day, mice were randomized into four groups that received daily i.p. injections of control mouse IgG (mABb002, R&D Systems), 3 µg of Activin A beta A subunit neutralizing antibody (mAb3381, R&D Systems), and/or 3 mg/kg of TGFβ neutralizing antibody (clone 1D11.16.8., BioXCell) every other day. After 9 days of treatment, mice in both groups were euthanized by CO_2_ inhalation followed by cervical dislocation. From each mouse, 1-3 mm^3^ pieces of abdominal wall tumors at the site of peritoneal abrasion were harvested, combined into one sample per group, and prepared for immunohistochemical analysis or single-cell RNA sequencing.

### Single-cell RNA sequencing

Tumors collected from the site of peritoneal abrasion from the mice treated with Activin A neutralizing antibody or control IgG were pooled and minced into 1 mm pieces. Tissue was further dissociated by enzymatic digestion by rotating at 37 °C for 30 minutes with 1 mg/ml Collagenase/Hyaluronidase (STEMCELL), DNAse, and trypsin (0.01%). After dissociation, the suspension was strained (70 µm) followed by centrifugation (8 minutes at 300 g). Red blood cells were removed using the red blood cell lysis buffer (Thermo Fisher) followed by dead cell removal (STEMCELL) according to the manufacturer’s instructions. Finally, cells were resuspended in 0.04% BSA-PBS solution at a concentration of 700-1000 cells/microliter without selection for specific cell types. Single-cell RNA sequencing was performed by the UCLA David Geffen School of Medicine Technology Center for Genomics & Bioinformatics Core. Cell numbers in samples were quantified using the Countess II Automated Cell Counter (Thermo Fisher Scientific). Single-cell gene expression libraries were created according to the manufacturer’s instructions using the following reagents from 10X Genomics: Chromium Next GEM Single-Cell 3’ (v3.1 Chemistry), Chromium Next GEM Chip G Single Cell Kit, and Single Index Kit TT Set A. Cells were loaded to target 10 K cells per sample to form GEMs and barcode individual cells. cDNA and libraries were created according to the manufacturer’s instructions. Library quality was assessed using the 4200 TapeStation System and D1000 ScreenTape (Agilent) and Qubit 2.0 (Invitrogen) for concentration and size distribution. Samples were sequenced using the NovaSeq6000 SP (Illumina) with 100 cycles (28 + 10 + 10 + 91). 200 M reads were targeted for each sample, targeting 20 K reads per cell. The 10xGenomics CellRanger software suite version 7.0.1 was used to perform sample demultiplexing, alignment, barcode processing, and unique molecular identifier (UMI) quantification. The 10xGenomics Loupe Browser version 6.3.0 was used for thresholding and data analysis. Cells were removed according to the following criteria: 1) cells had fewer than 1 K genes or more than 8.5 K genes; 2) cells had fewer than 1 K unique molecular identifier (UMI) or over 100 K UMI; and 3) cells had more than 10% of mitochondrial UMI counts.

### Bright light image data analysis

In situ hybridization (ISH) with human Hs-INHBA probe (RNAScope, Cat# 415111) and mouse Mm-Inhba probe (RNAScope, Cat# 4155871) was performed using protocols provided by RNAScope. Immunohistochemistry (IHC) with the α-SMA antibody (α-am-1, Leica Biosystems, manufacturer prediluted to working concentration for autostainer) was performed by the Cedars-Sinai Medical Center Biobank and Translational Research Core using standard protocols for automated immunostaining. The stained slides were scanned at 20x magnification using Aperio AT Turbo. The image analysis was performed using the QuPath software. The image analysis workflow consisted of cell/nucleus detection, annotation of the regions containing four different cell types (fibroblast, epithelial cancer cell, immune cell, and others), creation of the cell detection classifier, and application of the classifier to all cells in the circled regions of the slide. DAB staining intensity classification was applied to annotate positive/negative cells. The cores with <500 cancer cells were excluded and the remaining cores were averaged for further analysis.

### Multiplex immunofluorescence assay and data analysis

Multiplex immunofluorescence assay was performed by the Cedars-Sinai Medical Center Biobank and Translational Research Core using experimental protocols and data analysis software that has been previously reported^71^. All antibodies were prediluted by the Cedars-Sinai Medical Center Biobank and Translational Research Core to appropriate dilutions for autostainer or purchased prediluted from the manufacturer.CD8 (clone JCB117, Ventana), CD3 (clone 2GV6, Ventana), CD4 (clone SPO32, Cell Marque), and FOXP3 (clone 236 A/E7, ThermoFisher Scientific) antibodies were used to identify T cells while α-SMA (clone α-am-1, Leica Biosystems) and cytokeratin 8/18 (clones B22.1/B23.1, Ventana) antibodies were used to identify fibroblasts and epithelial cells, respectively. DAPI was used to outline nuclei. Slides were imaged with a TissueFAX whole slide scanning platform (TissueGnostics USA Ltd.) equipped with a 20x objective and a scientific-grade 16-bit monochromatic camera (1392 × 1040 pixels). The gray scale images of the IF images were thresholded using Matlab software. Thresholds were visually adjusted using images from different cores. After thresholding, a binary image was created for each channel and image tile and positive pixels were quantified. Pixel numbers were exported together with the area from which they were obtained. Pixel groups with fewer than 9 pixels were excluded from the analysis. A nuclear segmentation algorithm was applied to DAPI images to generate a nuclear mask. The nuclear outline was expanded into a doughnut by a fixed length equal to 1/3 of the mean nuclear radius. The cell was classified as positive if the positive pixel density within the doughnut exceeded a pre-defined threshold (CD3:240, CD4:640, CD8:520, and FOXP3:1200). The process was repeated for all antibody channels. Binary masks from the pixel-based segmentation approach were used to analyze T cell populations. Single positive pixels (pixels colored only by one of the antibodies) were counted after excluding double and higher order labeled pixels from individual antibody masks. Double positive pixels (pixels positive for two antibodies) were generated by the intersection of two masks. Triple positive pixels (pixels positive for three or more antibodies) were identified by the overlap of pixels of three masks. Binary masks of cancer cells and fibroblasts were generated from unmixed images of mIF slides. The masks for cancer cells and fibroblasts were obtained by identifying Keratin 8/18 and α-SMA positive cells, respectively. For example, binary masks were obtained with Keratin 8/18 in the foreground (cancer cells mask, white pixels) and the remaining tissue components in the background (black pixels). Subtypes of CD3(+), CD4(+), and FOXP3(+) immunocytes in cancer cell and fibroblast masks were analyzed using GraphPad PRISM (version 8.0; GraphPad Software).

### Cell culture

A human ovarian primary cancer associated fibroblast (PCAF) was generated from a discarded tissue from an HGSOC patient who underwent primary surgical tumor resection. The discarded tissue was provided by the Pathology Core at Cedars-Sinai Medical Center after patient’s written consent for use of discarded tissue for research aimed at advancing the understanding of ovarian cancer. This includes the dissemination of research results through publications. The studies using human samples complied with all relevant ethical regulations including the Declaration of Helsinki. The tumor tissue was manually minced with a sterile scalpel and enzymatically digested by rotating at 37 °C for 30 minutes with 1 mg/ml Collagenase/Dispase (Roche). The cells were isolated by filtering the tissue through an 80 µm filter, centrifugation at 400 g for 8 minutes, lysing red blood cells (8 g NH4Cl, 1 g KHC03 in 1 L H2O, pH adjusted to 7.2), and another centrifugation at 400 *g* for 5 minutes. The cell pellet was washed with a wash buffer twice and filtered through an 80 µm filter, followed by additional filtration through a 40 µm filter. The cells were seeded in a 10 cm dish and cultured at 37 °C in 5% CO_2_ until confluent. Flow cytometry analysis was conducted to confirm that the cells were CD45(-) CD31(-) CD326 (-) using PE/Cy7 anti-human CD31, BioLegend #303118, 5 µl in 100 µl staining volume; Alexa Fluor 647 anti-human CD326, Biolegend #324212, 5 µl in 100 µl staining volume; Brilliant Violet 421™ anti-human CD45, BioLegend #304032, 5 µl in 100 µl staining volume. 781 T CAFs were obtained from Kate Lawrenson at Cedars-Sinai Medical Center and immortalized with hTERT to generate 781T CAFs. PCAF and 781 T CAFs were maintained in McCoy’s 5A tissue culture medium (Corning) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin. The FVB mouse syngeneic ovarian cancer cell line BR-luc (genotype BRCA1^−/−^, Trp53^−/−^, Myc, Akt) has been described^36,37^ The C57BL/6 mouse syngeneic ovarian cancer cell line SO (genotype Trp53^−/−^, Myc, Hras) was generated by isolating ovaries from p53^−/−^ mice and transfecting them in vitro with pWzl-hygro-H-Ras V12 (#18749) and pWzl-blast-Myc (#10674) as previously described^38^. Human ovarian cancer cell lines Kuramochi and OVCAR3 were maintained in DMEM (Corning) supplemented with 10% FBS and 1% penicillin-streptomycin. The authenticity of the 781T CAFs and Kuramochi ovarian cancer cells was confirmed by Applied Biosystems. The authenticity of OVCAR3 cells was confirmed by Laragen. Human T cells were cultured in RPMI 1640 (Corning) supplemented with 10% FBS and 1% penicillin-streptomycin. All cells were cultured at 37 °C in 5% CO_2_.

### RNA isolation and quantitative real-time PCR (qRT-PCR) analysis

Total RNA was extracted using the RNeasy mini kit (Qiagen) and was reverse-transcribed to cDNA using the QuantiTect Reverse Transcription Kit (Qiagen). cDNA was then mixed with primers and iQ SYBR Green Supermix (#1708882, Bio-Rad) in a 96-well plate format. The qRT-PCR reaction was performed using an iCycler thermo cycler (Bio-Rad) and the data were analyzed by the Embedded Image method. Primers for human INHBA (Forward: ACGGGTATGTGGAGATAGAGG, Reverse: TGGAAATCTCGAAGTGCAGC) and ribosomal protein L32 (RPL32) (Forward: 5’-ACAAAGCACATGCTGCCCAGTG-3’; Reverse: 5’-TTCCACGATGGCTTTGCGGTTC-3’) were purchased from Invitrogen. RPL32 served as an internal control. 2^−Δct^ values were determined for analysis of relative gene expression. Expression levels of INHBA were plotted and analyzed by an unpaired *t*-test using GraphPad PRISM (version 8.0; GraphPad Software).

### Target downregulation by siRNA

For siRNAs experiments, 781T CAFs were seeded in a 6-well plate (1.3 x 10^5^ cells per well). The cells were cultured in McCoy’s 5A medium with 10% FBS, which was replaced the following day with McCoy’s 5A medium with 2% FBS for the siRNAs transfection. SMARTpool: ON-TARGETplus Human INHBA siRNA (L-011701-00-0005, Dharmacon) and SMARTpool: ON-TARGETplus SMAD2 siRNA (L-003561-00-0005, Dharmacon) were used to downregulate INHBA and SMAD2, respectively. ON-TARGETplus Non-targeting pool (D-001810-10-05, Dharmacon) was used as a negative control. siRNAs transfection was conducted according to the Lipofectamine RNAiMAX (Invitrogen #13778075) protocol. 781T CAFs were harvested after 24–48 hours for RNA isolation and after 48–72 hours for protein extraction.

### Treatment of cells with INHBA cDNA and recombinant Activin A protein

A vector expressing human INHBA cDNA (#RC203226, OriGene) and control cDNA (#PS100001, OriGene) were introduced into CAFs using the lipofectamine 3000 reagent (#L3000015, Thermo Fisher Scientific) according to the transfection protocol. CAFs were cultured in McCoy’s 5A with 1% FBS for 24 hours before treatment with 20 ng/ml of recombinant human Activin A (#338-AC-010, R&D Systems) for 24–48 hours.

### Collagen gel contraction assay

781T CAFs and PCAFs treated with control or INHBA siRNAs were mixed with rat tail collagen I (Advanced Biomatrix) then added to the 1% bovine serum albumin (BSA) pre-treated culture wells. The gels were polymerized for 1 hour at 37 °C and 5% CO2 before adding 600 µl of cell culture medium to each well. Collagen gel contraction was monitored over a period of 24 hours. To obtain gel contraction values, the relative diameters of the well and gel were measured using ImageJ (Fiji) software. The result of gel contraction was calculated using the formula: (well diameter-gel diameter)/well diameter. A detailed protocol for the gel contraction assay has been previously reported^38^.

### Cell viability assay

Cell viability was assessed by the Cell Counting Kit 8 (CCK-8; #CK04-05, Dojindo). Control and treated CAFs were seeded into 96-well plates at an initial density of 3000 cells/well. At each time point, 10 µl of CCK-8 solution was added to each well and incubated for 2 hours. The absorbance was measured by scanning with a microplate reader at 450 nm.

### Matrigel invasion assay

Matrigel invasion assays were performed using Boyden chambers with filter inserts (pore size, 8-μm) coated with Matrigel in 24-well dishes (BD Biosciences). 1 × 10^5^ to 2 × 10^5^ CAFs transfected with INHBA siRNAs or control siRNAs were seeded in the upper chamber, while McCoy’s 5A medium (Corning) supplemented with 30% fetal bovine serum was placed in the lower chamber. The plates were incubated for 24–48 hours. The cells were then fixed in 4% formaldehyde and stained with 0.05% crystal violet in PBS for 20 minutes at room temperature. Cells on the upper side of the filters were removed by cotton-tipped swabs and the filters were washed with PBS. The cells on the lower side of the filters were defined as invaded cells and quantified under the microscope in 5 high-power fields.

### Flow cytometry analysis

All cells were incubated with Live/Dead Fixable Blue stain (#L23105, Thermo Fisher Scientific) for 15 minutes at 4 °C. Surface antibody staining (anti-human CD4, CD8, CD25) was performed for 30 minutes at 4 °C, followed by fixation/permeabilization for 30 minutes at 4 °C (FOXP3/Transcription Factor Staining Buffer Set Kit, #00-5523-00, eBioscience). Cells were then stained for intracellular factor FOXP3 for 30 minutes at room temperature. The following antibodies were used at a concentration of 5 µl in 100 µl staining volume: CD8-Alexa Fluor 700 (#344724, BioLegend), CD4-APC/Fire 750 (#300560, BioLegendCD25-BV510 (#302639, BioLegend), and FOXP3-APC (#17-4777-42, eBioscience). All samples were acquired with an LSRII flow cytometer and analyzed with FlowJo software (version 10.4.0) and a multistep gating strategy to identify immune cells (Supplementary Fig. 14 and Supplementary Fig. 15).

### T cell isolation and co-culture experiments with CAFs

Pan T cells were isolated from the peripheral blood of healthy donors with the EasySep™ Human T Cell Enrichment Kit (#19051, StemCell) according to the manufacturer’s protocol. The patients provided written consent for use of their tissue for research, including the dissemination of research results through publications. Leukocyte reduction system chambers (LRSC) containing processed blood contents collected from healthy donors were washed with 2% FBS in PBS and collected into 50 ml conical tubes. The human peripheral blood mononuclear cell (PBMC) suspension was obtained from the LRSC contents by centrifugation over a density gradient medium (#07851, StemCell) using SepMate™ tubes (#85450, StemCell). Antibody complexes and magnetic particles were then added to the PBMC suspension. The magnetically labeled cells were separated from the unlabeled desired cells by using an EasySep™ magnet and pouring the desired cells into a new tube by immunomagnetic negative selection. Cell populations were >95% pure as confirmed by FACS analysis. For the T cell migration assay, 1.5 x 10^5^ human pan T cells were plated in the upper chamber of a Transwell-96 Permeable Support (#3388, Corning) while 1 x 10^4^ 781T CAFs treated with INHBA siRNAs or control siRNAs were plated in the bottom chamber for 24–36 hours. T cell migration was quantified by collecting T cells in the lower chamber and counting them with a hemocytometer. The number of T cells was calculated by cell concentration in the 200 µl solution in the bottom chamber. For the T cell differentiation assay, CAFs (1 × 10^5^/mL) were added to the upper Transwell chamber (#353495, Corning) and purified human pan T cells (1 × 10^6^/ml) were added to the lower chamber. CD3/CD28 T Cell Activator (#10991, StemCell) was added to the lower chamber. After five days of co-culture, T cells were harvested and analyzed for expression of FOXP3 and CD25 in live CD4+ T cells by flow cytometry.

### Western blotting

Whole cell lysates were prepared using RIPA buffer (Thermo Fisher) containing a protease and phosphatase inhibitor cocktail (Roche). After electrophoresis, proteins were electroeluted at 120 volts onto a polyvinylidene difluoride (PVDF) membrane (Invitrogen). The following antibodies (all from Cell Signaling Technologies) were used for Western blot analyses: PD-L1 (#13684, 1:1000 dilution), SMAD2 (#5339, 1:1000 dilution), pSMAD2 (#3104, 1:1000 dilution), SMAD3 (#9523, 1:1000 dilution), and pSMAD3 (#9520, 1:1000 dilution) and GAPDH (#5174, 1:1000 dilution). The Western blot analyses were replicated at least three times. All blots were derived from the same experiment and processed in parallel. Uncropped blots are provided (Supplementary Fig. 16).

### PD-L1 promoter luciferase reporter assay

The PD-L1-Gaussia Luciferase GLuc-ON promoter clone containing a 1282-base fragment upstream of the transcription start site and a 237-base fragment of the exon 1 of human PD-L1 in pEZX-PG04 vector (also containing a constitutively expressed secreted alkaline phosphatase (SEAP) secondary reporter as an internal control) was obtained from GeneCopoeia. PCAFs were plated in 24-well plates and maintained in McCoy’s 5 A media with 10% FBS and 1% penicillin-streptomycin at 37 °C in 5% CO_2_. Upon 80–90% confluence, cells were transfected with the following expression plasmids: 1 µg PD-L1-luc with various combinations of the following treatments: SMAD2 siRNAs, control siRNAs (mock transfection), and recombinant Activin A using the Lipofectamine 3000 transfection reagent (Thermo Fisher Scientific) according to the manufacturer’s protocol. Media were changed the following day and collected for measurement 48 hours after transfection. The secreted GLuc and SEAP activities were measured with the Secrete-Pair Dual Luminescence Assay Kit (#LF031, GeneCopoeia) according to the manufacturer’s protocol using a GloMax microplate reader (Promega). Normalized promoter activity was calculated as the ratio of GLuc and SEAP activities.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

REPORTING SUMMARY

Supplementary Figures 1-16

## Data Availability

Raw and normalized bulk and single-cell RNA sequencing data generated in this study were deposited into the gene expression omnibus (GEO) archive under the accession numbers GSE138866 and GSE229529, respectively. All other data, including immunohistochemistry and cell morphology analyses, survival analyses, and flow cytometry analyses will be made available upon request to the corresponding author, Dr. Sandra Orsulic, at .

# Supplementary material for: INHBA(+) cancer-associated fibroblasts generate an immunosuppressive tumor microenvironment in ovarian cancer
**Source:** NPJ Precis Oncol. 2024 Feb 15;8:35. doi: 10.1038/s41698-024-00523-y

## SUPPLEMENTARY FIGURE LEGEND

**Supplementary Figure 1. Distribution of inhibin genes in cancer and corresponding normal tissues.** **a** Box plots of expression levels in cancers (red) and normal tissues (green) for genes in the inhibin family. Of note, only INHBA is significantly ( $p < 0.001$ ) overexpressed in cancers compared to normal tissues (red and green arrows point to dotted lines that indicate average expression levels across different cancer types and normal tissues). **b** INHBA encodes inhibin  $\beta$ A chain, which is present as a homodimer in Activin A, a heterodimer with inhibin  $\beta$ B in Activin AB, and a heterodimer with inhibin  $\alpha$  in Inhibin A. Since genes encoding the heterodimer components (INHBB and INHA) are not overexpressed in cancer compared to normal tissues, we can conclude that only Activin A protein (encoded by a homodimer of INHBA) is overexpressed in cancer.

**Supplementary Figure 2.** INHBA, but not ACTA2, mRNA is associated with poor survival in ovarian cancer. Ovarian cancer overall survival ( $n=1868$  patients) and disease-free survival ( $n=1516$  patients) based on expression levels of **a** INHBA and **b** ACTA2 (encodes  $\alpha$ -SMA). The Kaplan-Meier plots and associated data were obtained from the <http://csibio.nus.edu.sg/CSIOVDB/CSIOVDB.html> database (Tan TZ, Miow QH, Huang RY, et al., Functional genomics identifies five distinct molecular subtypes with clinical relevance and pathways for growth control in epithelial ovarian cancer. *EMBO Mol Med.* 2013, 7:983-98).

**Supplementary Figure 3. INHBA is expressed in cancer-associated fibroblasts.** **a** A human HGSOc tissue microarray stained with  $\alpha$ -SMA antibody ( $\alpha$ -am-1, Leica Biosystems) by immunohistochemistry (IHC) and human INHBA probe by in situ hybridization (ISH). Squares in the cores in the top panel are magnified in the bottom panel. **b** ISH with a mouse INHBA probe in the BR-luc syngeneic mouse ovarian cancer. **c** INHBA expression levels in laser-capture-microdissected epithelial cells and fibroblasts from normal ovary and primary high-grade serous ovarian carcinoma (GSE40595 dataset; the graph was generated using R2: Genomics Analysis Visualization Platform).

**Supplementary Figure 4.** INHBA is expressed in a subset of cancer-associated fibroblasts. T-SNE plots of INHBA and ACTA2 mRNA expression in ovarian cancer stroma and mixed cancer stroma. The images were generated using SCoPe software and public single-cell RNA sequencing data deposited into the ArrayExpress database at EMBL-EBI under accession numbers E-MTAB-8107, E-MTAB-6149, and E-MTAB-6653.

**Supplementary Figure 5.** INHBA is expressed in a subset of cancer-associated fibroblasts in the tumor microenvironment (TME) of ovarian cancer. **a** INHBA and **b** ACTA2 RNA expression in the UMAP of TME of the MSK SPECTRUM cohort HGSOc at single-cell resolution. **c** Cells are colored based on cell type. **d** Cells are colored based on the sample site. Fibroblasts in the ascites show negligible expression levels of INHBA. The images were generated using SCoPe software and public single-cell RNA sequencing data. The data were downloaded and visualized via Synapse (accession number syn25569736: [https://www.synapse.org/msk\\_spectrum](https://www.synapse.org/msk_spectrum)).

**Supplementary Figure 6.** Representative INHBA ISH and  $\alpha$ -SMA IHC staining of the tissue microarray (TMA) of primary, metastatic, and recurrent high-grade serous ovarian tumors. Each matched tumor is represented by three cores cut at different places in the tumor block.

**Supplementary Figure 7.** Multiplex immunofluorescence (mIF) data analysis in the ovarian cancer TMA. **a** Strategy for computational analysis of mIF data. **b** An example depicting CD3+CD4+ T cells, CD3+CD8+ T cells as well as CD3+CD4+FOXP3+ Tregs.

## SUPPLEMENTARY FIGURE LEGEND (continued)

**Supplementary Figure 8.** INHBA expression is correlated with the signature of regulatory T cells (Tregs). The data are derived from 130 high-grade serous ovarian cancer metastases to the omentum (GSE138866). **a** Correlation between the proportion of immunocytes and fibroblasts (left) or immunocytes and epithelial cancer cells (right). **b** Correlation between INHBA expression and proportion of fibroblasts, epithelial cancer cells, and immunocytes. **c** Correlation between INHBA expression and immune cell metagenes for CD4, CD8, and Treg cells. Statistically significant p values are outlined in red. The graphs were generated using R2: Genomics analysis and visualization platform. <https://r2.amc.nl>.

**Supplementary Figure 9.** Intraperitoneal injection of INHBA shRNA attenuates *in vivo* tumor growth. **a** Intravital bioluminescence signal quantification of tumor burden in the BR-luc immunocompetent mouse ovarian cancer model. The syngeneic mouse ovarian cancer cell line BR-luc ( $1 \times 10^6$ ) was implanted into FVB mice. Six days later, the mice were injected i.p with control shRNA or INHBA shRNA (100  $\mu$ g shRNA per mouse) 2 times per week for 30 days. Tumor burden in both groups (n=5 per group) was quantified by IVIS imaging 30 days after the first injection of shRNA. **b** Detection of INHBA (+) cells in mouse tumors by in situ hybridization.

**Supplementary Figure 10.** INHBA and CD274 (PD-L1) are co-expressed in myCAFs. Expression levels of INHBA and CD274 in different cell types in **a** DUOS-000002 and **b** PRJEB35405 single-cell RNA sequencing datasets.

**Supplementary Figure 11.** Anti-PD-L1 therapy (atezolizumab) non-responders express higher levels of INHBA compared to responders (EGAS00001002556 dataset of metastatic urothelial carcinoma patients, n=368).

**Supplementary Figure 12.** INHBA levels determined by qRT-PCR in samples that were grown in culture in parallel with samples used for Western blots shown in Figs. 5a and 5b in the main text.

**Supplementary Figure 13.** Identification of Smad binding elements “caga” (highlighted) in the PD-L1 promoter.

**Supplementary Figure 14.** Gating strategy for Fig.4c in the main text.

**Supplementary Figure 15.** Gating strategy for Fig. 5d in the main text.

**Supplementary Figure 16.** Uncropped Western blots for Figs. 5a and b in the main text.

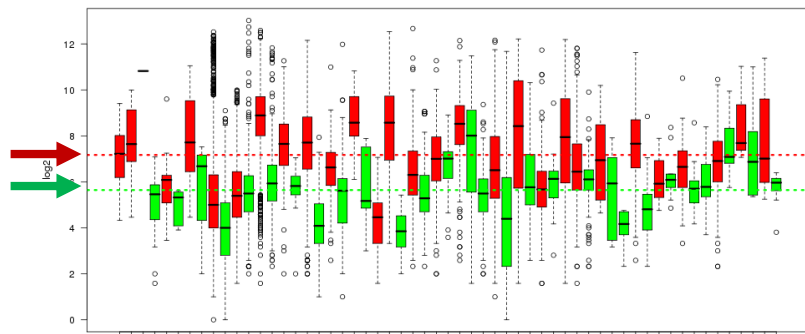

INHBA

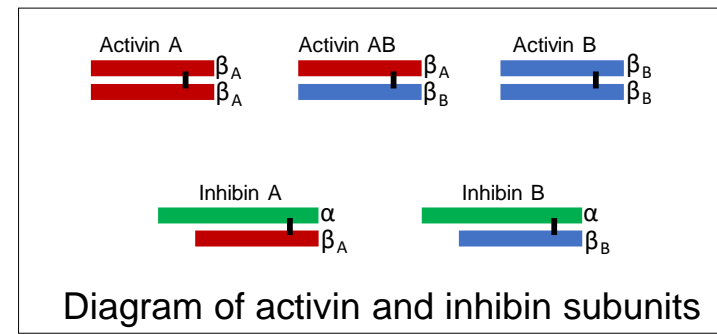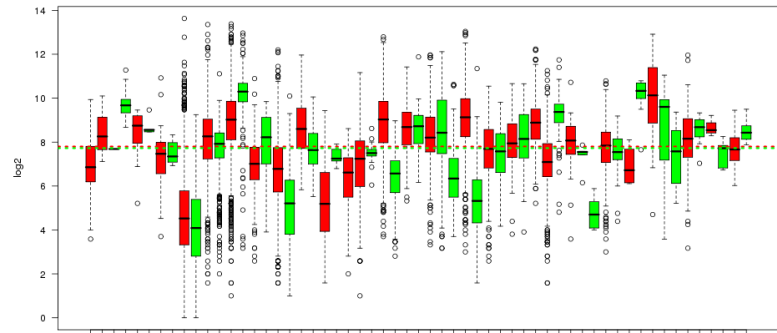

INHBB

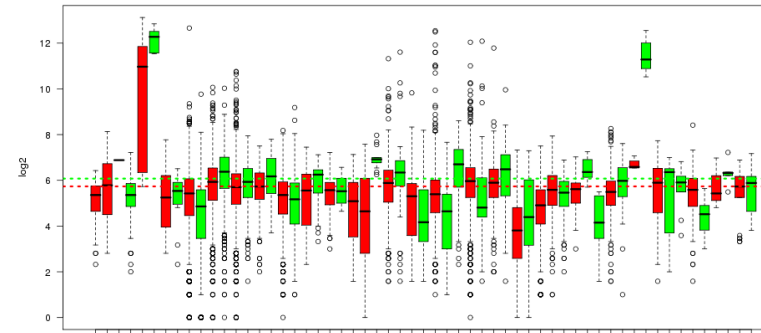

INHA

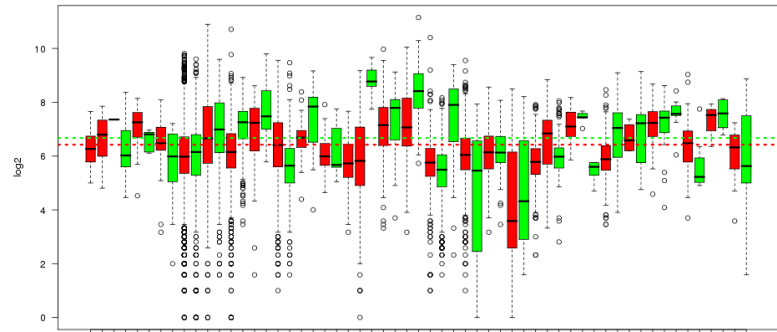

INHBC

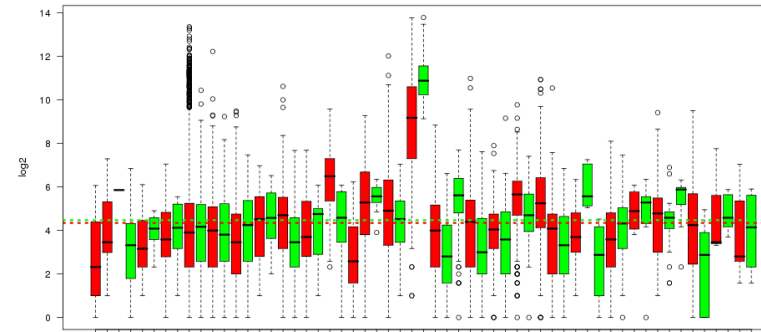

INHBE

U133Plus2 platform

<http://gent2.appex.kr/gent2/>

Supplementary Figure 1. Distribution of activins and inhibins in normal tissues and cancer

**a** **INHBA Overall Survival (n=1868)**

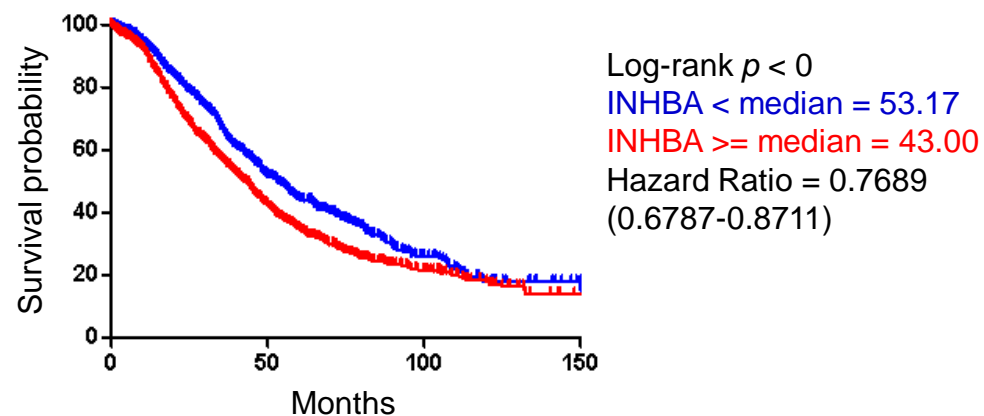

**INHBA Disease-Free Survival (n=1516)**

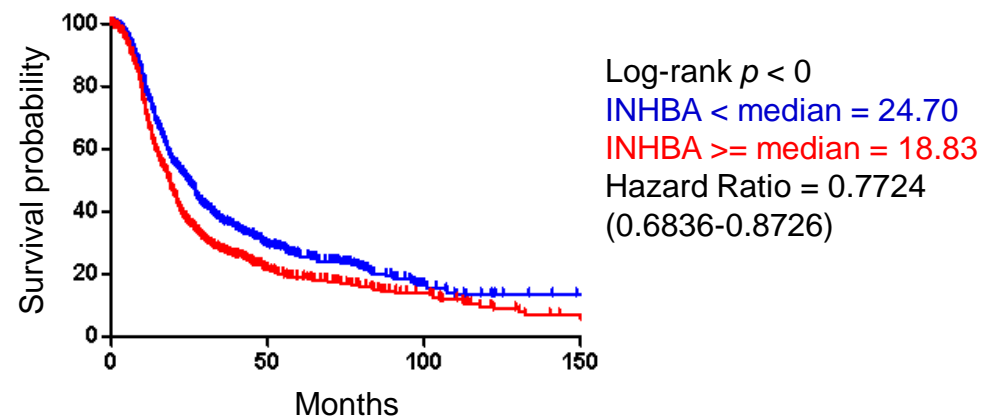

**b** **ACTA2 Overall Survival (n=1868)**

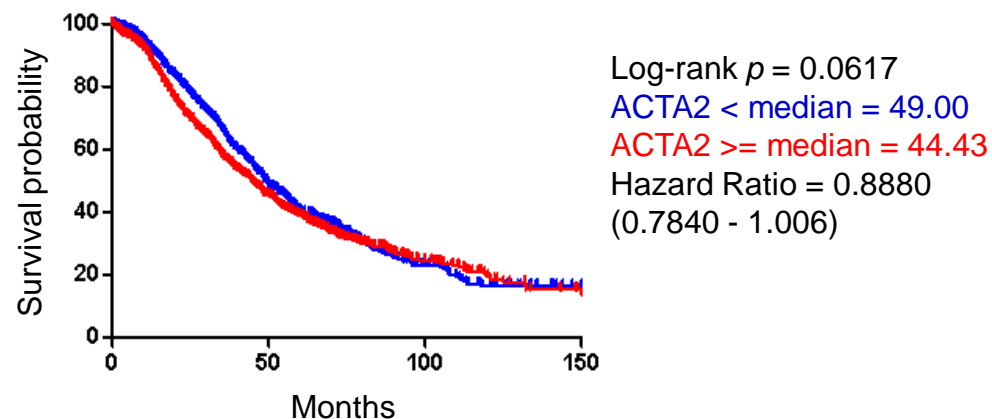

**ACTA2 Disease-Free Survival (n=1516)**

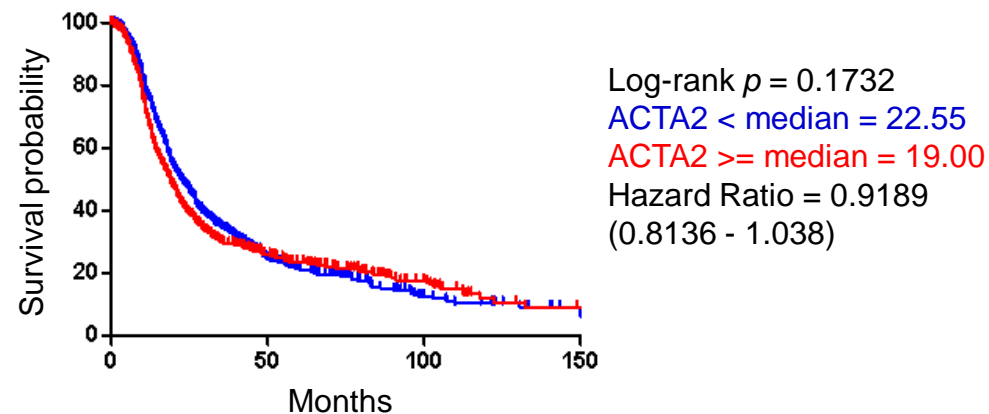

Genes encoding other subunits of activins and inhibins, INHBB, INHBC, INHBE, and INHA, are not associated with survival in ovarian cancer (<http://csibio.nus.edu.sg/CSIOVDB/CSIOVDB.html>, data not shown).

**Supplementary Figure 2.** INHBA, but not ACTA2, mRNA is associated with poor survival in ovarian cancer

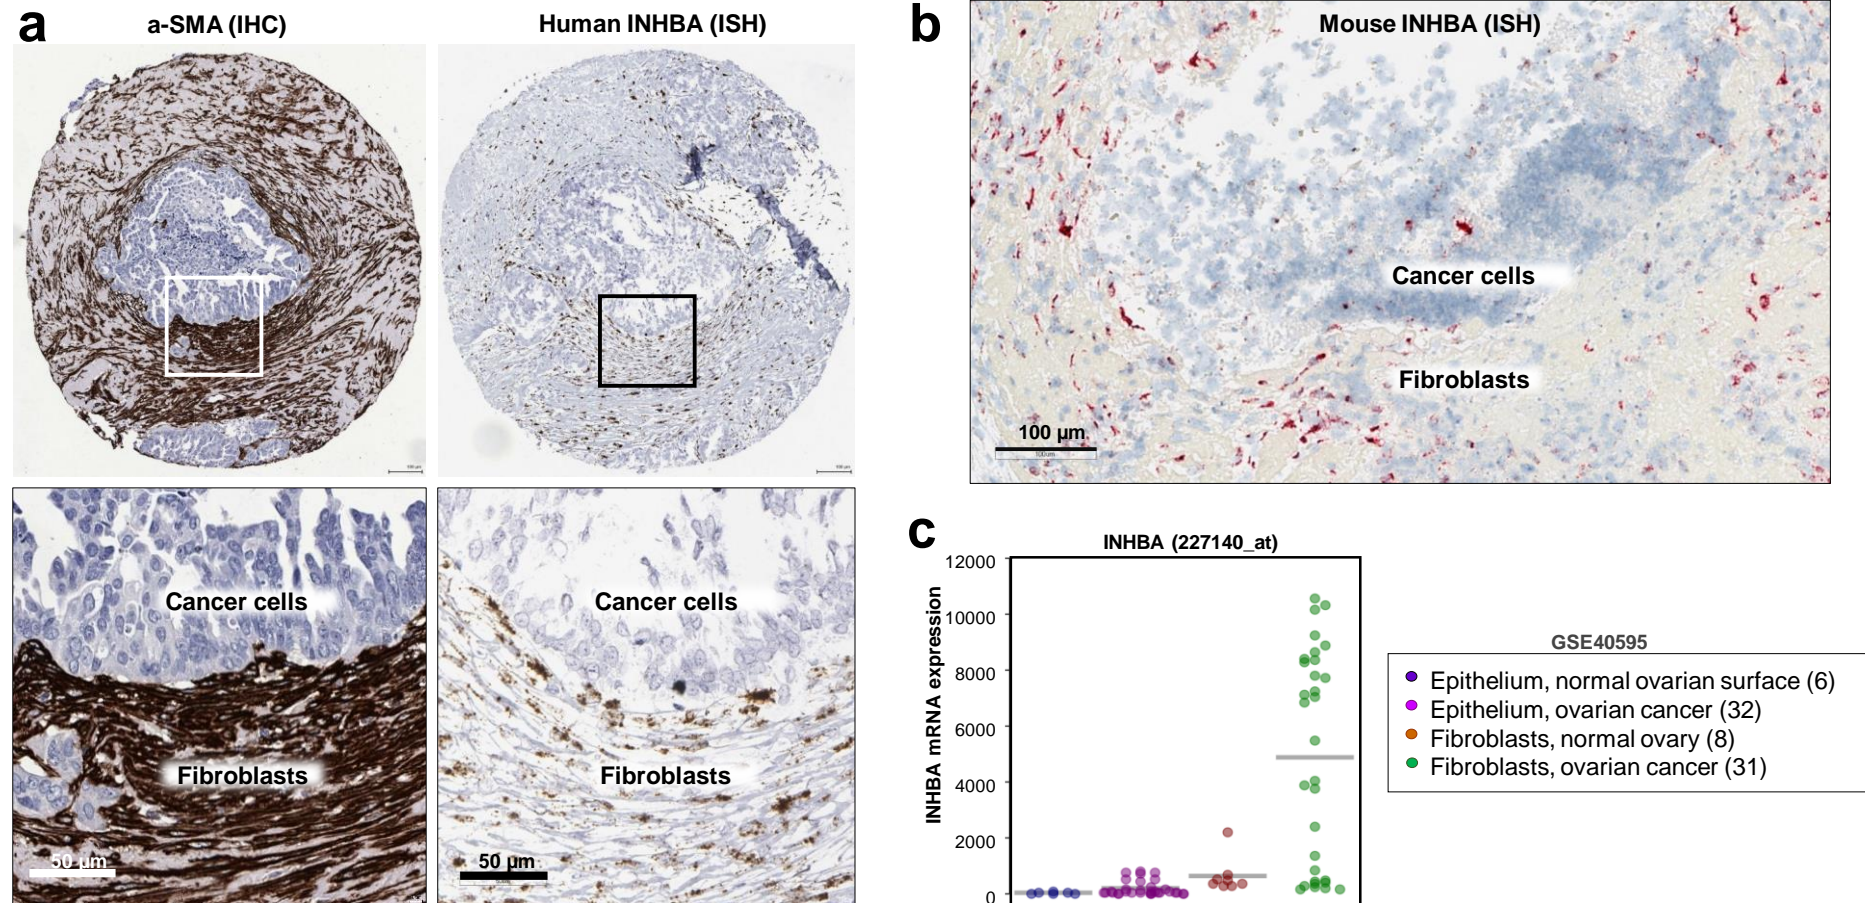

**Supplementary Figure 3. INHBA is expressed in cancer-associated fibroblasts**

Ovarian cancer  
stroma

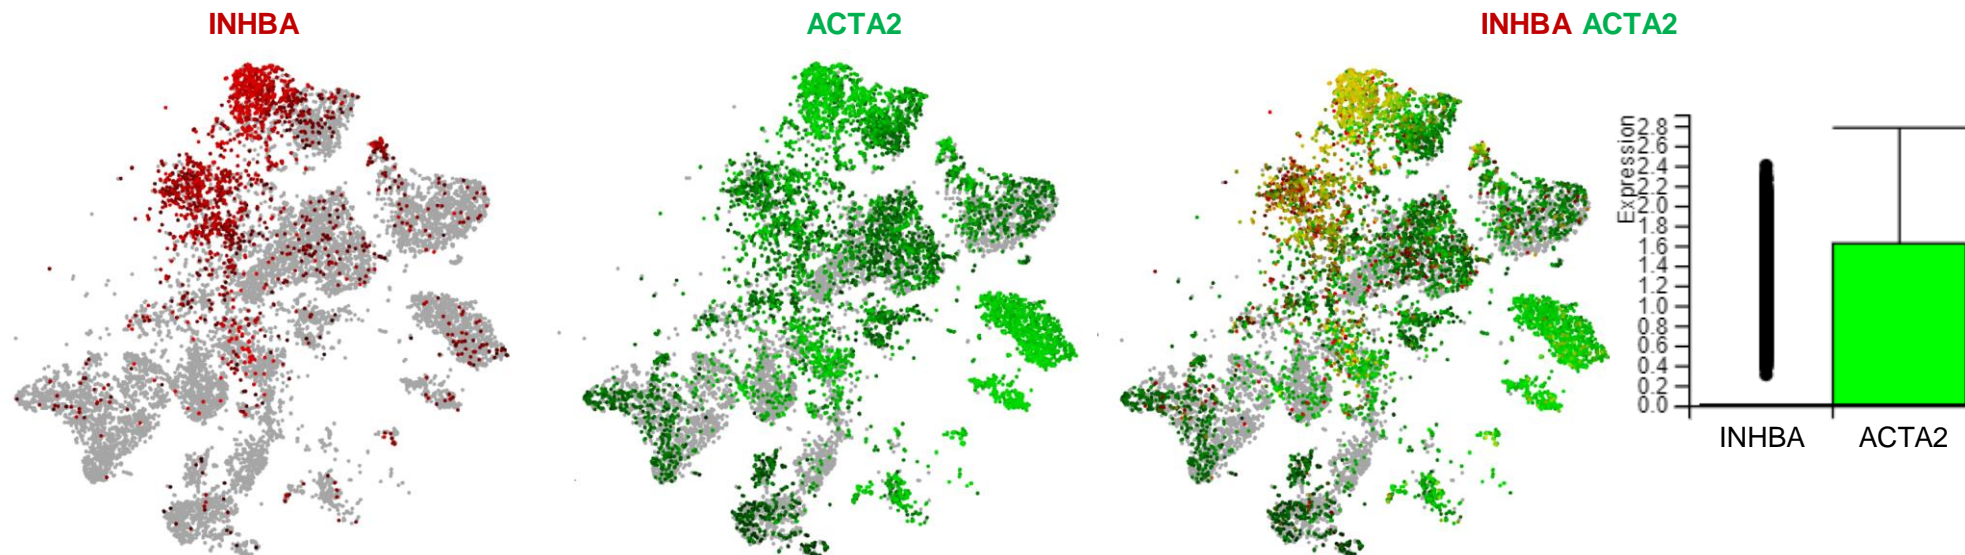

Mixed cancer  
stroma

Ovarian  
Lung  
Colorectal

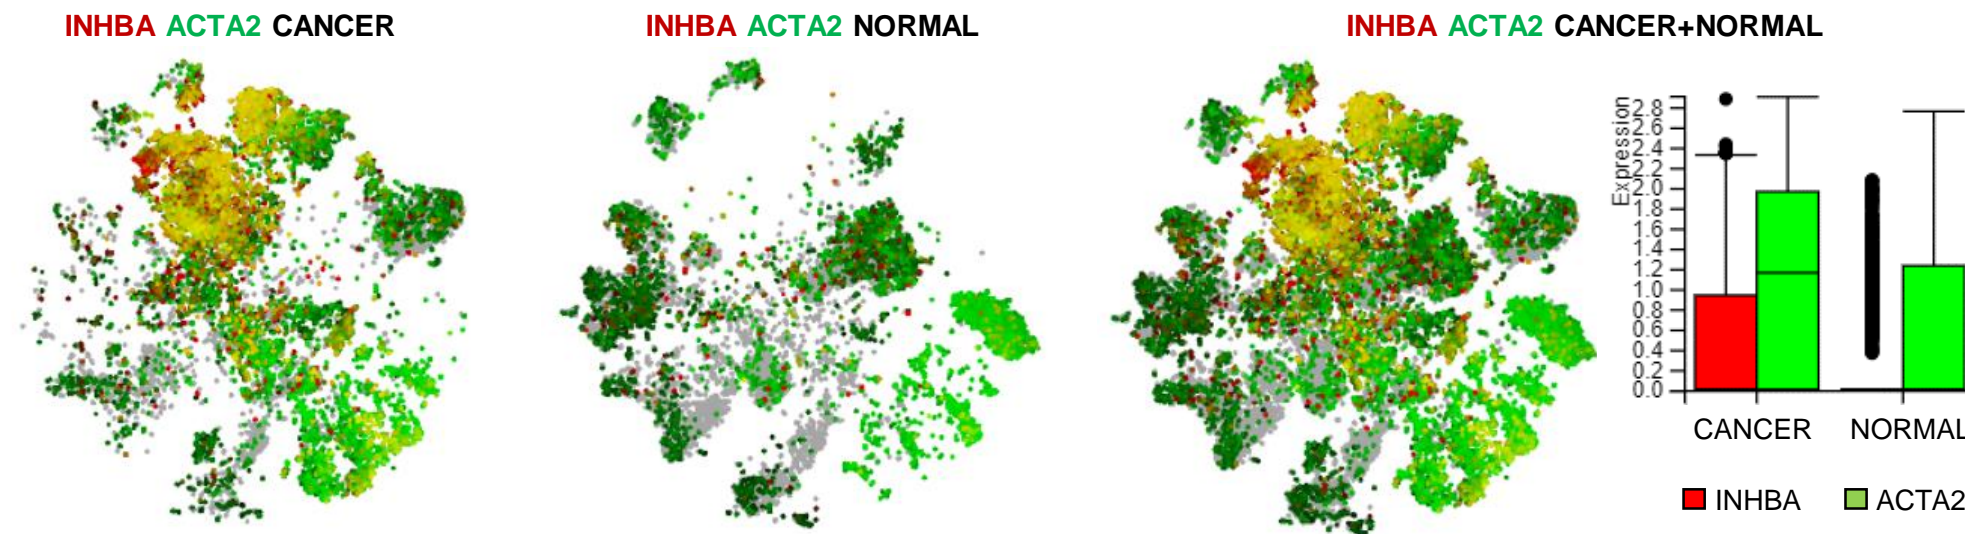

**Supplementary Figure 4.** INHBA is expressed in a subset of cancer-associated fibroblasts

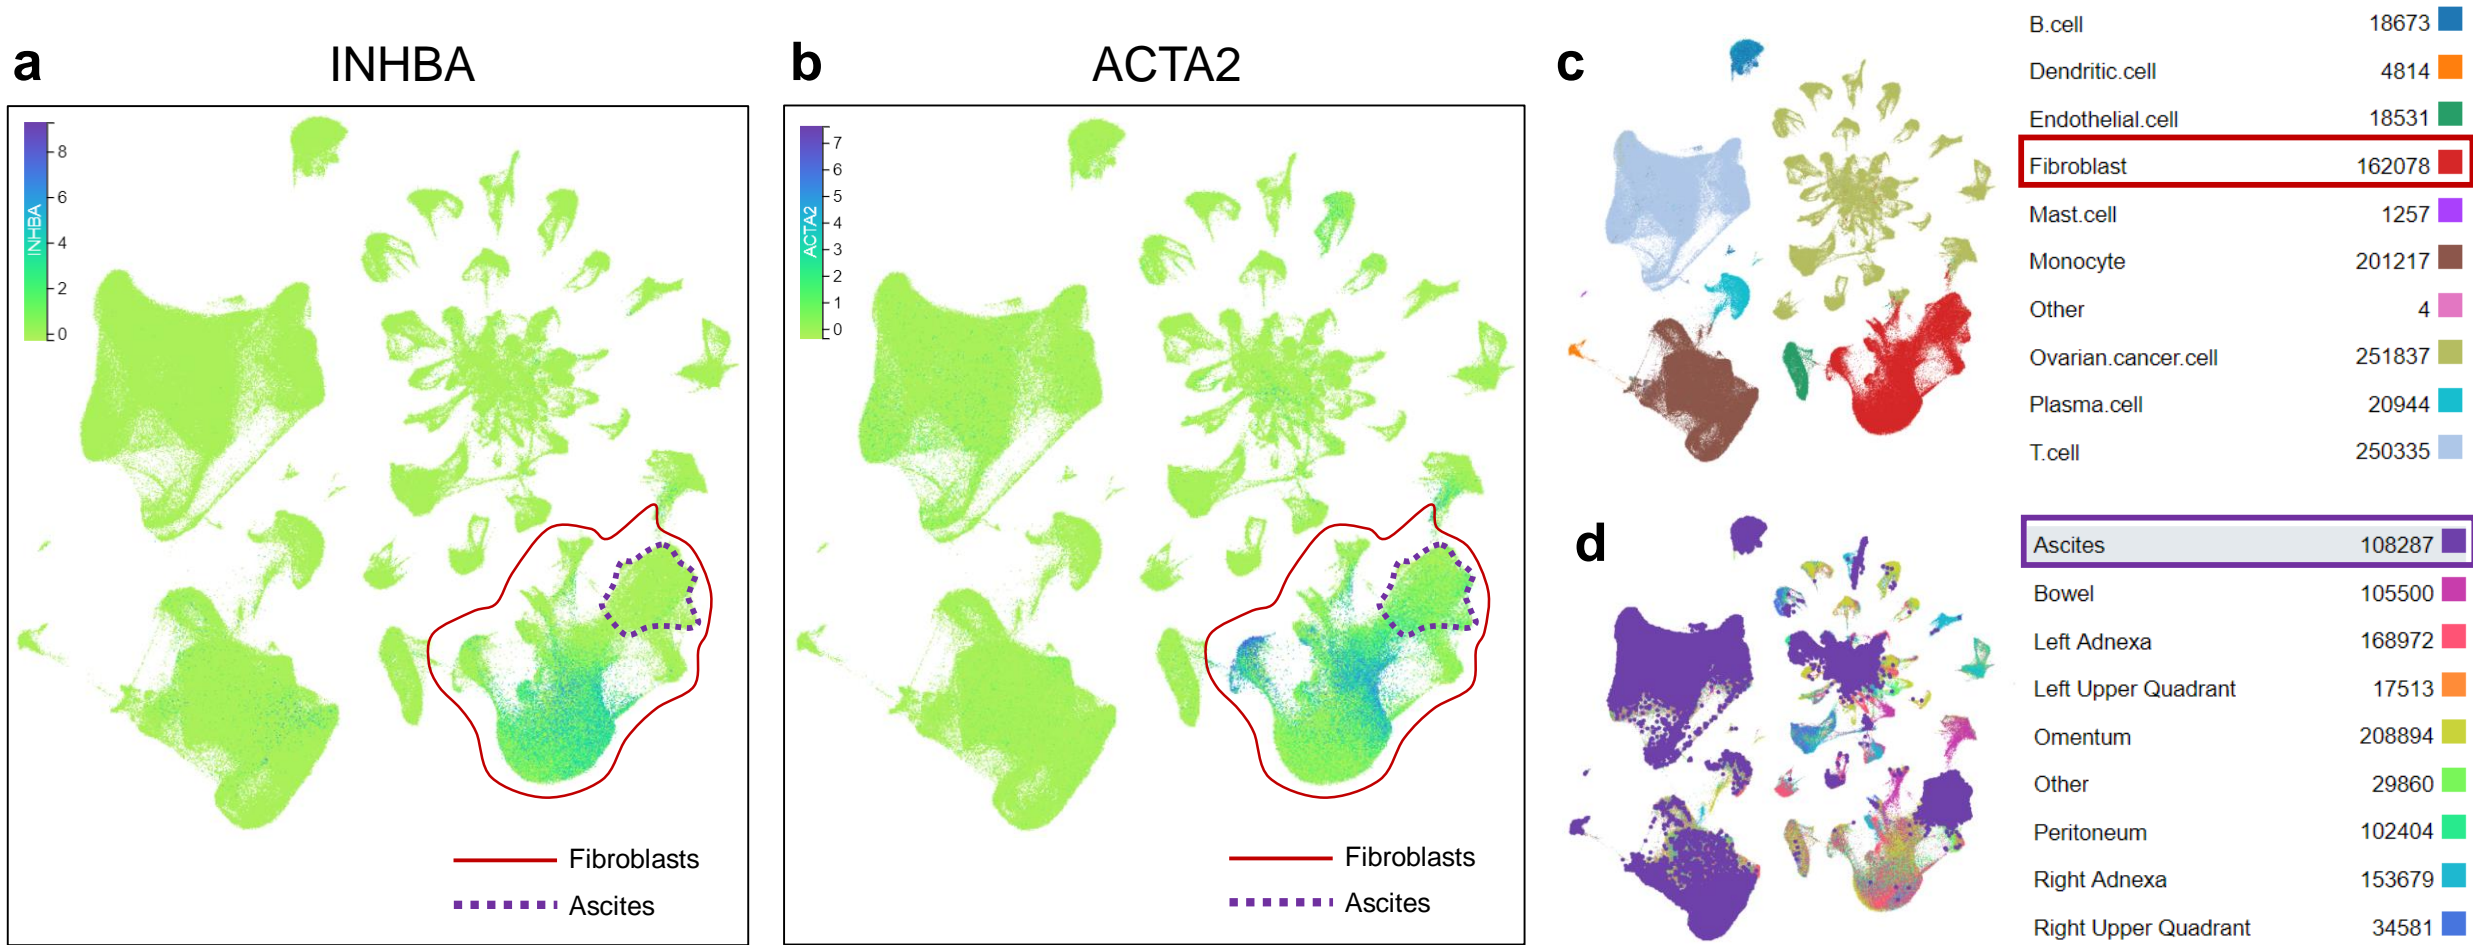

**Supplementary Figure 5.** INHBA is expressed in a subset of cancer-associated fibroblasts in the tumor microenvironment (TME) of ovarian cancer

## Primary

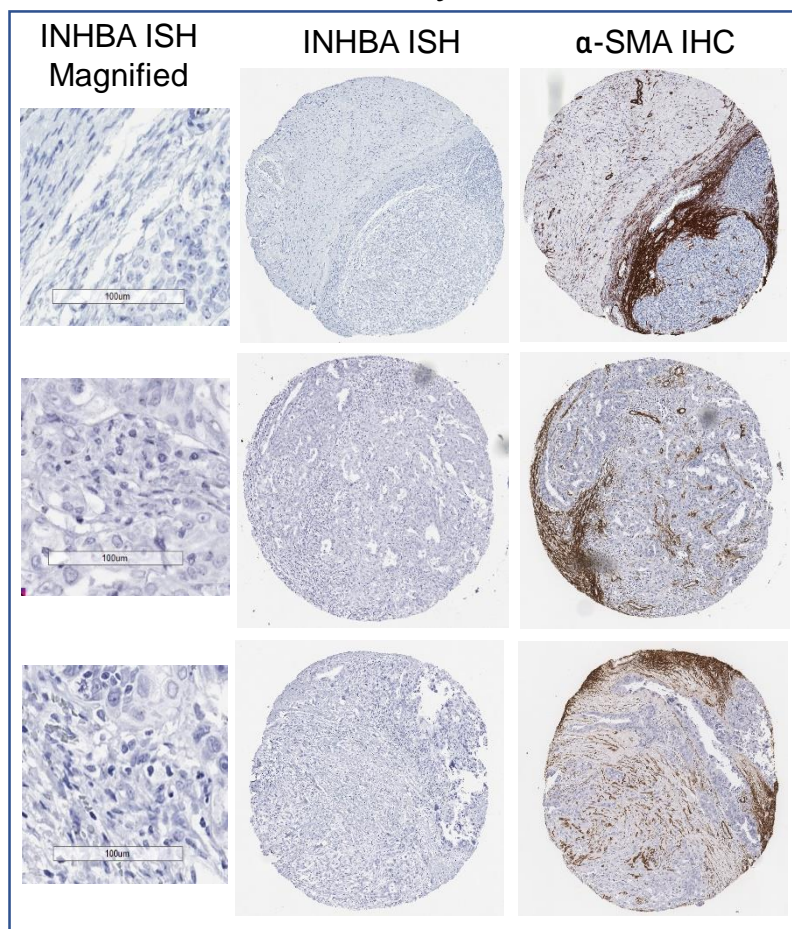

## Metastasis

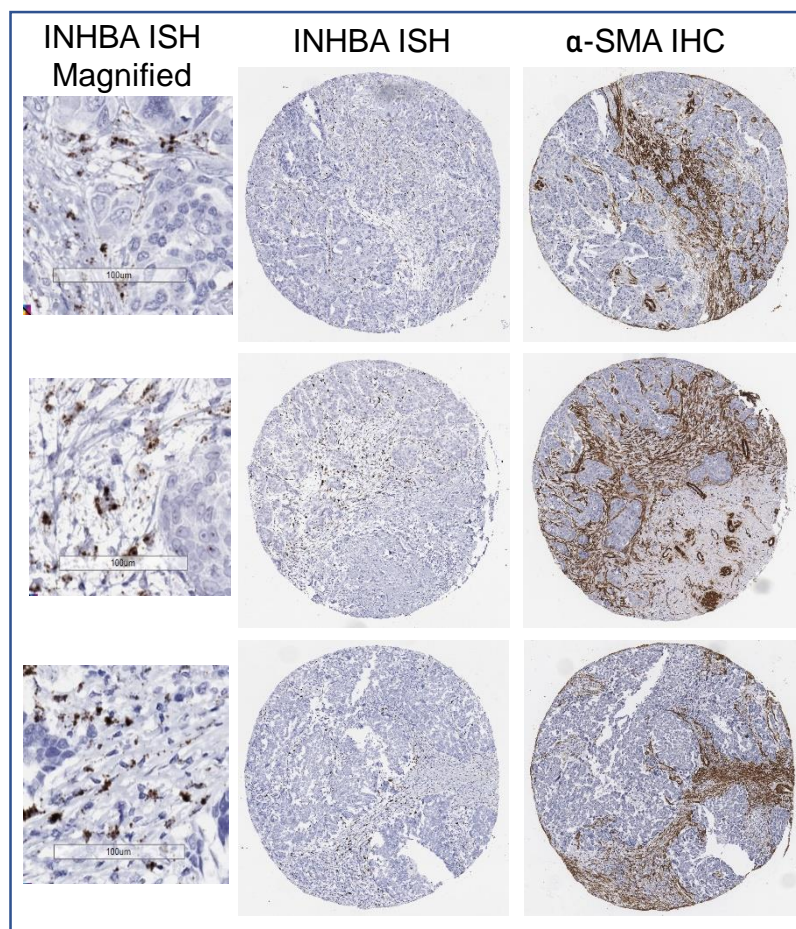

## Recurrence

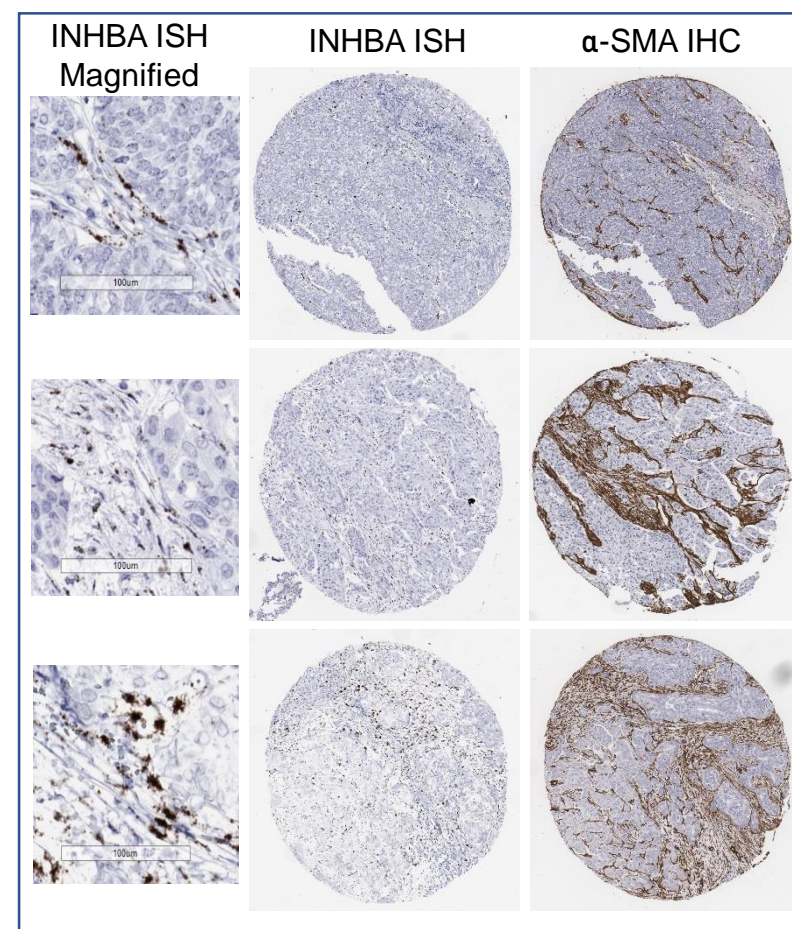

**Supplementary Figure 6.** Representative INHBA ISH and  $\alpha$ -SMA IHC staining in primary, metastatic, and recurrent high-grade serous ovarian tumors

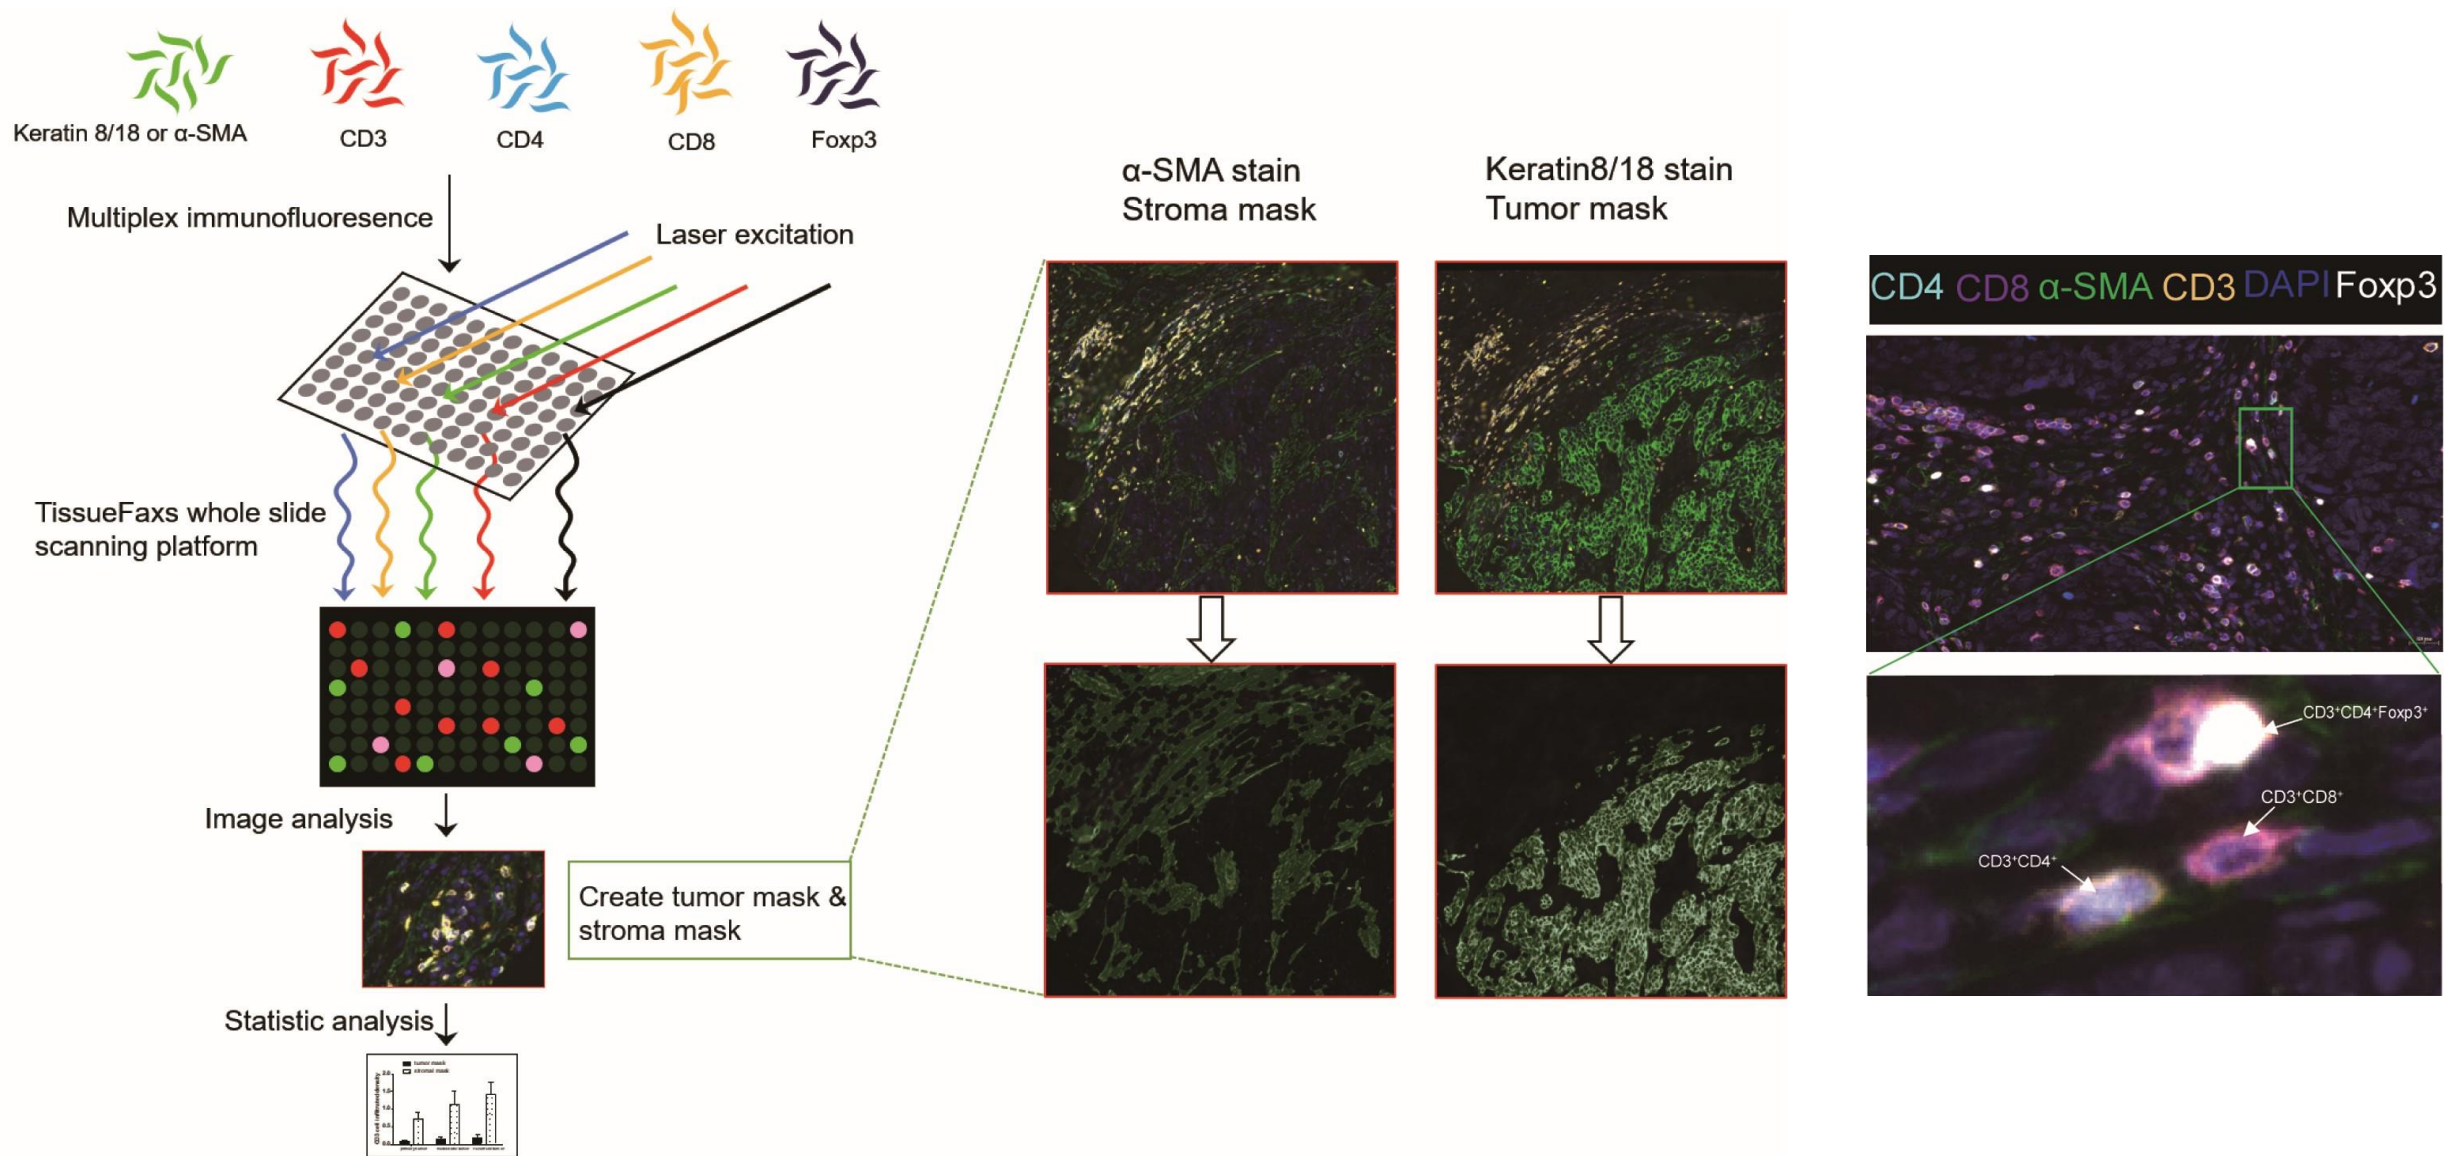

**Supplementary Figure 7.** Multiplex immunofluorescence (mIF) data analysis in the ovarian cancer TMA

**a**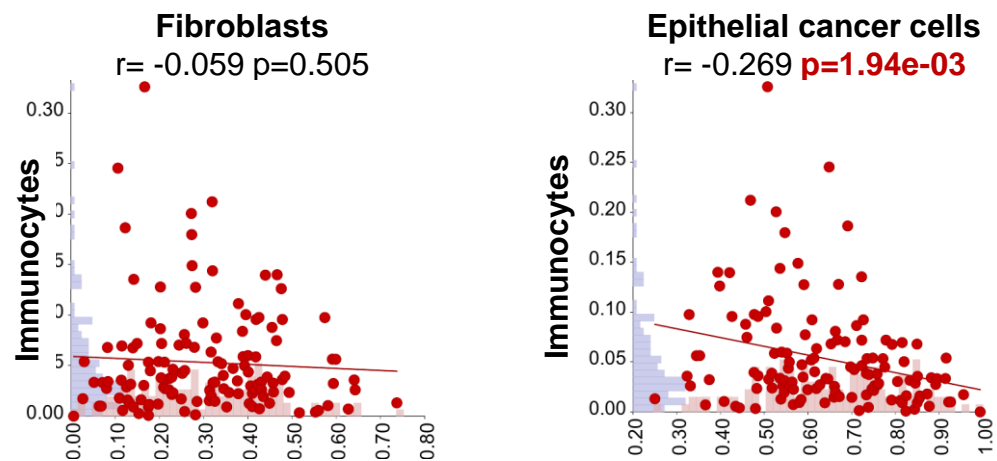**b**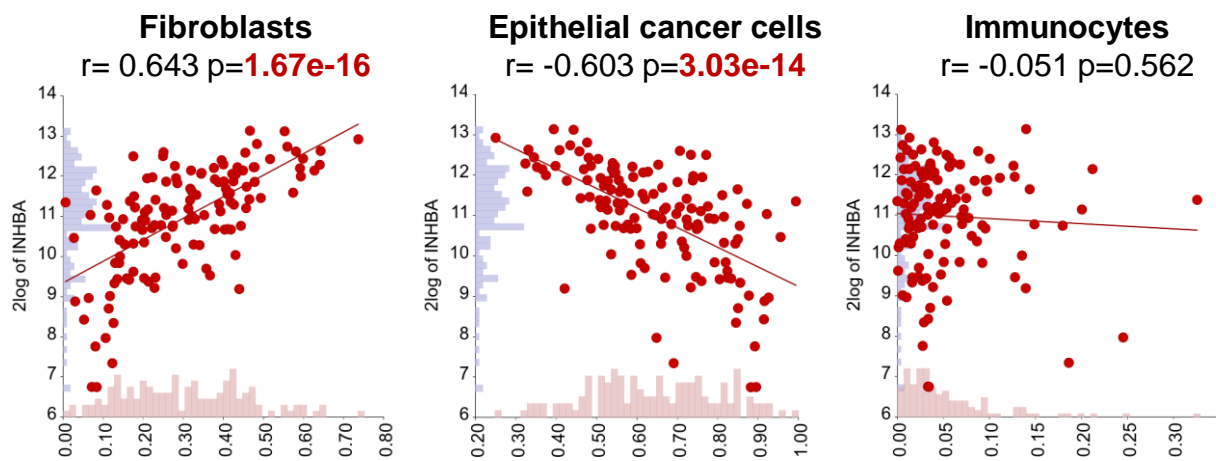**c**

Immune cell metagenes defined by Angelova et al.  
 Genome Biology 2015

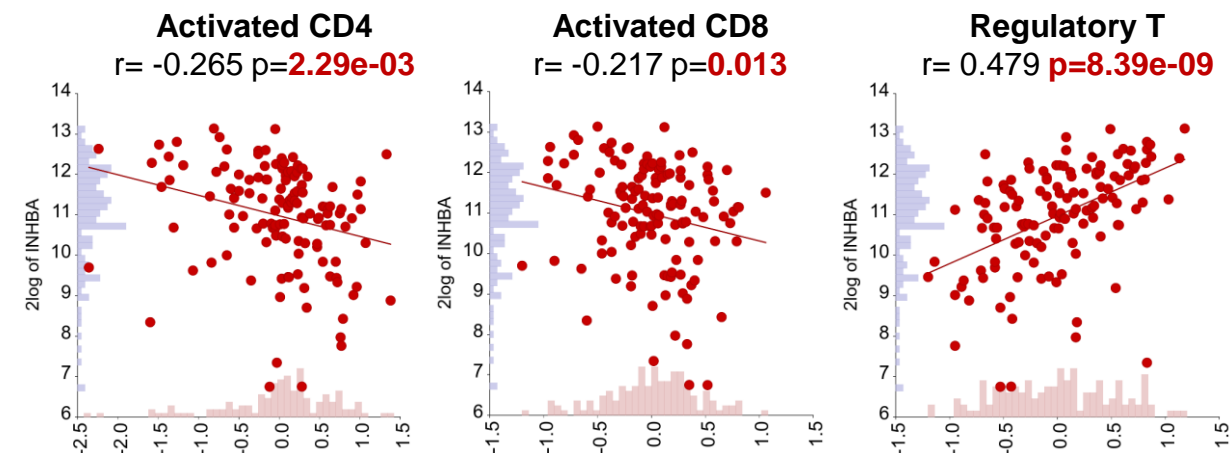

Immune cell metagenes defined by Charoentong et al.  
 Cell Reports 2017

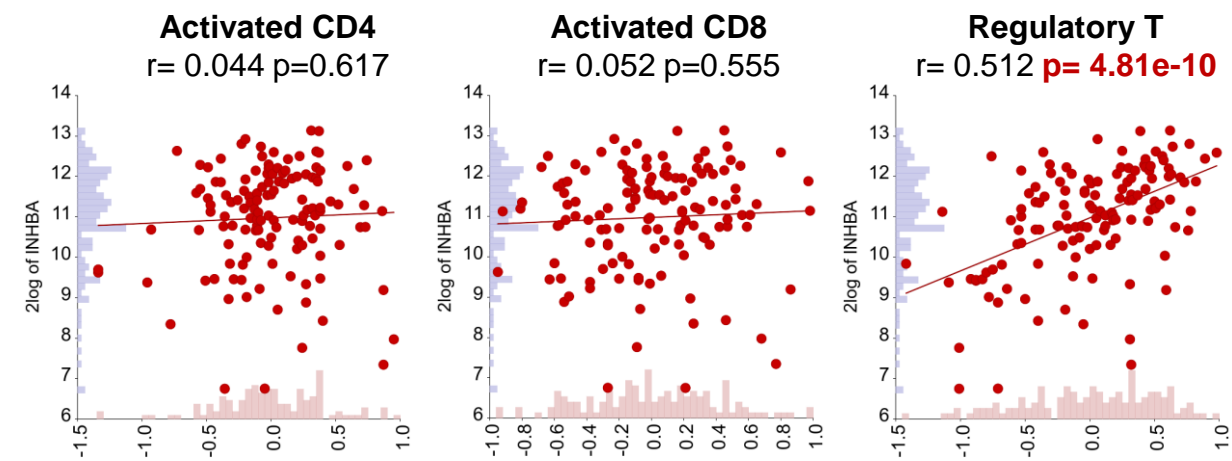

**Supplementary Figure 8.** INHBA expression is correlated with the signature of regulatory T cells

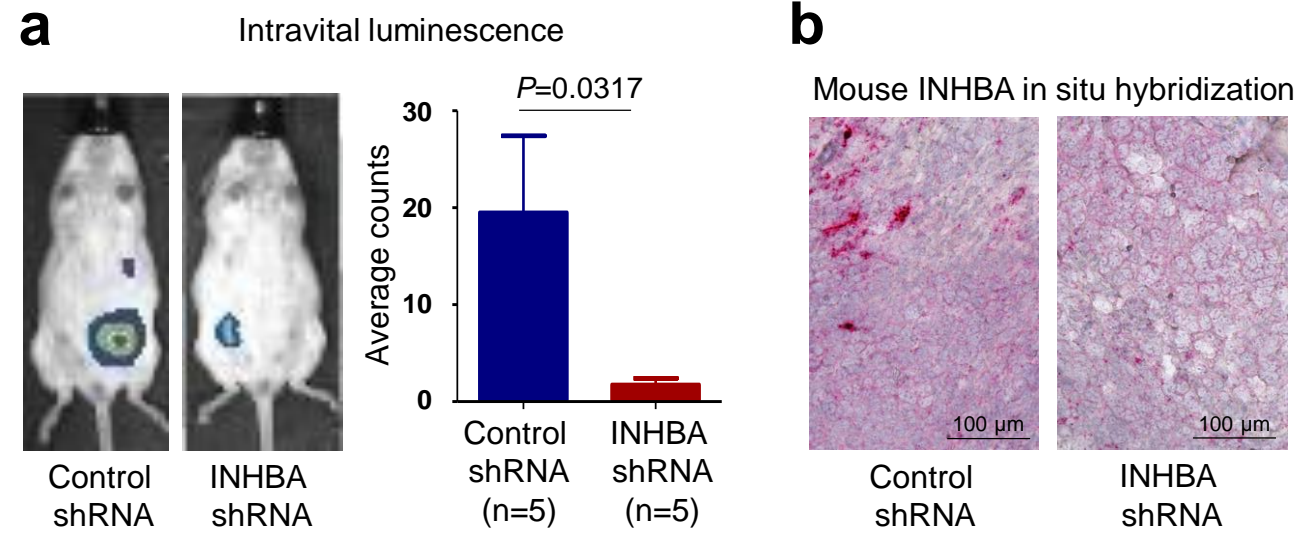

**Supplementary Figure 9.** Intraperitoneal injection of INHBA shRNA attenuates in vivo tumor growth

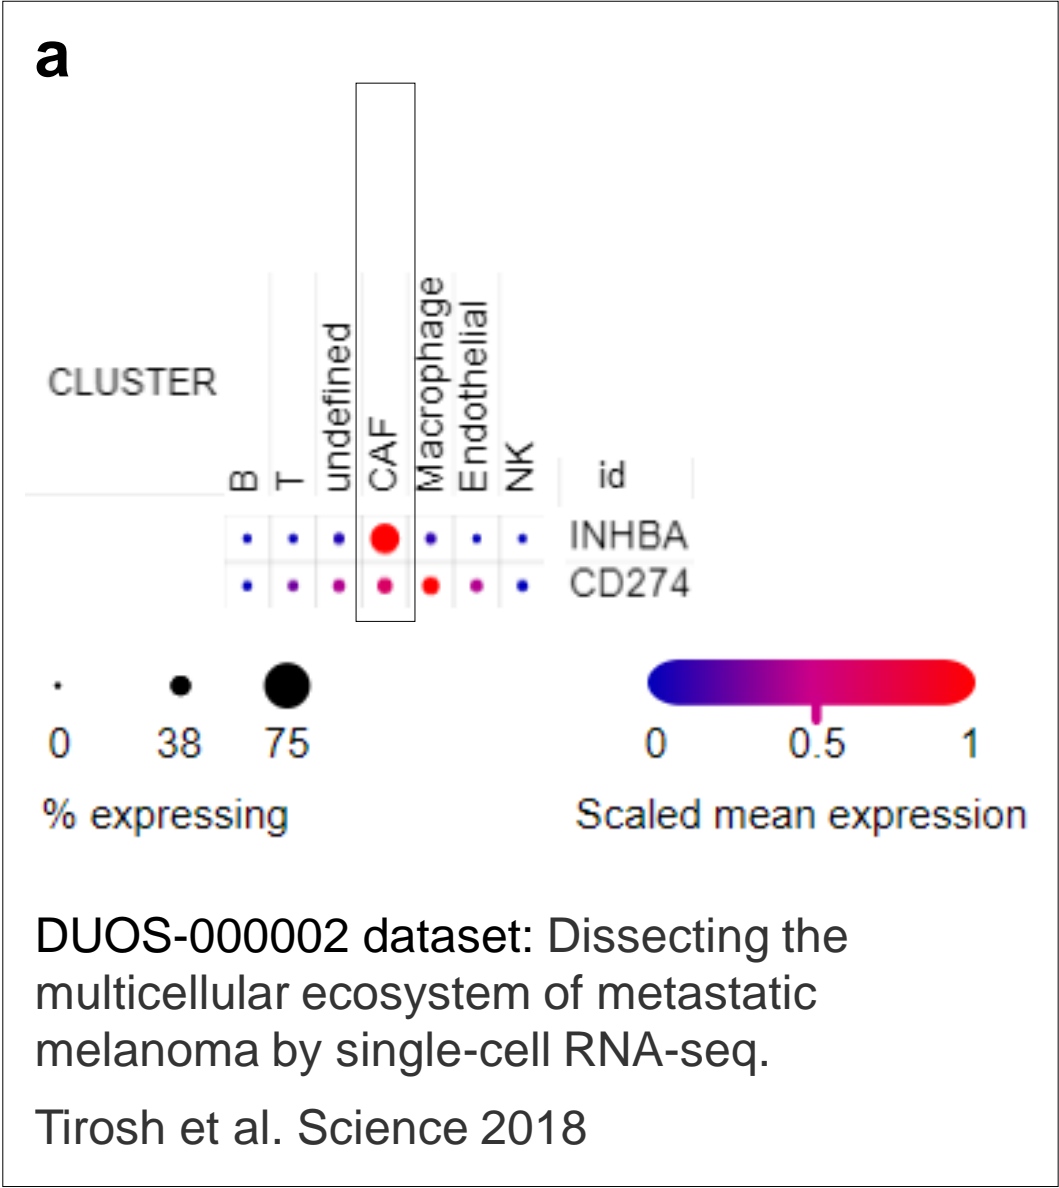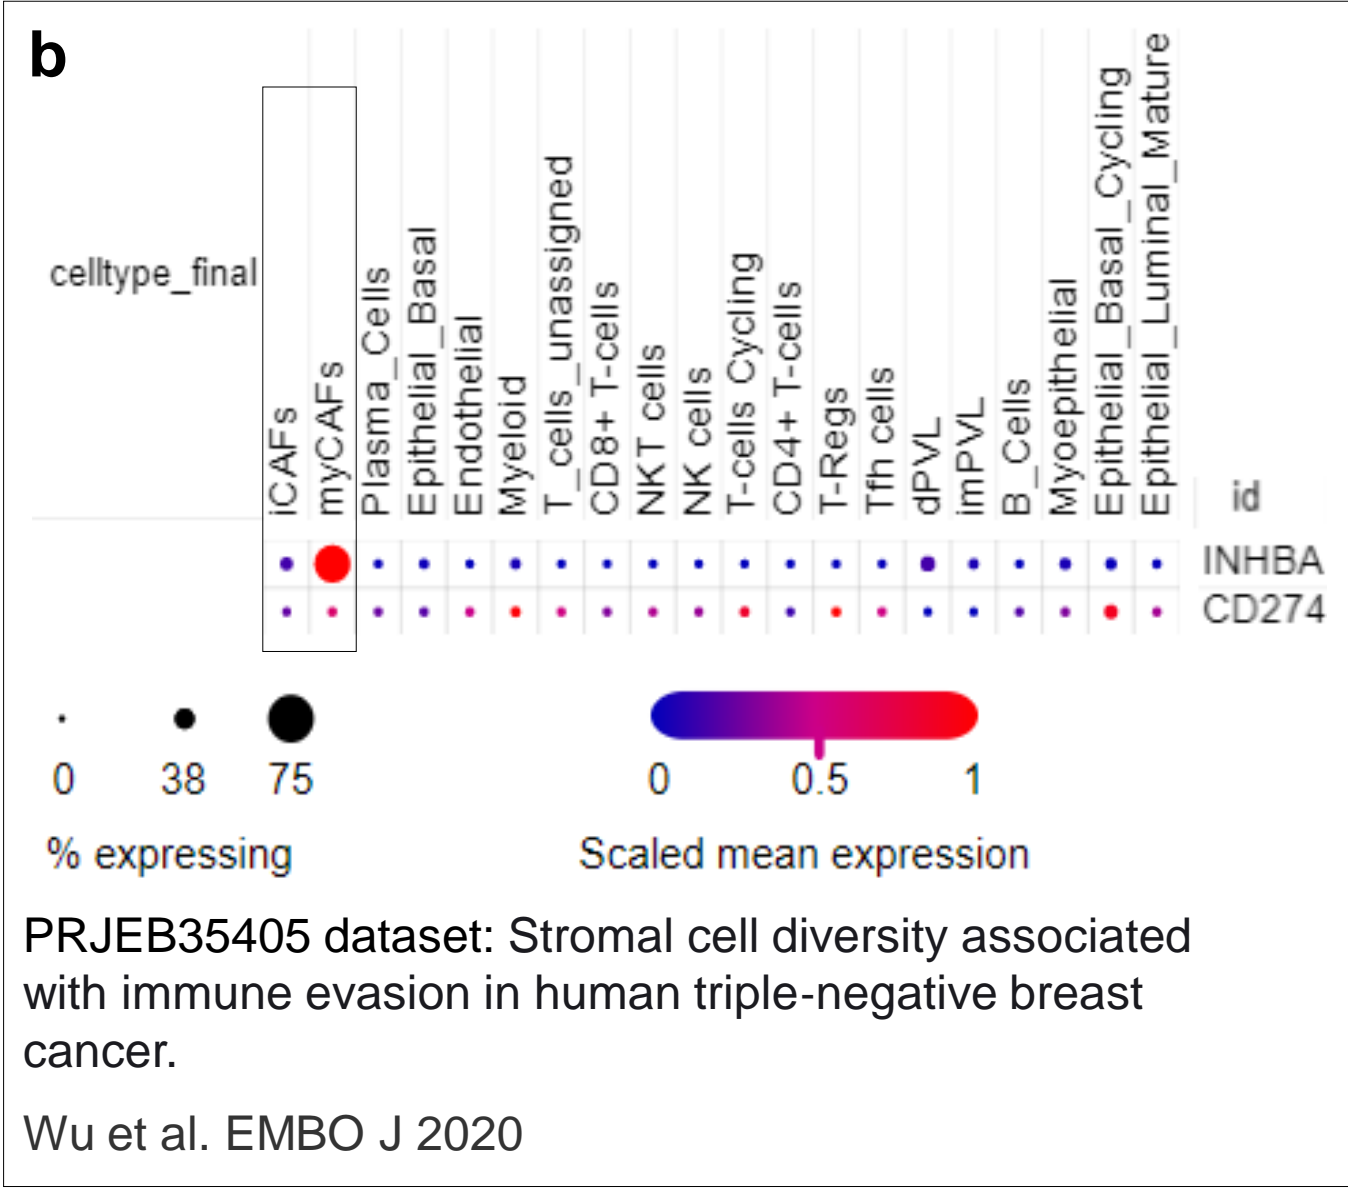

**Supplementary Figure 11.** INHBA and CD274 (PD-L1) are co-expressed in myCAFs

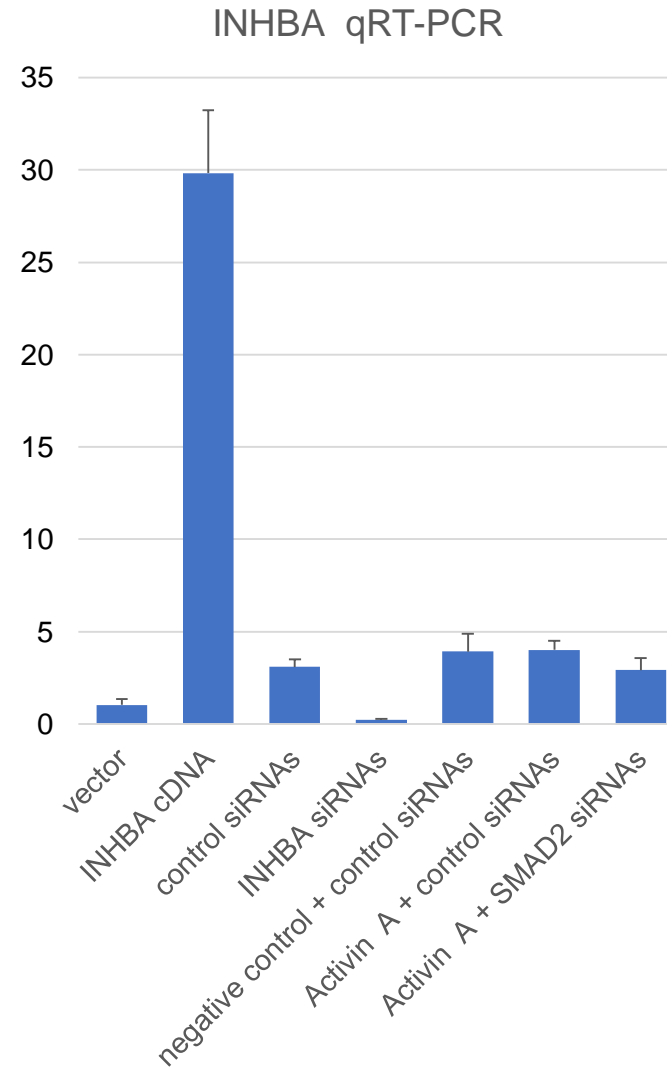

**Supplementary Figure 12.** INHBA levels determined by qRT-PCR in samples that were grown in culture in parallel with samples used for Western blots shown in Figs. 5a and 5b

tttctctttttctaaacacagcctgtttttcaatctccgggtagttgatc  
 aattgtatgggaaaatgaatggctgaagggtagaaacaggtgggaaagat  
 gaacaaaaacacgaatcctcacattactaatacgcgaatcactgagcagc  
 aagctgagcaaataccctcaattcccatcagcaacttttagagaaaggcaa  
 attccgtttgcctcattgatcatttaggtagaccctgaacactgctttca  
 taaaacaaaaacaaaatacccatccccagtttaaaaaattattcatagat  
 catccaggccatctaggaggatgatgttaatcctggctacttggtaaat  
 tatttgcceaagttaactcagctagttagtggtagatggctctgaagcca  
 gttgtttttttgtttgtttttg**caga**cctcaagagtcagatgaac  
 tag**cag**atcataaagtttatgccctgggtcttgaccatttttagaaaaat  
 aaacattaaatgaaaatat**cag**agggcattg**caga**tagtagatctaagt  
 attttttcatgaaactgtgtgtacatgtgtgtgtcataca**caga**actatat  
 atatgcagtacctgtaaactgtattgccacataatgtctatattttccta  
 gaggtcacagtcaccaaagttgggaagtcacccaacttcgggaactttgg  
 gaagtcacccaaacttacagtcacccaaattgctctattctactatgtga  
 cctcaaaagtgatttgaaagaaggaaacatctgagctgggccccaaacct  
 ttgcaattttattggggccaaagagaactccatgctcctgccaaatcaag  
 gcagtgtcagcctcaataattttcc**cagat**aaaaataaaaaatctgtgatac  
 aat**caga**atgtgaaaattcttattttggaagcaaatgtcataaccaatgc  
 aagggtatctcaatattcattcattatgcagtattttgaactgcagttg  
 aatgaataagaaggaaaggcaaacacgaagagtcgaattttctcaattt  
 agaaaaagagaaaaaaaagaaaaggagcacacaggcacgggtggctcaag  
 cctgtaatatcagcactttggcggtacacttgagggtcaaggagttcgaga  
 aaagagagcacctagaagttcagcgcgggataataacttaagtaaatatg  
 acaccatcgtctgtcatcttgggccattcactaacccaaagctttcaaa  
 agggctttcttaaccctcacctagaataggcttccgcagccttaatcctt  
 aggggtgg**caga**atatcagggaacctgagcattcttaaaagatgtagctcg  
 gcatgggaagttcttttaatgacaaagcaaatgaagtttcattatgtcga  
 ggaactttgaggaagtca**caga**atccacgatttaaaaatatatttcctat  
 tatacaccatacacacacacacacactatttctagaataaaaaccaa  
 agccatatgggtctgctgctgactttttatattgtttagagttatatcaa  
 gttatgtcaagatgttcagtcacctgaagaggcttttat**caga**aagggg  
 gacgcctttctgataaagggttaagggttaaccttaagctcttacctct  
 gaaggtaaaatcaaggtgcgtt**cagat**gtttggcttgttgtaattttctt  
 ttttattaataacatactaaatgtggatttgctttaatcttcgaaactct  
 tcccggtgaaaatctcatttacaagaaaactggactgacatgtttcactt  
 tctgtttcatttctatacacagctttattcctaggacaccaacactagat  
 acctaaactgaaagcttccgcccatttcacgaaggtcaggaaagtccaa  
 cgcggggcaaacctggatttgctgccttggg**caga**gggtggcgggaccccg  
 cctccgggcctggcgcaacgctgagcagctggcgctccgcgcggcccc

**Supplementary Figure 13.** Identification of Smad binding elements “caga” (highlighted) in the PD-L1 promoter

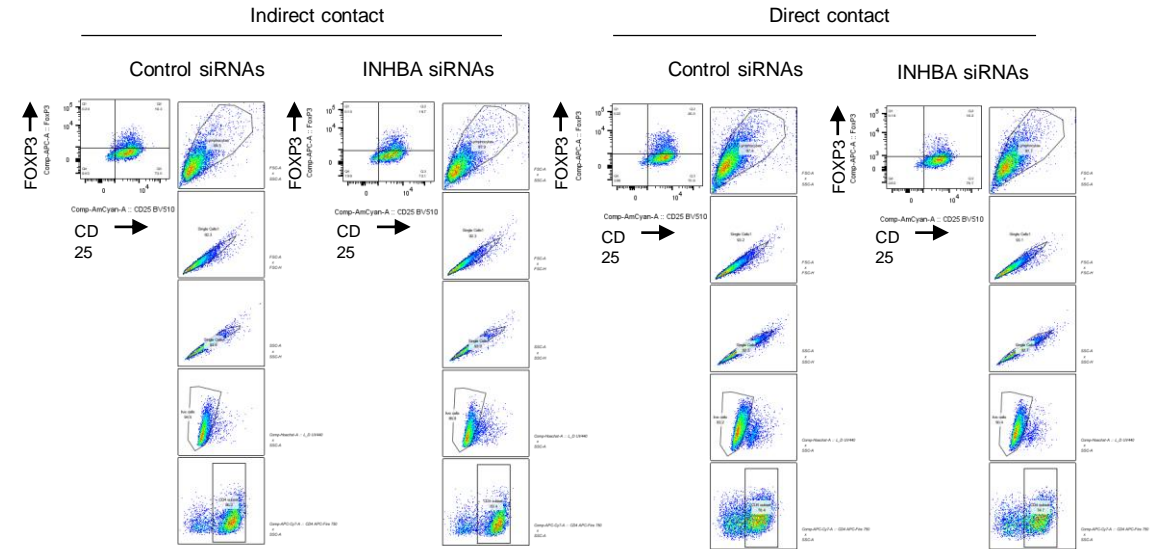

**Supplementary Figure 14.** Gating strategy for Fig. 4c

**Supplementary Figure 16.** Uncropped Western Blots for Fig. 5

(next 8 pages)

250

150

100

75

50

37

25

20

15

10

Figure 5

PD-L1

45-53kDa

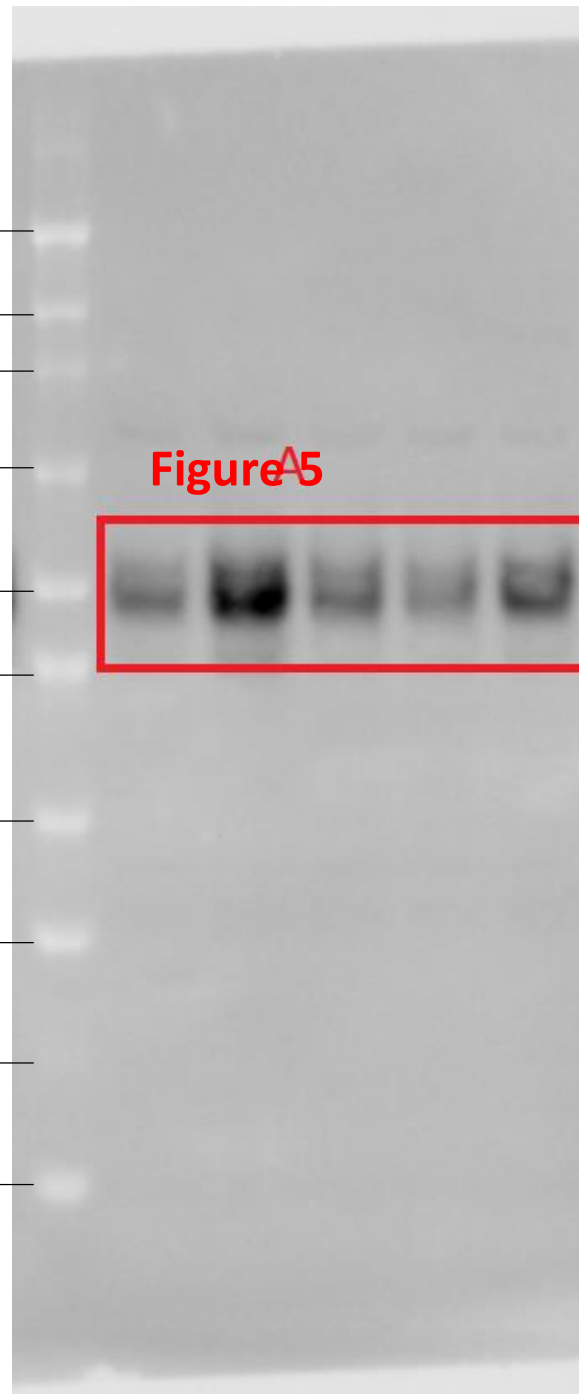

250 —  
150 —  
100 —  
75 —  
50 —  
37 —

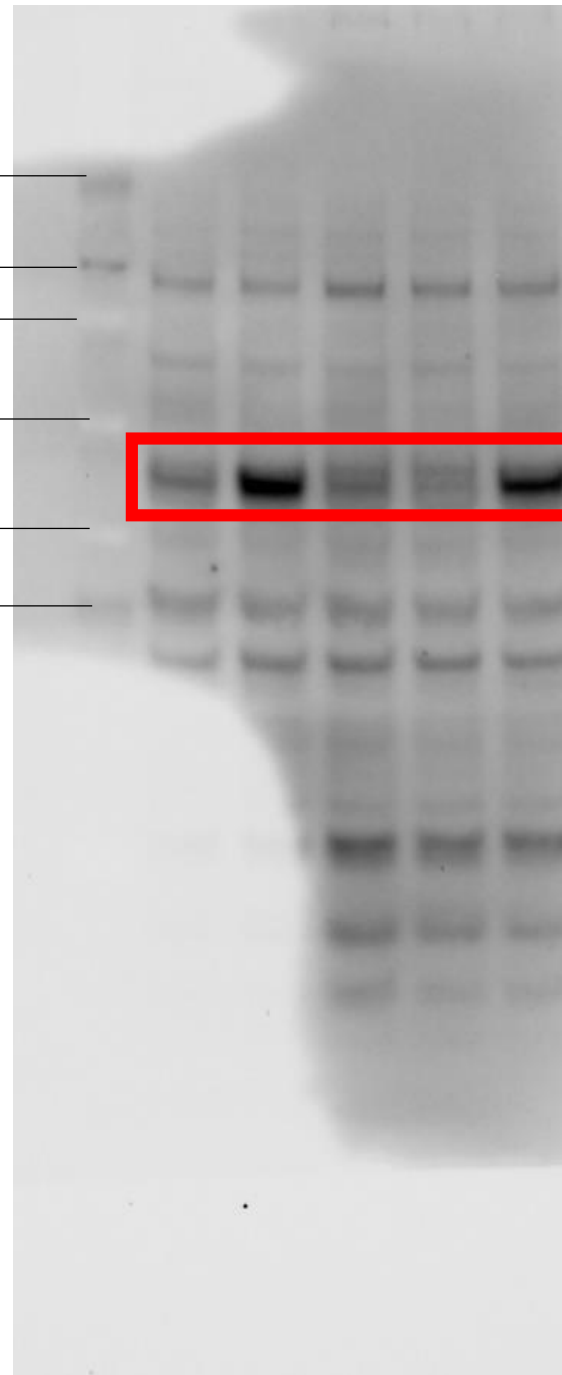

**Figure 5b**  
**pSMAD2**  
60kDa

250  
150  
100  
75  
50  
37

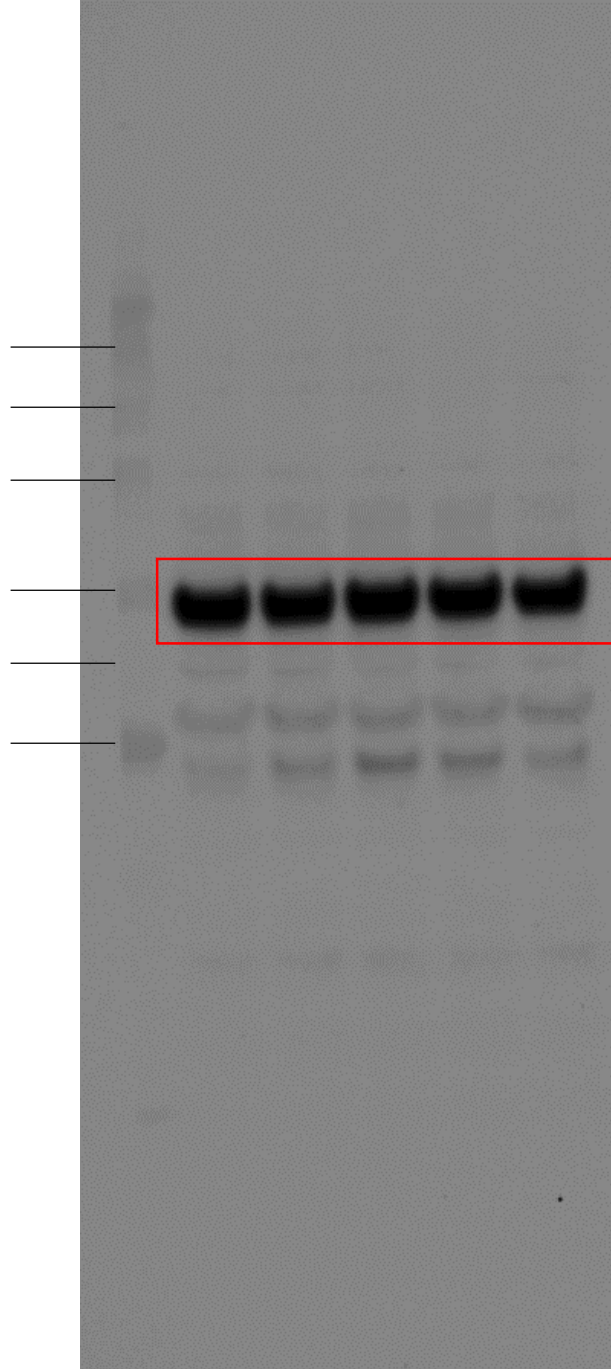

**Figure 5a**  
**SMAD2**  
60kDa

5

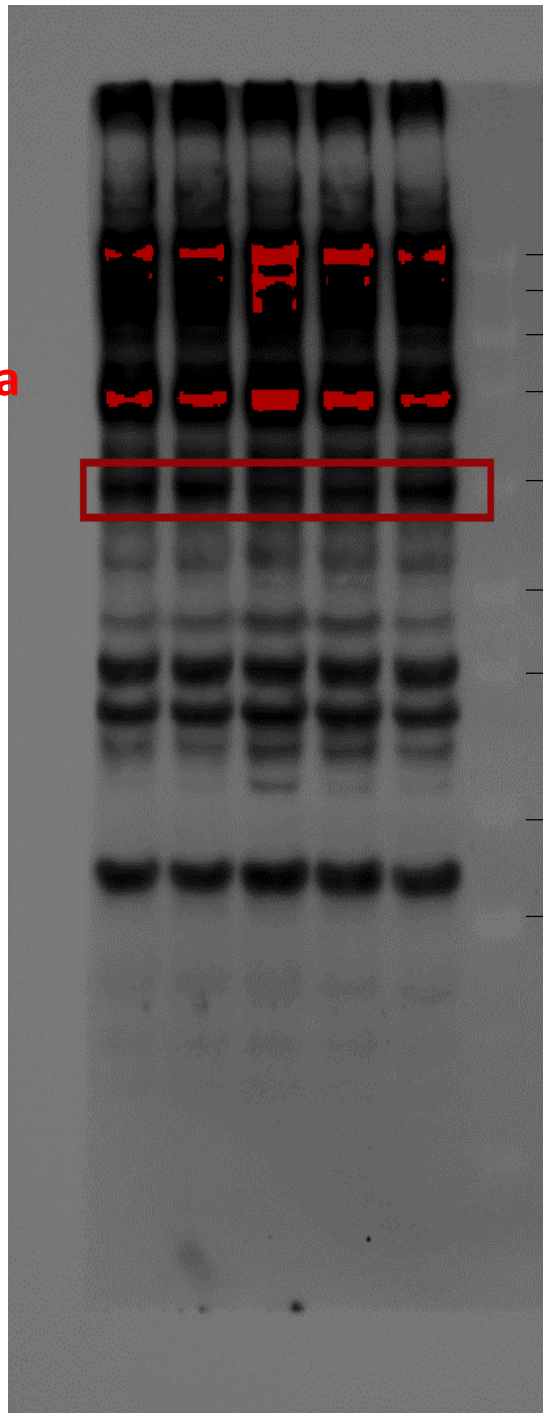

200  
150  
100  
75  
50  
37  
25

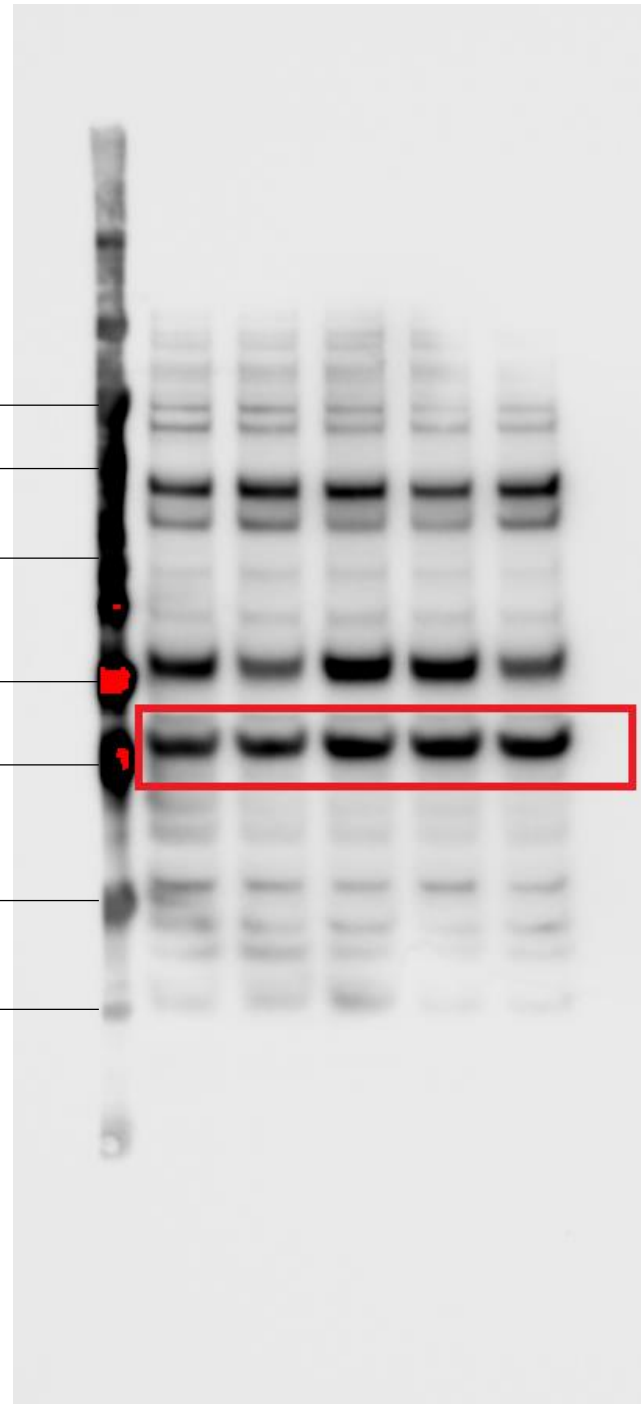

**Figure 5a**  
**SMAD3**  
52kDa

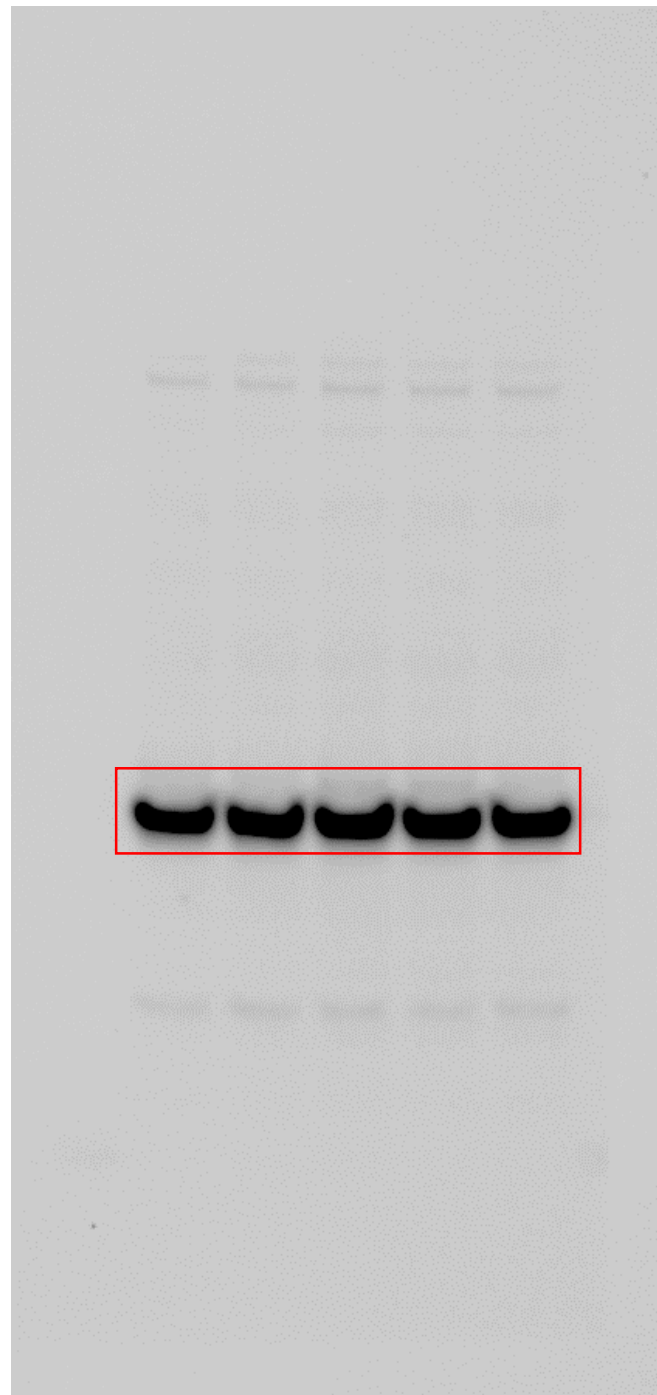

**Figure 5a**  
**GAPDH**  
37kDa

250 —  
150 —  
100 —  
75 —  
50 —  
37 —  
25 —  
20 —  
15 —  
10 —

Figure 35

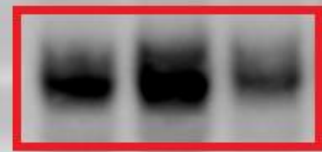

**PD-L1**  
45-53kDa

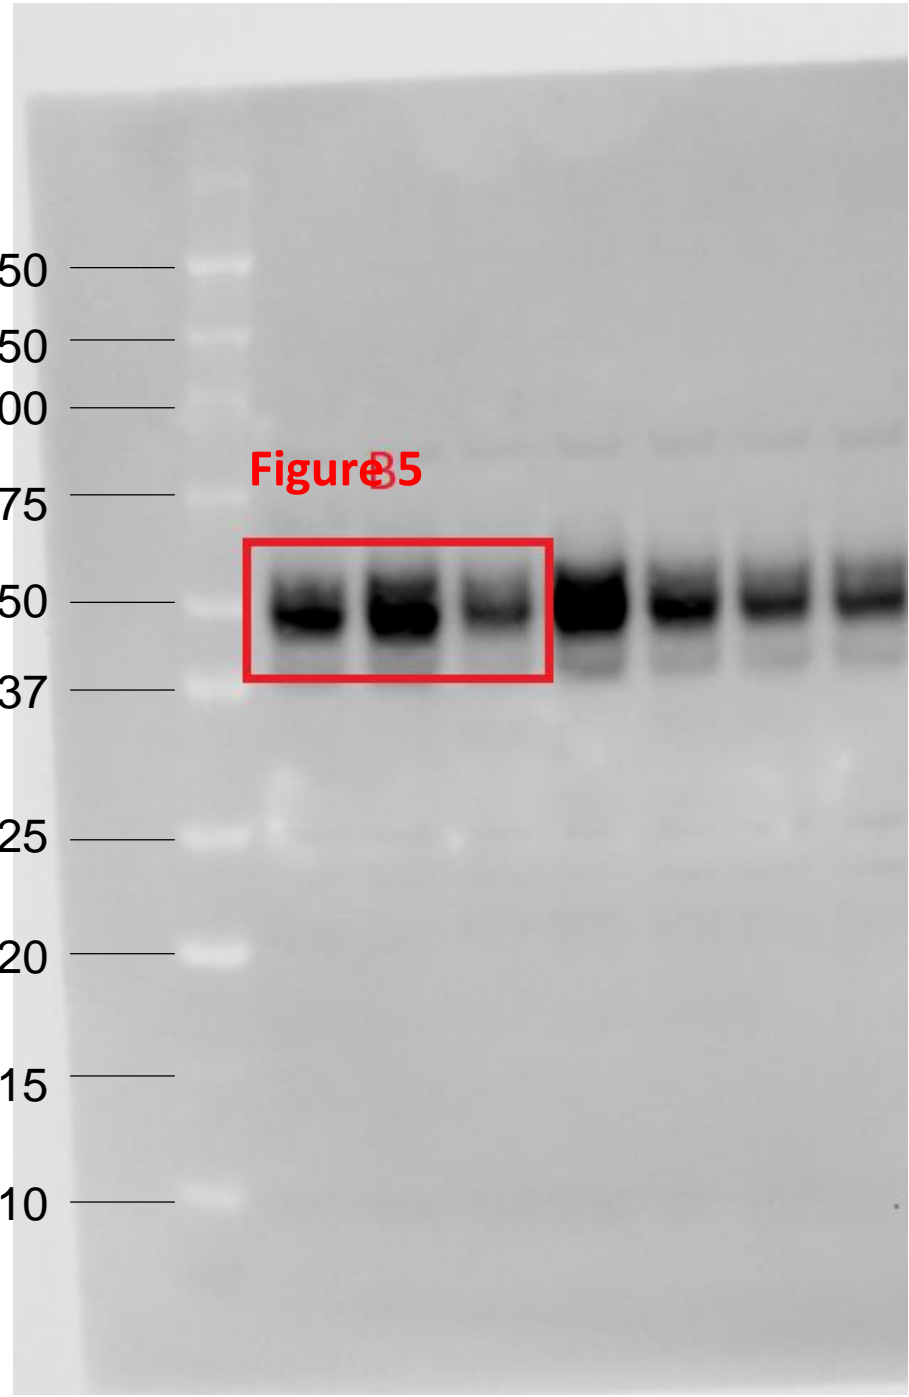

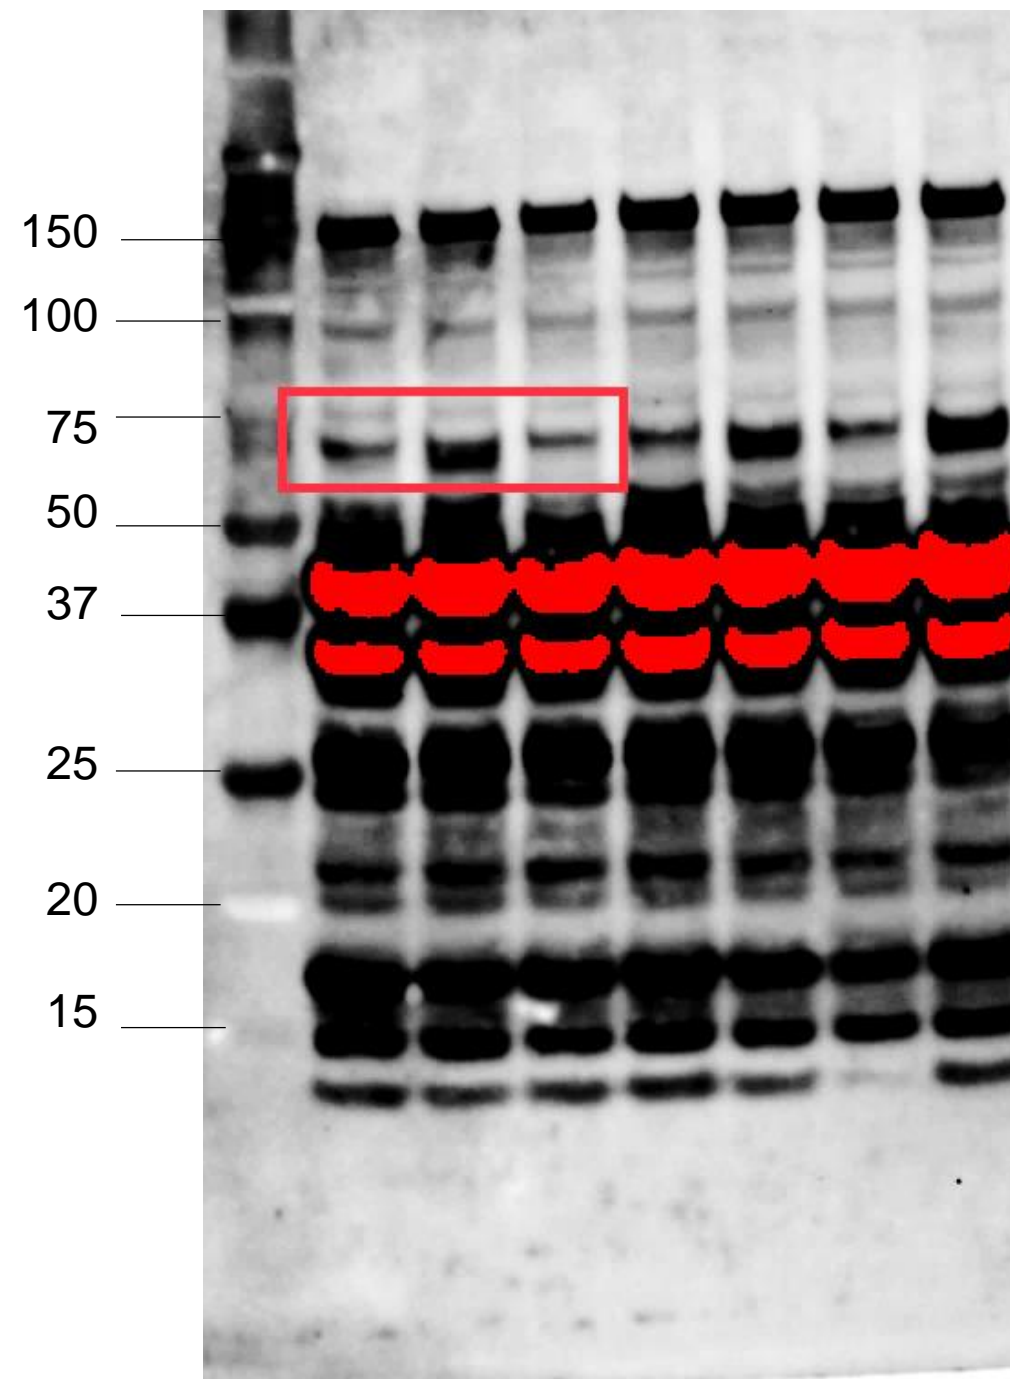

**Figure 5b**  
**pSMAD2**  
60kDa

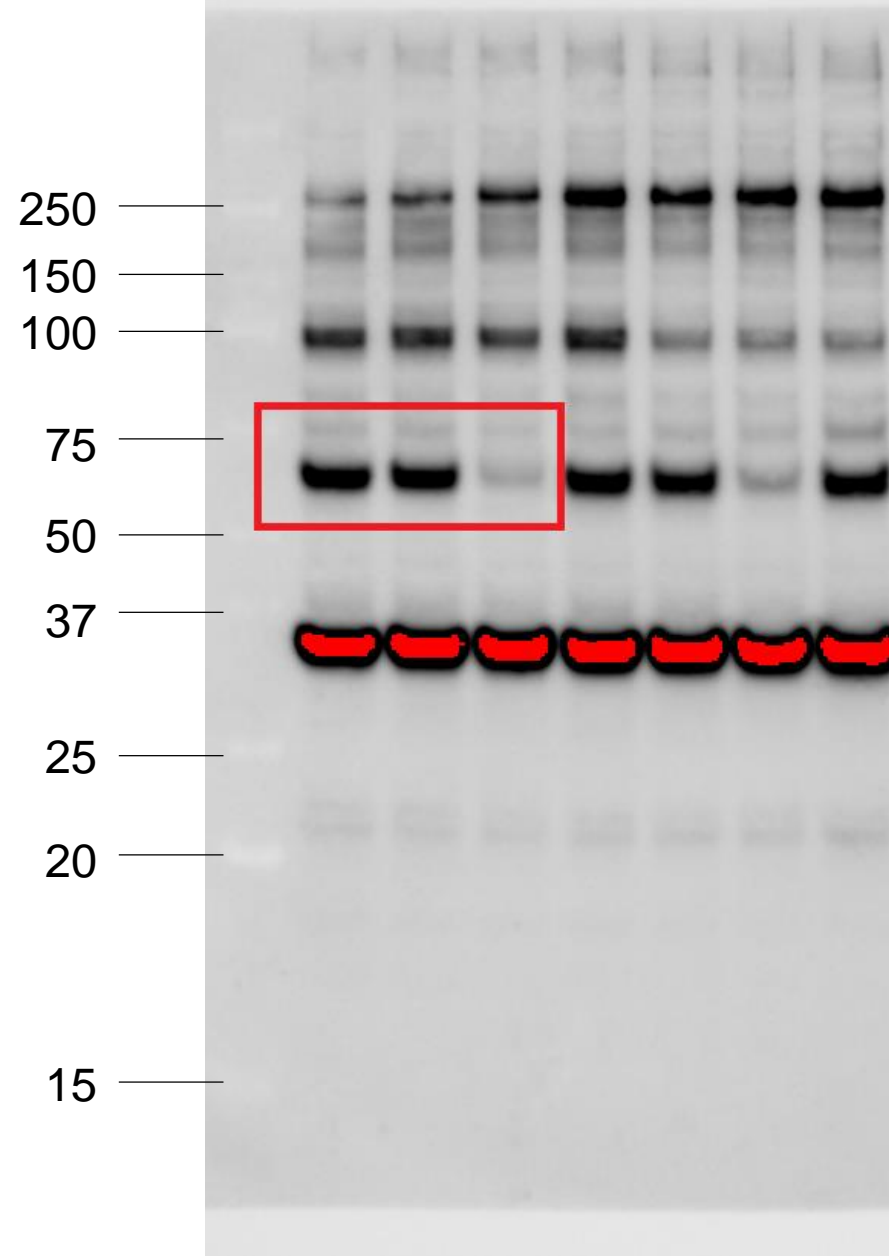

**Figure 5b**

**SMAD2**

60kDa

**Figure 5b**

**GAPDH**

37kDa

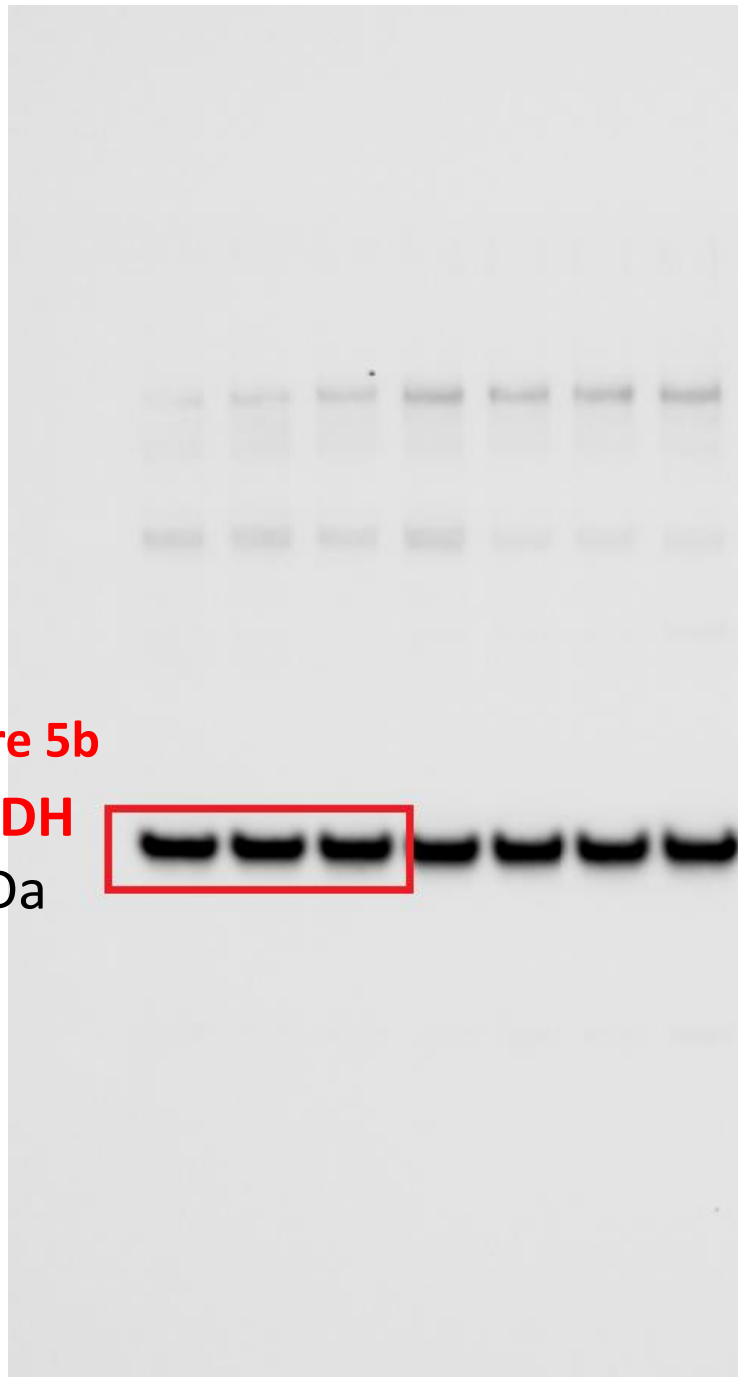

**Supplement:** Supplementary file 2 — Supplementary Figures 1-16

How the deposited data were processed for this re-analysis (not part of the article)

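Single-cell RNA sequencing libraries of the control IgG group and the Activin A neutralizing antibody group were analysed, with 1 library per group pooled over mice. They were read as those of the mouse experiment in Fig. 2g, which was not settled. Other groups of that experiment were not analysed here. The paper and the sample labels give different numbers of mice and days of treatment (5 mice per group and 9 days in the paper, 7 and 8 mice and 10 days in the labels), and different 10x chemistries. The labels' numbers of mice are those the paper gives for the experiment in Fig. 2a, so the libraries may come from another experiment than that of Fig. 2g. The labels' titles assign each library to its group. Antibody and control IgG cannot be told apart from any difference between the 2 libraries in handling or sequencing.

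As deposited by the authors, the count files hold raw UMI counts per gene and barcode for 32285 mouse genes. Per the file headers these counts were made with Cell Ranger version 4, without a filter on cells or a normalization. The paper's methods name a later version, and neither names the genome build. Gene identifiers were matched to GENCODE M21 (GRCm38) for positions only, with 32158 identifiers (99.6%) matched. The control IgG library held 98174850 UMIs and the antibody library 74117462. Barcodes with under 100 UMIs, which held 6.39% and 6.23% of all UMIs, were used as the profile of free RNA.

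Cells were kept with 1000 to 8500 genes, 1000 to 100000 UMIs and at most 10% mitochondrial UMIs, the paper's limits. This left 8770 and 6386 cells with 80208236 and 57416419 UMIs. Doublets were kept. Scrublet, run in each library, called 0 doublets in both, with automatic thresholds of 0.609 and 0.573 above the highest scores of 0.551 and 0.511, and was taken not to have worked. In its place, cells with scores above the 95th percentile of their library (423 and 282 cells, 4.82% and 4.42%) were removed as an added alternative.

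Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 0.5 with seed 1 were used (scanpy 1.11.5, leidenalg 0.10.2, pynndescent 0.6.0, scikit-learn 1.9.0, scipy 1.17.1, Python 3.11.15). These settings were chosen before the data were examined, apart from the neighbour search, which had been left open. The first run used the tool's default approximate search and is the one reported. It left 1 myeloid cluster unnamed. Exact search, the 4 genes Inhba, Acta2, Cd274 and Arg1 left out, and both together each gave a larger macrophage-like class (2480, 2318 and 2484 cells against 1495), and are reported as alternatives. Exact search was considered as the main setting after the first result was seen. A trial with very small noise added to the components, and with other seeds, split the macrophage-like cells of both searches in different ways and gave no ground for the change. Its values are not reported here.

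Marker genes were chosen before the data were examined, and the rule that names clusters from them was set after the clusters were seen. A type was considered where at least 3 of its markers were each detected in at least 20% of the cluster's cells. Among these, the type with most markers in the 10 leading genes by fold (CPM plus 10) was taken, ties were settled by mean detection, and a cluster stayed unnamed if another type had more markers among those genes. T, NK and B cells were joined as in the paper. CAF-like cells were clustered again without Inhba and Acta2, at the lowest Leiden resolution in steps of 0.05 that gave 4 clusters, and the cluster with the highest Inhba CPM over both libraries was taken for the comparison of shares. In the split into 6 clusters, a cluster of 22 cells led by Car3, Fabp4, Fgf10 and Adipoq is left without a name. The rule gave it the neutrophil name, on 1 neutrophil marker among its leading genes and 3 detected. That name was set aside, so the rule can give a name on few markers.

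No test between groups was made, since each group has 1 library and cells are not replicates. Shares are given with exact Clopper-Pearson and CPM with exact Poisson 95% intervals, and log2 ratios with a conditional binomial interval. They cover counting error only and are too narrow where the UMIs of a gene lie in few cells. The interval of a log2 ratio of shares takes them as counts and is too wide where shares are large. For the mix of macrophage-like cells, the share of cells with an Inhba UMI replaced the ratio of UMIs after the values were seen, which changed the outcome of that test. For Arg1, the CPM of each macrophage-like sub-cluster was weighted by its share of UMIs in the control IgG library, with a normal interval for counting error. The intervals after subtraction of RNA were made wider, from the counts left after subtraction, once results had been seen, and no outcome of those subtractions changed. Shares of cells with a UMI were compared after thinning each cell to 2000 UMIs with a fixed seed.

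Genes were named by a rule chosen before the data were examined: the genes the paper names for this experiment or discusses, and, in CAF-like and macrophage-like cells, the 5 genes highest and the 5 lowest by log2 ratio among those with at least 50 UMIs, at least 50 CPM in 1 or both libraries and intervals that do not overlap, leaving out mitochondrial and ribosomal protein genes and Xist. Tested on simulated data with 200 genes changed 4-fold, the limits of this rule, before the 5 highest and 5 lowest are taken, were passed by 79 of the 79 changed genes over the CPM minimum in CAF-like cells and 63 of 63 in macrophage-like cells, along with 41 and 29 unchanged genes. The simulation drew Poisson counts from the pooled profile, the error the intervals assume. It holds no difference in cell mix or library and does not test the rule against them. In the data, 1153 and 1343 genes passed the limits. Gene lists (interferon response, TGF beta and activin response, dissociation stress, hypoxia and glycolysis, alternatively activated macrophage) were summarised by the median log2 ratio of members with at least 20 UMIs, with 0.5 UMIs added, and compared with 10000 random lists matched on expression in 20 bins.

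Alternatives were other limits on genes, UMIs and mitochondrial share, other Leiden resolutions and seeds, each library clustered on its own, classes from the markers of each cell, another denominator, mean CPM over cells, thinned shares, subtraction of free RNA, and other splits of CAF-like cells.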

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

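The tests in this part were chosen only after the result was seen.

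Inhba had its highest level in cancer-like cells, a population in which the paper does not report it for this experiment. By in situ hybridization in human tumors and the BR-luc mouse model, the paper found this mRNA in CAFs only. Its Discussion also places INHBA in host CAFs of syngeneic mouse models. The level here runs against that, by another method and with cells named by cluster. It was 77.0 CPM (1557 UMIs, interval 73.2 to 80.9) with control IgG and 107 CPM (2239 UMIs, 102 to 111) with the Activin A neutralizing antibody, against 29.5 and 15.6 CPM in CAF-like cells. Free RNA held less Inhba than these cells, 12.6 CPM in the control IgG library and 35.1 CPM in the antibody library, so droplets that took up free RNA alone would stay below the level seen. Fibroblasts caught with cancer-like cells, or named as such, would need at least the same level, but the highest CAF-like sub-cluster reached 49.9 CPM over both libraries, against 92.1 CPM in cancer-like cells. Col1a1 was 24.3 CPM in cancer-like cells and 6618 CPM in CAF-like cells. Both values argue against RNA of the CAF-like cells found here as the whole source. By the markers of each cell, however, 520 of these 768 cells take the CAF-like name and 85 the cancer-like name, so a kind of fibroblast low in Col1a1 and high in Inhba was not excluded. That the cancer cells themselves transcribe Inhba may be proposed as a hypothesis. It was found and examined on the same data, the name of the cluster rests on 4 detected markers, and the antibody, the library and the handling cannot be separated for the difference between the libraries.

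Inhba in macrophage-like cells was 8.83 CPM with control IgG (83 UMIs, interval 7.04 to 10.9) and 41.0 CPM with the antibody (95 UMIs, 33.2 to 50.2), a difference between groups in a population where the paper does not report the gene. After subtraction of the expected free RNA the log2 ratio was 2.25, and T, NK and B-like cells of the antibody library had only 0.325 CPM, which argues against free RNA. RNA of cancer-like cells would need a share of 30.2% and would bring 202 CPM of Krt18, but Krt18 was 7.35 CPM in the macrophage-like cells of the antibody library. Another mix of kinds of cells within this class was not excluded. It would leave no difference within a kind, but the Inhba UMIs lie in few cells. The ratio of UMIs, the measure first set, lay above 0 beyond its interval in each sub-cluster with at least 20 Inhba UMIs (1.03, 3.14 and 1.61), which would have excluded another mix. It was replaced by the share of cells after these values were seen, because up to 12 UMIs lay in a single cell. In the sub-cluster with most cells, 20 of 533 cells with control IgG and 11 of 131 with the antibody held an Inhba UMI, a log2 ratio of 1.16 whose interval (-0.05 to 2.29) includes 0. In a sub-cluster led by the neutrophil markers S100a8 and S100a9 it was 2.25 (0.80 to 4.02), and in one led by muscle genes -0.04 (-3.29 to 2.23). In the sub-clusters with fewer Inhba UMIs, 9 of 189 and 3 of 25 cells, 4 of 46 and 4 of 18 cells, and no cells of 19 and 26 held one. A response to the antibody, another mix of cells and a difference in handling of the library all stay open.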

How the results depend on the processing

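The alternatives with exact neighbours, with genes left out of the joint clustering, with other Leiden seeds, with the highest Scrublet scores removed, with CAF-like cells without their mesothelial-like and endothelial-like sub-clusters, and with the unnamed myeloid cluster joined to the macrophage-like one were chosen only after the data were seen. The others were chosen before the data were examined. No paired analysis was possible because each group is 1 pooled library. For the same reason no leave-one-out was possible. Removal of doublets called by Scrublet was not run, since it called none. Values are log2 ratios of the antibody over control IgG unless another ratio is named.

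As a share of CAF-like cells, the cluster highest in Inhba stayed below 0 in all 11 alternatives (from -1.12 to -0.68). None of them took all filtered cells as the denominator. The -1.12 is not a share of a cluster but the share of CAF-like cells with an Inhba UMI after thinning, the same value as for Inhba in CAF-like cells, and its interval (-2.78 to 0.35) includes 0. The Inhba level of that cluster over the next ranged from 2.59 to 3.97 in the 4 alternatives. Its sign is no check, since the cluster is chosen as the highest in Inhba and the ratio cannot fall below 0. The macrophage share and Arg1 stayed below 0 in all 19 and 21 alternatives, and Acta2 and Cd274 in CAF-like cells in all 21. The share of T, NK and B-like cells stayed above 0 in all 18, but none of these took macrophage-like and unnamed myeloid cells out of the denominator. Other Leiden resolutions and seeds, exact neighbours and the 4 genes left out gave the main CAF-like values again. For Inhba, Acta2 and Cd274 in CAF-like cells and the CAF share, these alternatives are not separate checks. Cd274 ranged from -1.12 to -0.12, and its interval included 0 with at least 2000 genes, with at most 5% mitochondrial UMIs, with each library on its own, with classes from the markers of each cell, after thinning, and without the mesothelial-like and endothelial-like sub-clusters.

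Clustering each library on its own reversed the CAF share (-0.14, interval -0.42 to 0.12). A cluster of 73 cells of the antibody library then took a mesothelial name, while its counterpart of 134 cells of the control IgG library kept the CAF-like name. The same loss of cells shows why Inhba (-3.12) and Acta2 (-4.38) in CAF-like cells moved. In the control IgG library alone, 893 cells led by Cd4 and Tnfrsf4 stayed unnamed, which raised the ratio of the T, NK and B-like share to 0.39. Myeloid cells led by Lyz2, unnamed in the joint clustering, took the macrophage-like name (605 cells with control IgG, and within a cluster of 705 cells with the antibody), and the macrophage share was -0.89 and Arg1 -0.79. Classes from the markers of each cell reversed Inhba in CAF-like cells (0.52), because 520 cancer-like cells, which hold more Inhba, were then counted among them. Under that alternative Acta2 was -2.75, the macrophage share -0.94 and Arg1 -0.66, and the cause was not tested.

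For the following values the cause was not tested. With at least 500 genes and 500 UMIs the macrophage share was -0.96 and Arg1 -0.59. Cells passing the filter gave -0.72 with at least 2000 genes and -0.37 with at most 5% mitochondrial UMIs, against -0.46. Arg1 was -0.47 with at most 20% mitochondrial UMIs, -0.54 without the cells of highest Scrublet scores, -0.46 at Leiden resolution 1.0, -0.23 as a mean over cells and -0.18 as a thinned share. At Leiden resolution 0.3 the macrophage share was -0.99 and Arg1 -0.59, and with exact neighbours they were -0.99 and -0.59. Arg1 was -0.47 without the 4 genes in the clustering and -0.59 with both changes. With the unnamed myeloid cluster joined, the macrophage share was -0.95 and Arg1 -0.70. As thinned shares, Acta2 was -1.27 and Cd274 -1.12. Acta2 of the cluster highest in Inhba over the highest other cluster was 0.28 with 3 clusters and 0.32 with Inhba and Acta2 kept, both with intervals that include 0, and 2.73 with 6 clusters, against 2.19.

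Depth limits Inhba and Cd274 in CAF-like cells, with 67 UMIs of each in the antibody library. Their thinned shares could not be distinguished between the libraries. It also limits the Inhba level of the CAF-like cluster highest in Inhba over the next, which had 6 Inhba UMIs. With Inhba and Acta2 kept in the clustering, the interval of that log2 ratio was 0.097 to 7.90.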

Differences from the paper's values

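The paper gives no numbers for the shares of cells or for expression in this experiment, so directions and figures are compared. Whether the libraries are those shown in Fig. 2 was not settled, and the comparison holds only if they are.

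The paper states that fewer CAFs were present after treatment with the Activin A neutralizing antibody than with control IgG. Here the number of CAF-like cells was 290 with control IgG and 270 with the antibody, but their share of filtered cells was higher with the antibody, 4.23% against 3.31%, with a log2 ratio of 0.35 (0.11 to 0.60). Of the alternatives, only clustering each library on its own, chosen before the data were examined, gave a lower share with the antibody (log2 ratio -0.14), with an interval that includes 0 (-0.42 to 0.12). The other 18 alternatives gave a higher share. Those with other Leiden resolutions or seeds, exact neighbours or genes left out gave the main value again and are not separate checks.

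In Fig. 2h and Fig. 2i, cancer cells form the largest population of both groups. Here cancer-like cells were 4.23% of filtered cells with control IgG and 6.22% with the antibody, and T, NK and B-like cells were the largest class, with 66.6% and 73.9%. Cancer-like cells were 371 and 397 at each of the Leiden resolutions used, and no alternative made them the largest class.

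Fig. 2h shows mesothelial cells as a population of their own. No cluster of the joint clustering took that name. Mesothelial-like clusters appeared in the split of CAF-like cells into 4 clusters (cluster 0, 211 cells, also the highest in Inhba), in the split into 6 clusters (72 cells) and in the antibody library clustered on its own (73 cells).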

Other observations

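Subtraction of free RNA from Arg1 and Cd274 was among the alternatives chosen before the data were examined. The subtraction of macrophage-like RNA from Cd274 and the Arg1 test with the mix of sub-clusters held were set out before their values were seen. So was the comparison of dissociation stress genes in T, NK and B-like and cancer-like cells. The other tests in this part were chosen only after the result was seen. All values are from 1 library per group.

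T, NK and B-like cells, which the paper discusses for the combined antibodies, made up 66.6% of cells (5840 cells, interval 65.6% to 67.6%) with control IgG and 73.9% (4719 cells, 72.8% to 75.0%) with the Activin A neutralizing antibody, a log2 ratio of 0.15. Fewer macrophage-like and unnamed myeloid cells in the denominator would raise this share. The ratio without them was not computed, so a rise of T, NK and B-like cells cannot be read from it. Dendritic-like cells made up 4.64% in both libraries. Foxp3 in T, NK and B-like cells was 3.82 CPM (139 UMIs) with control IgG and 2.81 CPM (69 UMIs) with the antibody, a log2 ratio of -0.45. Its clusters went different ways, with Foxp3 at 19.5 and 10.2 CPM in cluster 2, led by Cd4, and 1.23 and 3.22 CPM in cluster 1, led by Hist1h2ae and Mki67. In CAF-like cells Tgfb1 was 58.0 and 50.8 CPM, Fap 66.9 and 113 CPM, and Fst 58.2 and 57.5 CPM.

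The share of CAF-like cells was higher with the antibody. Fewer macrophage-like and unnamed myeloid cells in the denominator are a candidate explanation. Without these cells the log2 ratio was 0.18 (-0.07 to 0.42), which includes 0. This value does not decide it, since the class joins 2 clusters that went different ways. With all cells in the denominator, cluster 12 was at 0.79 (0.48 to 1.10) and cluster 13 at -0.39 (-0.82 to 0.03). A smaller denominator would raise both alike and does not account for the difference between them. Whether more CAF-like cells were present in the tissue cannot be read from shares.

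Acta2 was lower in CAF-like cells with the antibody. Fewer cells of the cluster highest in Inhba would leave Acta2 unchanged within that cluster, where the log2 ratio was -2.15 (-2.27 to -2.03). In the clusters of the split into 6 led by Tagln and Acta2 and by mesothelial markers, it was -1.98 and -1.61. This argues against a smaller cluster as the whole cause. In cluster 2 of the split into 4, Acta2 rose from 0.990 CPM (1 UMI) to 34.0 CPM (34 UMIs), a log2 ratio of 5.10 (2.53 to 10.4). It was -2.95 (-4.89 to -1.48) in cluster 3, and -2.31 in cluster 1, with an interval that includes 0. A response to the antibody of the cells in which Acta2 fell may be proposed. A difference between the libraries in tissue sampled or handling stays open.

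Arg1 was lower in the macrophage-like class. After subtraction of free RNA the log2 ratio was -0.31 (-0.35 to -0.28), which argues against free RNA as the whole cause. Another mix of kinds of cells was not excluded. The values within the macrophage-like cluster (-0.29) and the unnamed myeloid cluster (-1.24) do not decide it, since each holds several kinds. At Leiden resolution 1.0, a neutrophil-like cluster of 103 cells with control IgG and 119 with the antibody was set apart. With the mix of the sub-clusters of the macrophage-like cluster held at that of the control IgG library, the log2 ratio was -0.17 (-0.21 to -0.13), smaller than without, and the sub-clusters went from -0.66 to 0.16. The treatment, the mix of kinds of cells and the handling of the library stay open.

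Cd274 was lower in CAF-like cells with the antibody. After subtraction of free RNA the log2 ratio was -0.78 (-1.33 to -0.26). After subtraction of macrophage-like RNA, whose share was put at 1.53% with control IgG and 1.46% with the antibody, it was -0.89 (-1.46 to -0.33). RNA of T, NK and B-like cells, put at 5.82% and 3.16%, left -0.49 (-0.99 to 0.002), an interval that just includes 0, so this source could not be excluded on its own. With both kinds of RNA subtracted together it was -0.97 (-1.65 to -0.32). In CAF-like cells Cd3e was 21.6 and 8.15 CPM and Cd8a 20.0 and 5.82 CPM, so more T-cell RNA was present with control IgG. The CAF-like level stayed below that of free RNA in both libraries, and the difference may rest on RNA of other cells in part.

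Dissociation stress genes were higher with the antibody, with a median log2 ratio of 0.44 in CAF-like cells and 0.89 in macrophage-like cells, above all 10000 random lists in both (percentile 100). If handling of the whole library were the cause, the list would lie above the 95th percentile of random lists, the limit set for this test, in other classes as well. The median was 0.25 in T, NK and B-like cells (percentile 100) and 0.06 in cancer-like cells (percentile 95.6), where the median of all genes was -0.05. Cancer-like cells passed the limit only narrowly, and the rise was far from equal among the classes. A difference in handling between the libraries may play a part and was not excluded, and neither was an effect of the antibody. All 20 genes of the list were used, and 1 of them is also in another list.

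The other lists gave these medians. Interferon response genes (28 of 28 used) were at -0.35 in CAF-like cells (percentile 0) and 0.25 in macrophage-like cells (percentile 99.7). TGF beta and activin response genes were at -0.09 in CAF-like cells (27 of 27 used, percentile 9.07) and 0.05 in macrophage-like cells (15 used, percentile 52.0). Hypoxia and glycolysis genes (20 of 20 used) were at -0.14 (percentile 0.77) and -0.21 (percentile 0.04). Alternatively activated macrophage genes were at -0.93 in CAF-like cells (12 of 16 used, percentile 0) and 0.40 in macrophage-like cells (14 of 16 used, percentile 99.8). Arg1 is not a member of that list. Each of these lists except the interferon one shares 1 gene with another list. Percentiles are among random lists of genes of like expression and describe these libraries only.

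By the rule for naming genes, the genes lowest in CAF-like cells with the antibody were Hp (83.3 and 9.55 CPM), Tagln (669 and 90.9), Acta2, Tnc (227 and 52.0) and Trbc2 (81.5 and 20.5). The highest were Ifng (6.73 and 75.5 CPM), Dlk1 (10.2 and 97.1), G0s2 (11.8 and 65.5), Eln (155 and 680) and Gm11290 (61.1 and 267). Trbc2 is a T-cell gene and Dlk1 leads the cancer-like cluster, and the source of the RNA behind these values, Ifng included, was not tested. In macrophage-like cells the lowest were Tmem119 (77.8 and 25.1 CPM), 4933406I18Rik (77.5 and 25.5), Tmem37 (74.5 and 28.1), Flt1 (64.0 and 24.2) and Cd81 (212 and 83.0). The highest were Hba-a1 (0.106 and 62.2 CPM, 1 and 144 UMIs), Hbb-bs (0.745 and 187), S100a9 (5.53 and 93.3), Alox15 (12.0 and 129) and Wfdc21 (9.58 and 102).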
